# Jagged1 intracellular domain/SMAD3 complex transcriptionally regulates TWIST1 to drive glioma invasion

**DOI:** 10.1038/s41419-023-06356-0

**Published:** 2023-12-13

**Authors:** Jung Yun Kim, Nayoung Hong, Sehyeon Park, Seok Won Ham, Eun-Jung Kim, Sung-Ok Kim, Junseok Jang, Yoonji Kim, Jun-Kyum Kim, Sung-Chan Kim, Jong-Whi Park, Hyunggee Kim

**Keywords:** CNS cancer, Cell invasion

## Abstract

Jagged1 (JAG1) is a Notch ligand that correlates with tumor progression. Not limited to its function as a ligand, JAG1 can be cleaved, and its intracellular domain translocates to the nucleus, where it functions as a transcriptional cofactor. Previously, we showed that JAG1 intracellular domain (JICD1) forms a protein complex with DDX17/SMAD3/TGIF2. However, the molecular mechanisms underlying JICD1-mediated tumor aggressiveness remains unclear. Here, we demonstrate that JICD1 enhances the invasive phenotypes of glioblastoma cells by transcriptionally activating epithelial-to-mesenchymal transition (EMT)-related genes, especially TWIST1. The inhibition of TWIST1 reduced JICD1-driven tumor aggressiveness. Although SMAD3 is an important component of transforming growth factor (TGF)-β signaling, the JICD1/SMAD3 transcriptional complex was shown to govern brain tumor invasion independent of TGF-β signaling. Moreover, JICD1-TWIST1-MMP2 and MMP9 axes were significantly correlated with clinical outcome of glioblastoma patients. Collectively, we identified the JICD1/SMAD3-TWIST1 axis as a novel inducer of invasive phenotypes in cancer cells.

## Introduction

Notch signaling, an evolutionarily conserved signaling pathway, plays a central role in development and tissue homeostasis [1–3]. Notch signaling is dependent on cell-cell interactions, where transmembrane receptors on one cell are activated by transmembrane ligands on juxtaposed cells [3]. Notch signaling regulates the maintenance of the stem cell pool, cell fate decisions during development, cell proliferation, and apoptosis in a cell context-dependent manner [2, 4]. Notch signaling dysregulation contributes to various diseases, including tumorigenesis and progression of various types of cancer [1, 3].

In mammalian cells, there are four different NOTCH receptors (NOTCH1-4) and five corresponding ligands (delta-like ligand 1 [DLL1], DLL3, DLL4, Jagged-1 [JAG1], and JAG2). Among the ligands, JAG1 is highly expressed in tumors and thus associated with poor prognosis in patients [5, 6]. JAG1 regulates cell proliferation, survival, and chemotherapeutic resistance in various types of cancers [7–9]. In addition, JAG1 profoundly affects cancer cell invasion and metastasis [10, 11].

Upon ligand binding, the NOTCH receptor undergoes a conformational change and is sequentially cleaved by metalloproteinase (ADAM) and γ-secretase [2, 4]. The NOTCH intracellular domain is thus translocated into the nucleus and regulates gene transcription with the centromere-binding protein 1/Suppressor of hairless/Lag1 and mastermind-like protein [2]. Several studies have revealed that the NOTCH ligand can release its intracellular domain (ICD), which is cleaved by ADAM and γ-secretase [12, 13]. In tumors, JAG1 intracellular domain (JICD1) formation is enhanced by oncogenic signaling, including the interleukin-4 (IL-4)-phosphatidylinositol 3-kinase d (PI3Kd)/protein kinase B (AKT) or Kirsten rat sarcoma virus (KRAS)/extracellular signal-regulated kinase (ERK)/ADAM17 signal [14, 15]. Furthermore, our previous study showed that JICD1 enhances tumorigenesis by forming a transcriptional complex with DEAD-box helicase 17 (DDX17)/SMAD family member 3 (SMAD3)/TGFβ-induced factor homeobox 2 (TGIF2) [16].

Glioblastoma (GBM) is a common malignant central nervous system cancer and a grade IV tumor according to the World Health Organization classification based on its histopathological characteristics [17]. Several histopathological features define GBM, including intratumoral heterogeneity, necrotic regions with pseudopalisading cells, microvascular hyperplasia, and local invasion [17].

Among these characteristics, invasion of GBM cells into the adjacent brain parenchyma interferes with complete tumor resection [18]. During invasion, cancer cells gain migratory phenotypes via epithelial-to-mesenchymal transition (EMT) [18]. EMT is a cellular mechanism by which polarized epithelial cells undergo malignant transformation and acquire mesenchymal phenotypes [19, 20]. During EMT, multiple molecular programs are altered, including transcriptional factor activation, expression of specific markers, and production of extracellular matrix-degrading proteins [19, 20]. In many types of cancer, EMT-inducing signals, such as TGF-β, regulate EMT-transcription factors (TFs) and promote the EMT process [19]. The EMT process is coordinated by EMT-TFs, such as TWIST, SNAIL, SLUG, and ZEB; these TFs alter the molecular programs related to cell migration [19, 21, 22].

In our previous study, JICD1 enhanced invasiveness in vitro and in vivo, independent of NOTCH signaling. Herein, we investigated the mechanism of the JICD1-induced invasion of glioma cells. Our data indicated that JICD1 promotes cell migration and invasion via the JICD1/SMAD3-TWIST1 axis. Moreover, transforming growth factor (TGF)-β signaling, which is a major mediator of EMT, is irrelevant to JICD1-induced invasive phenotypes.

## Results

### JAG1-derived JICD1 increases cell migration and invasion in glioblastoma

JAG1 is highly expressed in various cancer types and correlates with cancer invasiveness [5, 6, 10, 11]. 

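Ink4a/Arf-/- mouse astrocytes, which lack the tumor suppressor locus that carries the gene Cdkn2a, were transfected with the empty vector pcDNA3.1-puro (control) or with pcDNA3.1-JAG1-puro (JAG1-overexpressing), and 3 RNA libraries of each group were sequenced. Whether the libraries of a group came from separate transfections is not named in the paper's text, so that the spread between them may be that within 1 transfected population. The libraries were prepared with the QuantSeq method, which reads the 3' end of polyadenylated transcripts, so that the number of reads on a gene does not rise with the length of its transcript. The authors deposited, for 23282 gene rows, the number of reads counted on each gene without normalization and the log2 of a normalized read count. The read counts were used. The aligner, the genome build, the gene annotation and the way the authors normalized the reads are not named in the paper's text. The control libraries held 20489062, 18889751 and 18952552 reads counted on genes, with a median of 18952552, and the JAG1-overexpressing libraries held 20071276, 14341634 and 16442278, with a median of 16442278. The row with the most reads in each library, RN45S, which is ribosomal RNA, took between 4.38% and 5.16% of them. Of the gene symbols, which the files write in capitals, 22059 matched a symbol of the NCBI RefSeq annotation of the mouse assembly GRCm38.p6, 1072 matched a synonym in it and the rest matched neither, among them symbols that had been turned into dates. That annotation was used only for names and for the chromosome of each gene. Genes with too few reads were removed with edgeR's filterByExpr at a minimum count of 10, which left 11712 genes to be tested. Reads were normalized by edgeR's TMM method, the groups were compared with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Normalized values are given as CPM, the reads of a gene divided by the normalized library size and scaled to 1e6. A count of 3, taken as the limit below which a gene cannot be told from 0, equals between 0.148 and 0.206 CPM depending on the library; this limit covers counting error only, since reads are not independent molecules. The biological coefficient of variation common to all genes was 0.0770. Pearson's correlation of log2 CPM across the tested genes was between 0.989 and 0.994 for the 6 pairs of libraries within a group and between 0.911 and 0.920 for the 9 pairs between the groups; it is a correlation across genes, which are not independent replicates. No library's counts were a copy of another's: the counts of each pair differed by more than counting error allows, with a chi-square per degree of freedom of at least 3.83, which does not show whether 2 libraries were made from the same RNA. In multidimensional scaling, the first dimension, which parted the control from the JAG1-overexpressing libraries, took 90.0% of the variance and the second took 3.38%. Cdkn2a had between 0 and 5 reads in each of the 6 libraries.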

We first analyzed RNA sequencing (RNA-seq) data of JAG1-overexpressing Ink4a/Arf^−/−^ mouse astrocytes (Supplementary Fig. 1A). 

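Jag1, on chromosome 2, had 10.3 ± 1.18 CPM (SD, n = 3) in control and 14.2 ± 0.862 CPM (SD, n = 3) in JAG1-overexpressing astrocytes, a log2 fold change of 0.46 (standard error 0.11, adjusted p = 0.00446 from edgeR's quasi-likelihood test). All 3 JAG1-overexpressing libraries lay above all 3 control libraries, and with each library left out in turn the log2 fold change stayed between 0.37 and 0.52. Counts per gene do not show whether a read came from the plasmid or from the gene of the cell. Of the genes tested, 3211 were higher and 3247 were lower in JAG1-overexpressing astrocytes at an adjusted p under 0.05, so that 49.7% of the differentially expressed genes were upregulated. A limit on the fold change moved these numbers most, with 639 genes higher and 994 lower at the same threshold and at least 2-fold. Every JAG1-overexpressing library lay above every control library for 3643 of the tested genes and below for 3617, together 62.0% of the tested genes, where chance gives 10%. For a single gene, the smallest p that an exact permutation test can give with this number of libraries is 0.1.

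Among genes with a mean of at least 10 CPM, the largest rises were those of Ica1, Sema3e, Frmd8, Nid1 and Mfhas1. Ica1 had 0 reads in every control library and 35.6 ± 4.11 CPM (SD, n = 3) in JAG1-overexpressing astrocytes, so that it was at least 221-fold higher. Frmd8 was at least 164-fold higher, with 26.4 ± 1.65 CPM (SD, n = 3) in JAG1-overexpressing astrocytes. Nid1 rose by a log2 fold change of 8.11 (quasi-likelihood test, adjusted p = 1.25e-09) and Mfhas1 by 7.62 (same test, adjusted p = 2.02e-10). With each library left out in turn, Nid1 ran from 7.58 to 8.99 and Mfhas1 from 7.28 to 8.02. The largest falls were those of Syt7, Cxcl12, GM14085, Ltc4s and Unc5c. Syt7 went from 52.1 ± 1.77 CPM (SD, n = 3) in control astrocytes to at most 2 reads in a JAG1-overexpressing library and was at least 253-fold lower. GM14085, which the annotation lists under the symbol Slc28a2b, was at least 126-fold lower. Ltc4s had a log2 fold change of −8.48 (quasi-likelihood test, adjusted p = 1.31e-09), and its 6 reads in JAG1-overexpressing astrocytes were all in replicate 1. With each library left out in turn, Ltc4s ran from −12.6 to −7.95. In all, 11 genes had 3 reads or fewer in every control library and 10 CPM or more in JAG1-overexpressing astrocytes, and 10 genes showed the opposite.

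Frmd8 and Syt7 lie on chromosome 19, where 313 of 422 tested genes were higher and 31 lower, with a median log2 fold change of 0.61. On chromosome 15, 346 of 459 tested genes were lower and 32 higher, with a median of −0.53. The medians of the other autosomes and of chromosome X lay between −0.12 and 0.05. Chromosome 19 held 9.75% of the upregulated genes and 3.62% of the tested genes with a known chromosome.

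**Figure D1:**
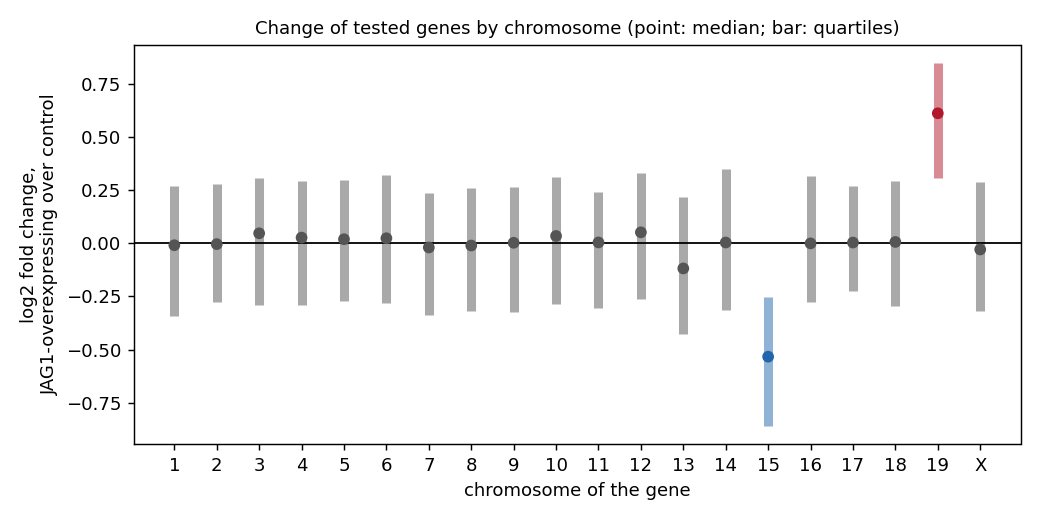
Log2 fold change of the tested genes in JAG1-overexpressing over control astrocytes (vertical axis) for each chromosome of the NCBI RefSeq GRCm38.p6 annotation (horizontal axis). Points are medians and bars run from the lower to the upper quartile of the genes; chromosome 19 has a median of 0.61, chromosome 15 of −0.53, and the others lie between −0.12 and 0.05.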

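The Gene Ontology list behind the count of cell migration genes is not given in the paper's text, and a hand-written list of 297 mouse genes with a known role in cell migration was used in its place. All of them matched a row of the files and 235 had enough reads to be tested. Of these, 72 were higher in JAG1-overexpressing astrocytes and 110 were lower, or 73 and 112 when adjusted over the list alone. The share of higher genes was 30.6% in the list and 27.4% among the other 11477 tested genes, an odds ratio of 1.17 (two-sided Fisher's exact test, p = 0.268). The share of lower genes was 46.8% in the list and 27.3% among the others, an odds ratio of 2.34 (two-sided Fisher's exact test, p = 3.40e-10). Against 10000 random lists of tested genes with the same mean expression, which had a mean share of 28.4% higher and 27.2% lower genes, the permutation p was 0.461 for the higher genes and 1e-04 for the lower genes, which is the smallest that this number of lists can give. Fisher's exact test and the random lists take genes as independent of each other. Their p-values, here and below, therefore do not measure the spread between libraries.

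The comparison for higher genes changed its side of the threshold under several settings. With a limit of 2-fold, 24 genes of the list were higher, or 10.2% against 5.36% of the others (two-sided Fisher's exact test, p = 0.00318), and 60 were lower, or 25.5% against 8.14% (p = 3.04e-15 from the same exact test). Without the filter on low counts, 27.1% of the list and 20.1% of the other genes were higher (Fisher's exact test, p = 0.00517). With 1 library left out at a time, the share of higher genes in the list ran from 28.5% to 33.6%, and Fisher's exact p was 0.0424 without control replicate 2, 0.0334 without control replicate 3 and 0.0164 without JAG1-overexpressing replicate 1, and between 0.0628 and 0.129 without each of the other 3 libraries.

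**Figure D2:**
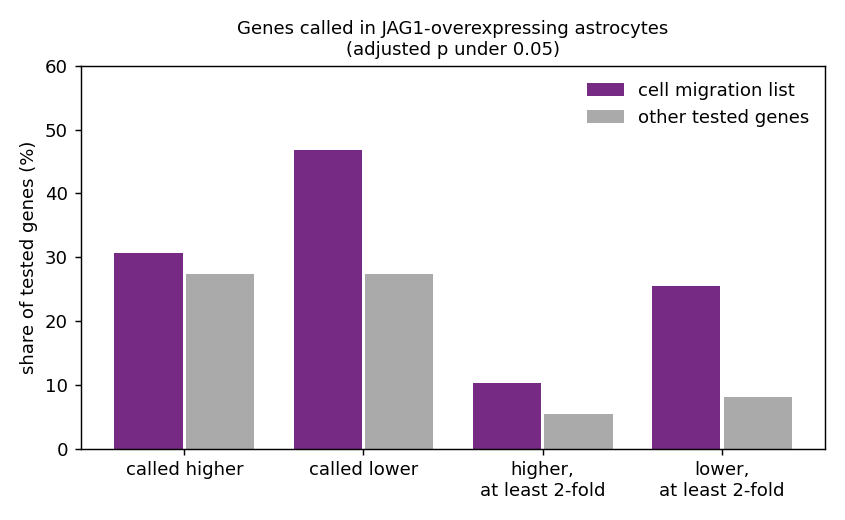
Share of tested genes (vertical axis, percent) called higher or lower in JAG1-overexpressing astrocytes at an adjusted p under 0.05, without a fold limit (left) and with at least 2-fold (right), for the 235 tested genes of the cell migration list (purple) and the other tested genes (grey). In the list, 30.6% of the genes were higher and 46.8% lower; with the fold limit, 10.2% were higher and 25.5% lower.

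Sema3e, a semaphorin, rose most of the list: it had at most 3 reads in a control library and between 1145 and 1600 reads in the JAG1-overexpressing libraries, at least 496-fold higher. Elmo1, at 1.06 ± 0.296 CPM (SD, n = 3) in JAG1-overexpressing astrocytes, was at least 6.59-fold higher. Gas6 had a log2 fold change of 5.16 (quasi-likelihood test, adjusted p = 3.24e-09) and Areg of 4.97 (same test, adjusted p = 2.20e-07). With each library left out in turn, Gas6 ran from 5.08 to 5.29 and Areg from 4.60 to 5.53. Lpar4 had a log2 fold change of 2.69 (standard error 0.19, adjusted p = 4.10e-07 from the same test). The largest falls in the list were those of Cxcl12, Unc5c and Vegfc. Cxcl12 went from 295 ± 10.9 CPM (SD, n = 3) to 0.495 ± 0.432 CPM (SD, n = 3). Its log2 fold change was −9.16 (quasi-likelihood test, adjusted p = 2.00e-10), from −9.80 to −8.60 with each library left out in turn. Unc5c had a log2 fold change of −8.30 (quasi-likelihood test, adjusted p = 3.80e-10), from −8.99 to −7.75 with each library left out in turn. Vegfc was at least 68.9-fold lower.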

Among the genes upregulated upon JAG1 expression, we identified 250 out of 385 genes related to cell migration.

To investigate the correlation between JAG1 and tumor aggressiveness, we verified the expression of JAG1 in orthotopic xenografts derived from the GBM cell lines (LN229 and U87MG) (Fig. 1A). LN229 and U87MG are commonly used GBM cell lines in vitro and in vivo regarding their in vivo tumorigenicity and reflection of clinical characteristics of GBM [23]. LN229 cells form highly invasive tumors compared with U87MG cells, which generate tumors with clear margins [24]. LN229-derived tumor margins showed a higher frequency of cell population expressing JAG1 than those of U87MG-derived tumors (Fig. 1B). Among JAG1 positive cells, the population of cells with nuclear-localized JAG1 was enriched in LN229-derived tumors than in U87MG-derived tumors (Fig. 1C). In our previous study, JAG1 was highly expressed in human glioma patients, and some tumor cells exhibited nuclear JAG1 expression [16]. A part of the JAG1 protein, JICD1, is found in the nuclear fraction and its formation is repressed by the γ-secretase inhibitor, DAPT [16]. JAG1 and JICD1 were highly expressed in LN229 than in U87MG cells (Supplementary Fig. 2A). These results indicate that JICD1 derived from JAG1 is related to GBM invasiveness.

**Fig. 1:**
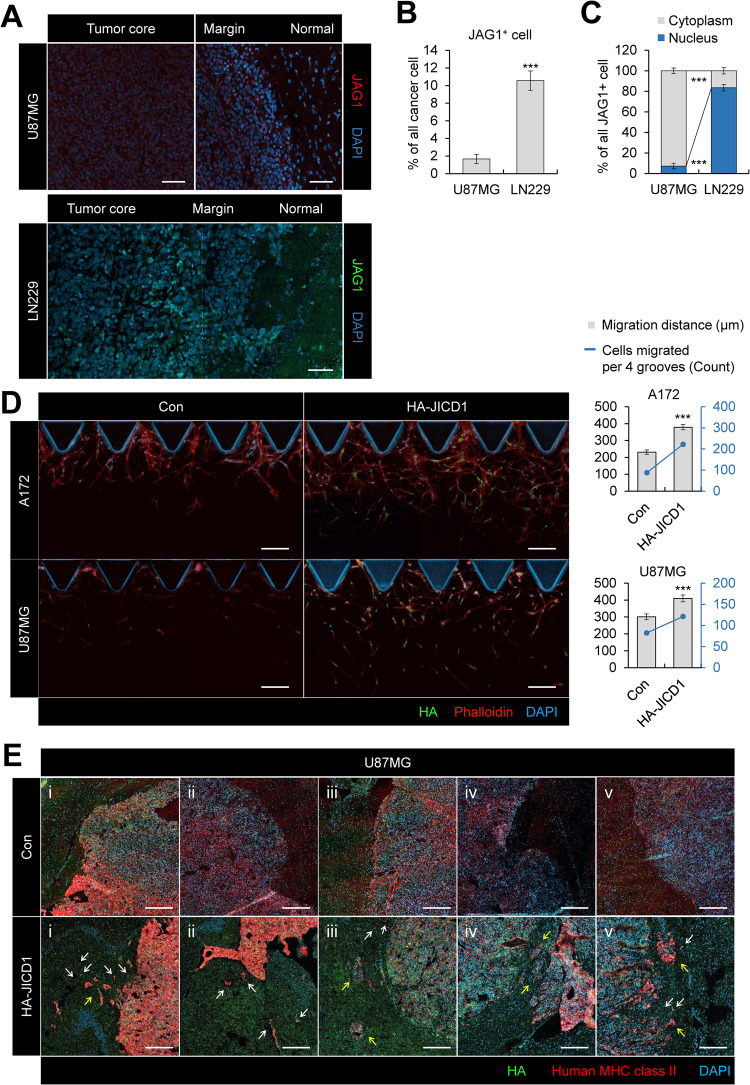
JICD1 derived from JAG1 induces tumor invasiveness. **A** Immunofluorescence showing endogenous JAG1 expression in mouse brain sections after intracranial injections of U87MG and LN229. Scale bar = 100 µm. **B** Bar graph showing the percentage of JAG1 positive cells in eight different margin regions in mouse brain sections after intracranial injections of U87MG and LN229. ***p < 0.001. **C** Bar graph showing the percentage of nuclear JAG1 in eight different margin regions in mouse brain sections after intracranial injections of U87MG and LN229. The data are presented as mean ± S.E.M. ***p < 0.001. **D** Immunofluorescence showing HA-JICD1 expression of migrated cells in A172 and U87MG control and HA-JICD1-overexpressing cells using 3D cell culture chips. A bar graph representing the average migration distance (black, left axis) and number of migrated cells per four grooves (blue, right axis) in A172 and U87MG control and HA-JICD1-overexpressing cells. Scale bar = 200 µm. ***p < 0.001. **E** Immunofluorescence showing transplanted U87MG control and HA-JICD1-overexpressing cells in tumor margin regions. White arrow indicates single cell migration and yellow arrow shows collective migration. Scale bar = 250 µm.

We also investigated the biological functions of JAG1 and JICD1 in Ink4a/Arf^−/−^ mouse astrocytes using RNA-seq data (Supplementary Fig. 1A, B). Distinct phenotypes related to cell signaling and migration were robustly enriched in JAG1- and JICD1-overexpressing cells. 

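In JAG1-overexpressing Ink4a/Arf-/- astrocytes, the tested genes of the cell migration list were compared as a set with all other tested genes by limma's camera, with its preset correlation between genes of 0.01. The list was lower as a set, with a median log2 fold change of −0.15, which was the same with the genes at or under 3 reads in all libraries of a group set at their limit. The camera p was 0.0435, and in an exact permutation over the 10 splits of the libraries into groups of 3, 2 splits gave a p as small, the real one included. With a correlation estimated from the data, the direction was the same and p was 0.358, and limma's fry gave p = 0.000741 in the same direction. With each library left out in turn, the camera p ran from 0.0268 to 0.107, the highest without control replicate 3. Sets of genes from the Reactome database, chosen for the themes drawn in Supplementary Fig. 1A, and 2 comparison sets outside these themes were tested in the same way, with p-values adjusted over all 18 sets. No set was past an adjusted p of 0.05 in either direction with camera, and 3 had an unadjusted p under 0.05, all 3 of them lower. With the estimated correlation the number was 0 at an adjusted and 0 at an unadjusted p under 0.05, and with fry it was 15 at the adjusted p. Extracellular matrix organization had 38 genes higher and 64 lower of 133 tested, with a median log2 fold change of −0.20 (camera, adjusted p = 0.222). EPH-Ephrin signaling had 16 higher and 28 lower of 63 (median −0.16, adjusted p = 0.222), and Axon guidance 50 higher and 77 lower of 197 (median −0.07, adjusted p = 0.248). Integrin cell surface interactions had 13 higher and 23 lower of 42 (median −0.36, adjusted p = 0.281). Semaphorin interactions had 9 higher and 17 lower of 48, and Cell-Cell communication 21 higher and 33 lower of 74, both with an adjusted p of 0.299. Under fry, each of these 6 sets was lower, with an adjusted p of 0.00291 or less.

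**Figure D3:**
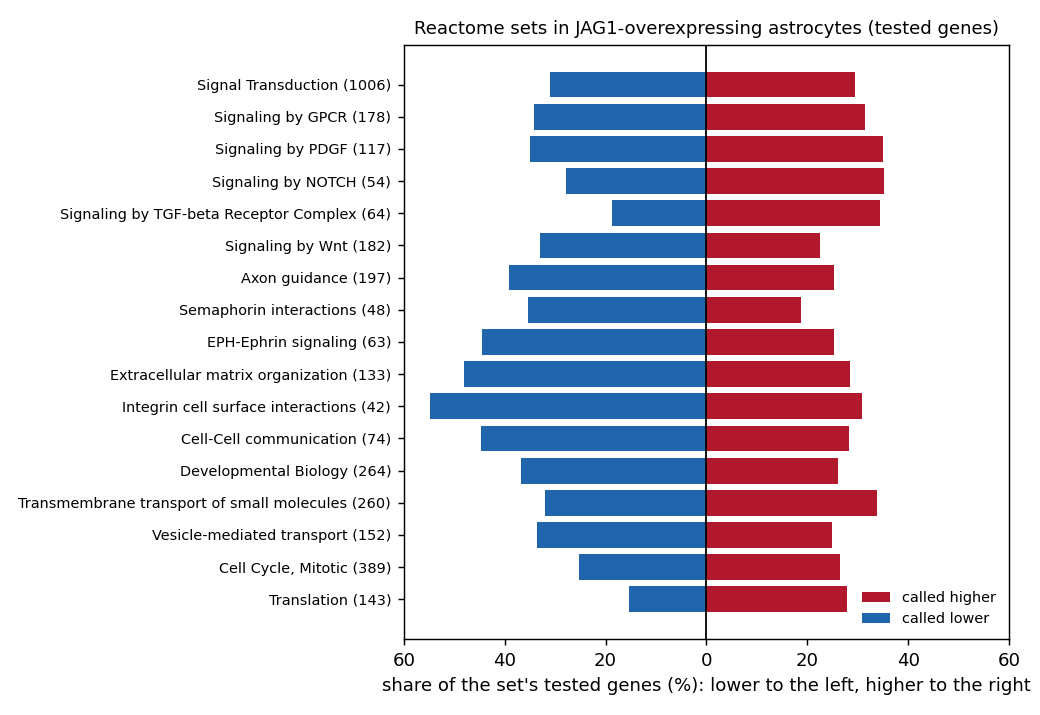
Share of the tested genes of each Reactome set drawn (horizontal axis, percent) called lower (blue, to the left of 0) or higher (red, to the right of 0) in JAG1-overexpressing astrocytes at an adjusted p under 0.05; the number of tested genes is given beside the name of each set. Integrin cell surface interactions has 13 genes higher and 23 lower of 42.

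From the Gene Ontology terms drawn in Supplementary Fig. 1A, the paper states that phenotypes related to signaling and migration were enriched in these cells.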

Our previous study showed that JICD1 transcriptionally regulated the stemness of glioma cells [16]. Thus, we investigated whether JICD1 promotes cell signaling and migration through transcriptional regulation.

To investigate the function of JICD1 in cancer cell migration, we generated JICD1-overexpressing cell lines (A172-HA-JICD1 and U87MG-HA-JICD1) (Supplementary Fig. 2B). In our previous study, glioma stem cell GSC20 highly expressed JICD1 among various GBM cell lines [16]. The expression of exogenously expressed JICD1 in A172 and U87MG was comparable to the expression level of JICD1 in GSC20, whereas higher than that of LN229. JICD1 overexpression did not increase cell proliferation (Supplementary Fig. 2C). We performed a wound closure assays using scratches generated on cell monolayers of control (A172-Con and U87MG-Con) and JICD1-overexpressing cells. Wound closure rates were found to be higher in JICD1-overexpressing cells than in the controls (Supplementary Fig. 2D). Additionally, we performed a transwell migration assay with JICD1-overexpressing cells (Supplementary Fig. 2E, top panels). The intensity of cell migrated through the porous membrane increased following JICD1 overexpression. Cell migration and invasion are distinct aspects of cell biology. Migration is the directed movement of cells on a substrate, whereas invasion entails the reorganization of the three-dimensional (3D)-matrix. To verify JICD1-induced cell migration in 3D-matrix settings mimicking invasion, we performed Matrigel invasion assay (Supplementary Fig. 2E, bottom panels). Cell migration intensity was significantly increased in JICD1-overexpressing cells. The results suggested that JICD1 induces cell migration and invasion. We also performed a 3D cell invasion assay using the 3D Cell Culture Chips (Fig. 1D). The number and migration distance of migrating cells increased in JICD1-overexpressing cells. These results suggested that JICD1 contributes to the migratory and invasive properties of glioma cells. Furthermore, intracranial injection of U87MG-Con or U87MG-HA-JICD1 cells revealed that JICD1-overexpressing tumors had more invasive margins than those of control tumors (Fig. 1E and Supplementary Fig. 3). Interestingly, both single-cell migration and collective motion of small cell cohorts were observed in the U87MG-HA-JICD1-derived tumor margins (Fig. 1E). Collectively, JICD1 enhanced the invasiveness and aggressiveness of glioma cells.

### JICD1 increases migration and invasion of glioma cells through transcriptional regulation of TWIST1-related EMT genes

Our previous study clarified the function of JICD1 as a cofactor of the transcriptional complex [16]. Additionally, JAG1 regulates the expression of EMT-TFs, EMT markers, and matrix metalloproteinases (MMP2 and MMP9) [25–27]. To verify the molecular mechanism underlying JICD1-regulated cell migration and invasion, we measured the expression of canonical EMT-TFs in control and JICD1-overexpressing Ink4a/Arf^−/−^ astrocytes using RNA-seq results (Supplementary Fig. 4A). Among canonical EMT-TFs, *Twist1*, *Snai2*, and *Zeb2* were upregulated in JICD1-overexpressing Ink4a/Arf^−/−^ astrocytes. Furthermore, the mRNA expression of most canonical EMT-TFs and well-known EMT markers were increased in JICD1-overexpressing cells (Fig. 2A). Consistent with this, we observed increased protein expression of alpha-smooth muscle actin (α-SMA), vimentin (VIM), and EMT-TFs (TWIST1, SLUG, and ZEB2) in JICD1-overexpressing cells, especially that of TWIST1 (Fig. 2B). Moreover, α-SMA protein expression increased in JICD1-overexpressing cells in the 3D environment (Supplementary Fig. 4B, C). Consistent with a previous study [28], switching from E-cadherin to N-cadherin, which has been reported in classical epithelial cells during EMT, was not observed (Fig. 2A).

**Fig. 2:**
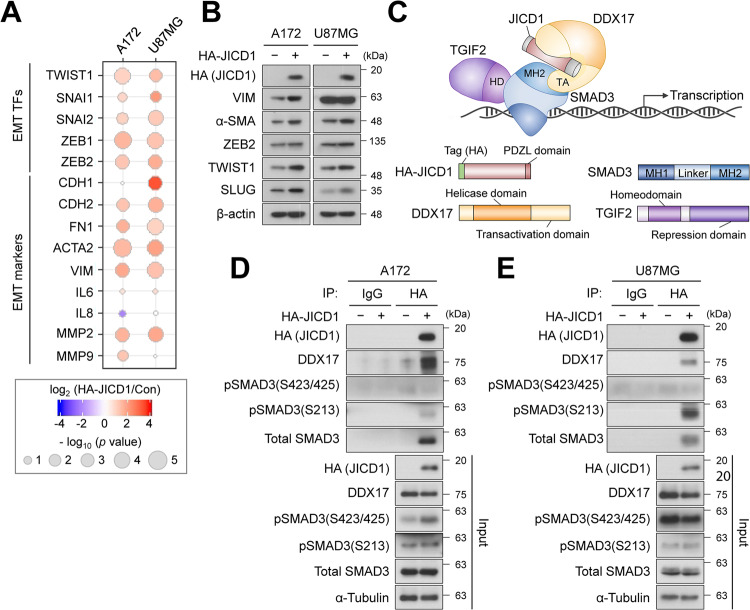
JICD1 transcriptional complex promotes gene expression related to EMT. **A** mRNA expression of EMT-TFs and markers in A172 and U87MG control and HA-JICD1-overexpressing cells. **B** Protein expression of canonical EMT-TFs and markers in A172 and U87MG control and HA-JICD1-overexpressing cells. **C** Schematic diagram that represents JICD1 transcriptional complex with DDX17, SMAD3, and TGIF2. **D**, **E** The association between ectopic HA-JICD1 and endogenous DDX17 and SMAD3 in A172 (**D**) and U87MG (**E**) control and HA-JICD1 overexpressing cells.

TWIST1, a basic helix-loop-helix TF, is a master regulator of mesodermal specification and differentiation during embryonic development [29, 30]. TWIST1 is highly expressed in various cancer cells and its expression is associated with cancer cell invasion and metastasis [31, 32]. In GBM, TWIST1 regulates the transcription of various EMT markers, such as *FN1*, *IL6*, *IL8*, *MMP2*, and *MMP9* [33–35]. Downstream target genes transcriptionally regulated by TWIST1 were upregulated in JICD1-overexpressing cells (Fig. 2A). These results suggest that JICD1 may alter the molecular repertoire related to cell motility and ECM remodeling by modulating TWIST1.

JAG1 regulates cell signaling and induces oncogenic phenotypes, such as stemness in glioma, via JICD1 formation [16]. Gene ontology analysis also showed that cell signaling regulation enriched in JAG1- and JICD1-overexpressing Ink4a/Arf^−/−^ astrocytes (Supplementary Fig. 1). 

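For 6 of the Reactome sets tested in JAG1-overexpressing astrocytes, which concern cell signaling, none was past an adjusted p of 0.05 with camera, the smallest unadjusted p of these 6 being 0.152. Camera tests a shift in 1 direction, in which higher and lower genes cancel, and the share of higher genes in these sets was not tested. Signal Transduction, with 1006 tested genes, had 297 genes higher and 311 lower and a median log2 fold change of −0.02 (camera, adjusted p = 0.932). Signaling by Wnt had 41 genes higher and 60 lower of 182, with a median of −0.05 (camera, adjusted p = 0.299). For Signaling by GPCR, 56 genes were higher and 61 lower of 178 (median −0.05), and for Signaling by PDGF 41 were higher and 41 lower of 117. Signaling by NOTCH had 19 genes higher and 15 lower of 54 tested, with a median log2 fold change of 0.03 (camera, adjusted p = 0.626). Signaling by TGF-beta Receptor Complex had 22 higher and 12 lower of 64, with a median of 0.02 (camera, adjusted p = 0.757). Under fry, which tests whether the genes of a set changed at all and does not compare them with other genes, 4 of these 6 sets were past an adjusted p of 0.05: the NOTCH and TGF-beta sets were higher, with 0.00324 and 0.0402, and the Signal Transduction and Wnt sets were lower, with at most 0.00977.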

As previously reported, JICD1 forms a transcriptional complex with DDX17, TGIF2, and SMAD3 (Fig. 2C). JICD1 directly binds to DDX17, and the N-terminal domain of DDX17 binds to the MAD homology 2 (MH2) domain of SMAD3. Additionally, the SMAD3 linker domain interacts with the homeodomain (HD) of TGIF2 [16]. Collectively, the JICD1 transcriptional complex binds to the promoters of target genes via SMAD3 [16]. To confirm the formation of the JICD1 transcriptional complex in JICD1-overexpressing cells, we performed immunoprecipitation (IP) with anti-HA antibody in JICD1-overexpressing cells. JICD1 was bound to DDX17 and SMAD3 in JICD1-overexpressing cells (Fig. 2D, E). Given that the SMAD3 protein has phosphorylatable sites in the C-tail of the MH2 and linker domains [36–38], we investigated the phosphorylation status of JICD1-bound SMAD3. JICD1 binds to the linker domain (Ser 213) phosphorylated SMAD3 but not to the C-tail (Ser 423/425) phosphorylated-one (Fig. 2D, E).

### JICD1-induced cell migration and invasion are distinct from TGF-β signaling

TGF-β signaling is a key effector of EMT in cancer metastasis by increasing EMT-TF expression [39, 40]. TGF-β inhibits epithelial markers and induces mesenchymal markers in various epithelial and cancer cells. SMAD3 is one of the main signal transducers in the TGF-β signaling pathway [38, 41, 42]. To confirm whether the JICD1-induced invasive phenotypes depend on TGF-β signaling, we analyzed the enrichment of TGF-β signaling gene signatures using RNA-seq data from JICD1-overexpressing Ink4a/Arf^-/-^ astrocytes (Supplementary Fig. 5A); interestingly, two TGF-β signaling gene signatures (oncogenic signature and Broad MsigDB Hallmark) were downregulated. These results indicated that genes associated with TGF-β signaling were downregulated in JICD1-overexpressing Ink4a/Arf^-/-^ astrocytes. Furthermore, TGF-β signaling-induced EMT genes were also downregulated (Supplementary Fig. 5B).

JICD1 induced cell migration and invasion by increasing TWIST1 expression (Figs 1, 2). To verify whether JICD1-mediated invasive phenotypes and expression of EMT-related genes were distinct from TGF-β signaling, we performed a 3D cell-migration assay following treatment with SB431542 (an ALK5 inhibitor) and LY2109761 (an ALK5 and TGF-β receptor II inhibitor) (Fig. 3A and Supplementary Figs 5C, 6). Although the inhibitors showed slightly different trends, the inhibition of TGF-β signaling had no effect on the migration distance or number of migrating cells. Moreover, the expression of EMT-TFs and markers was increased in JICD1-overexpressing cells compared to that in control cells, even after the inhibition of TGF-β signaling (Fig. 3B, C, Supplementary Figs. 5D, 7, 8). SB431542 and LY2109761 significantly down-regulated C-tail phosphorylation of SMAD3 and did not affect SMAD3 linker phosphorylation. LY2109761 targets TGF-β receptor II in addition to ALK5. Although both inhibitors showed similar effect on canonical TGF-β signaling, LY2109761 down-regulated the expression of EMT-TFs and markers. Nevertheless, the expression of several EMT-TFs and markers, such as TWIST1, MMP2, and MMP9, were elevated after LY2109761 treatment. These results suggest that JICD1 induces invasive phenotypes and EMT-related gene expression independent to TGF-β signaling.

**Fig. 3:**
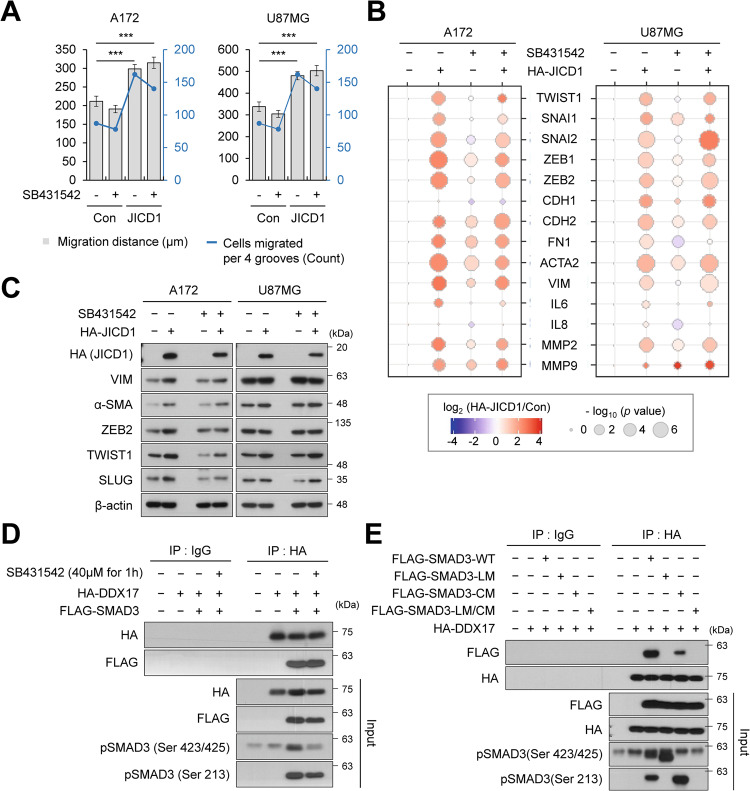
EMT induced by JICD1 is independent of TGF-β signaling. **A** Bar graph representing the average migration distance (black, left axis) and number of migrated cells per four grooves (blue, right axis) in A172 and U87MG control and HA-JICD1-overexpressing cells with SB431542 treatment (A172: 10 μM, U87MG: 20 μM). ***p < 0.001. **B** mRNA expression of EMT-related genes in A172 and U87MG control and HA-JICD1-overexpressing cells with the SB431542 treatment. **C** Protein expression of canonical EMT-TFs and markers in A172 and U87MG control and HA-JICD1-overexpressing cells with SB431542 treatment. **D** Association between HA-DDX17 and FLAG-SMAD3 in HEK293T cells with SB431542 treatment. **E** Association between HA-DDX17 and FLAG-SMAD3 mutants in HEK293T cells.

Additionally, we validated the mRNA expression of key factors involved in TGF-β signaling in JICD1-overexpressing cells (Supplementary Fig. 5E). Although each cell line showed slightly different trends, most ligands and signal transducers (SMAD2, SMAD3, and SMAD4) were downregulated. There was no consistent pattern for I-SMADs (SMAD6 and SMAD7) in JICD1-overexpressing A172 and U87MG cells. Furthermore, we verified the expression and phosphorylation status of R-SMADs (SMAD2 and SMAD3) in JICD1-overexpressing cells compared with control cells (Supplementary Fig. 5F). SMAD2 phosphorylation decreased in both cell lines. C-tail phosphorylation of SMAD3 significantly increased, particularly in A172-HA-JICD1 cells. There was no difference in SMAD3 linker phosphorylation in both A172-HA-JICD1 and U87MG-HA-JICD1 cells. Total protein expression of SMAD2 did not change in either JICD1-overexpressing cell line, while the expression of SMAD3 was slightly decreased in A172-HA-JICD1 cells and increased in U87MG-HA-JCID1 cells.

To verify whether JICD1 transcriptional complex formation depends on TGF-β signaling and SMAD3 phosphorylation status, we performed IP against HA-DDX17 after treatment with SB431542 using HA-DDX17 and FLAG-SMAD3 expressing transformed human embryonic kidney 293 (HEK293T) cells (Fig. 3D). Treatment with SB431542 reduced the C-tail phosphorylation of SMAD3 without affecting the interaction between DDX17 and SMAD3. These results suggest that JICD1 indirectly regulates SMAD protein phosphorylation and that JICD1 transcriptional complex formation is distinct from TGF-β signaling.

To further understand the dependency of JICD1 transcriptional complex formation on SMAD3 phosphorylation status, we constructed point mutations of the phosphorylation site on the SMAD3 linker and C-tail (Supplementary Fig. 5G). We confirmed that the mutants in these domains failed to phosphorylate (Fig. 3E). Using these mutant proteins, we performed IP against HA-DDX17 in HEK293T cells (Fig. 3E). SMAD3 mutants with linker mutations (SMAD3-LM) or mutations in the linker and C-tail (SMAD3-LM/CM) fail to interact with DDX17. However, mutants with C-tail mutations (SMAD3-CM) showed slightly attenuated DDX17 interactions. These results demonstrate that phosphorylation of the linker domain of SMAD3 regulates interaction with DDX17. In addition, C-tail phosphorylation may regulate SMAD3 and JICD1 transcriptional complex stability [43, 44]. These findings correspond to the results that JICD1 binds to DDX17 and linker phosphorylated SMAD3 in JICD1-overexpressing cells (Fig. 2D, E).

### JICD1 transcriptional complex binds to the promoter and activates transcription of TWIST1

SMAD3 is a TGF-β signaling-related TF that binds to a DNA motif (GTCTG), called the SMAD3 binding element (SBE) [45]. Additionally, it mediates DNA binding to the JICD1 transcriptional complex [16]. Among EMT-TFs, TWIST1 and SLUG were upregulated in JICD1-overexpressing cells even after inhibiting TGF-β signaling (Fig. 3C). To investigate how the JICD1 transcriptional complex is associated with the transcriptional activation of EMT-TFs and markers, we first screened the SBE in the TWIST1 and SNAI2 promoters. There was one SBE in the TWIST1 promoter (transcription start site [TSS] −1840) and SNAI2 promoter (TSS −133) (Fig. 4A and Supplementary Fig. 9A). We confirmed that JICD1 significantly binds to TSS −1937 to −1795 on the TWIST1 promoter in JICD1-overexpressing cells using a chromatin immunoprecipitation (ChIP) assay with a hemagglutinin (HA) antibody (Fig. 4B). As JICD1 indirectly binds to DNA, we performed a ChIP assay for SMAD3, which is a DNA-binding partner in the JICD1 transcriptional complex. We found that SMAD3 was also bound to the same region in the TWIST1 promoter in both A172 and U87MG-HA-JICD1 (Fig. 4C). These results suggest that the JICD1 transcriptional complex binds to the TWIST1 promoter via SMAD3. Similarly, the JICD1 transcriptional complex was bound to TSS −162 to +13 on the SNAI2 promoter via SMAD3 in A172-HA-JICD1 but not in U87MG-HA-JICD1 (Supplementary Fig. 9B, C). In conclusion, TWIST1 is a conserved EMT-TF transcriptionally regulated by JICD1 in gliomas.

**Fig. 4:**
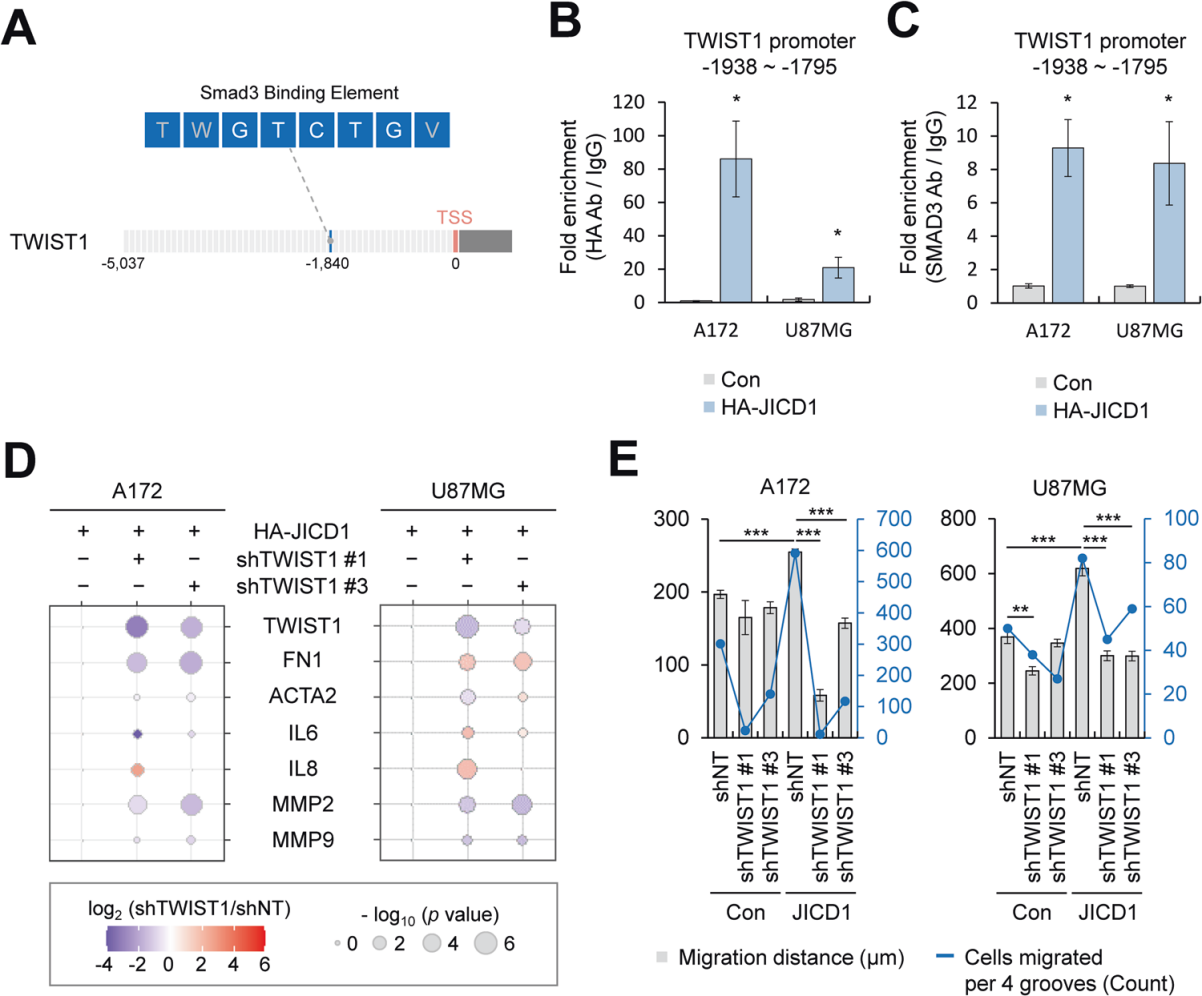
TWIST1, transcriptionally activated by JICD1 transcriptional complex, induces GBM invasion. **A** A schematic diagram of a SMAD3 binding element (TWGTCTGV) in the *TWIST1* promoter. **B**, **C** ChIP-PCR analysis of (**B**) HA-JICD1 and (**C**) SMAD3 engagement with the SMAD3 binding motif at the *TWIST1* promoter in A172 and U87MG control and HA-JICD1-overexpressing cells. *p < 0.05. **D** mRNA expression of EMT-related genes in A172 and U87MG control and HA-JICD1-overexpressing cells with TWIST1 knockdown. **E** Bar graph representing the average migration distance (black, left axis) and number of migrated cells per four grooves (blue, right axis) in A172 and U87MG control and HA-JICD1-overexpressing cells with TWIST1 knockdown. *p < 0.05, ***p < 0.001.

### TWIST1 silencing inhibits cell migration and invasion induced by JICD1 transcriptional complex

The JICD1 transcriptional complex transcriptionally regulated the expression of TWIST1 (Figs 2A, B, 4B, C). To confirm that TWIST1 is a key factor in JICD1-induced cell migration and invasion, we silenced TWIST1 in JICD1-overexpressing cells (Fig. 4D, Supplementary Figs 10, 11). Among the EMT markers and TWIST1 target genes, the mRNA expression of MMP2 and MMP9 was commonly downregulated in TWIST1 depleted JICD1-overexpressing cells. Thus, MMP2 and MMP9 are conserved targets of the JICD1/SMAD3-TWIST1 axis. To investigate the effect of TWIST1 silencing on the invasive phenotype of JICD1-overexpressing cells, 3D cell-invasion assay was performed. The distance and number of migrating cells decreased after TWIST1 knockdown in JICD1-overexpressing cells (Fig. 4E and Supplementary Fig. 12).

Given that the JICD1 transcriptional complex regulates cell migration and invasion via TWIST1, we investigated the functional consequences of JICD1/SMAD3-TWIST1-mediated cell migration on tumor aggressiveness in vivo. To this end, we orthotopically injected control and JICD1-overexpressing U87MG cells with or without TWIST1 knockdown and compared tumorigenicity on the same day (Fig. 5A). JICD1 overexpression results in increased tumorigenicity which is abolished under TWIST1 deficient conditions. As shown in a previous finding that inhibition of TWIST1 results in cell-cycle arrest and induction of cell death [46], TWIST1 knockdown also hindered tumorigenesis in control tumors (Fig. 5A).

**Fig. 5:**
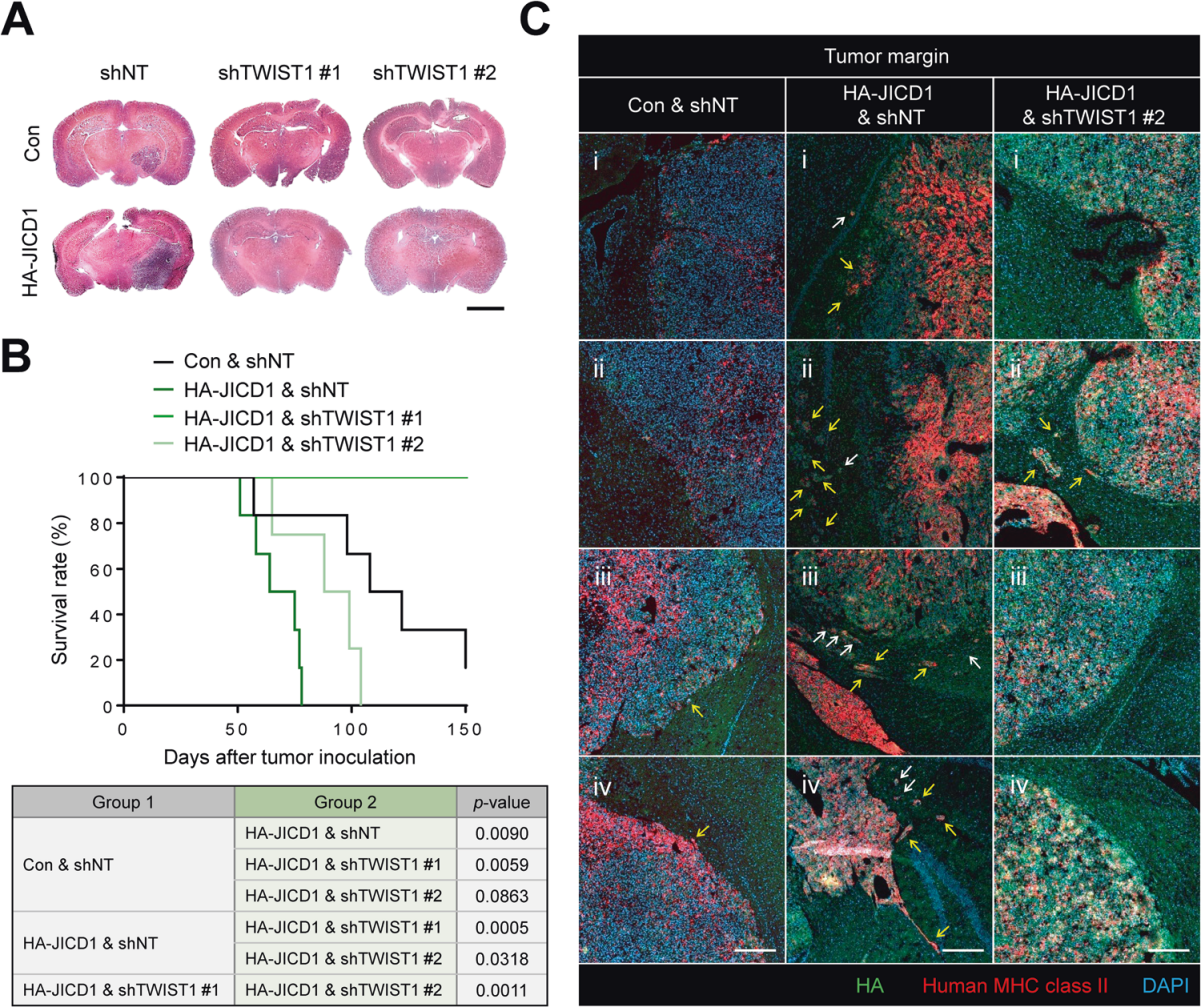
JICD1 promotes tumor invasion and aggressiveness via TWIST1 in vivo. **A** Representative images of hematoxylin-eosin staining of mouse brain sections 59 days after intracranial injections of U87MG control and HA-JICD1-overexpressing cells with TWIST1 knockdown. Scale bar = 2500 µm. **B** Survival graph of tumor-bearing mice after intracranial injections of U87MG control and HA-JICD1-overexpressing cells with TWIST1 knockdown. Statistical significance was tested by log-rank test. *p < 0.05, **p < 0.01, ***p < 0.001. **C** Images showing the invasive margin regions in mouse brain sections after intracranial injections of U87MG control and HA-JICD1-overexpressing cells with TWIST1 knockdown. White arrow indicates single cell migration and yellow arrow shows collective migration. Scale bar = 100 µm.

Tumor aggressiveness is characterized by a faster growth rate, resistance to cell death, and the ability to penetrate surrounding tissues [47]. Proliferative phenotypes and invasiveness are segregated processes in malignancy. For example, hepatocyte growth factor induces cell proliferation and invasion separately via the Myc and mitogen-activated protein kinase (MAPK) signaling pathways, respectively [48]. Thus, to further understand tumor invasiveness specifically induced by JICD1/SMAD3-TWIST1 axis, we compared tumors derived from control, JICD1-overexpressing, and JICD1-overexpressing with TWIST1 knockdown U87MG cells. Control cells with TWIST1 knockdown were excluded because tumors derived from U87MG control cells had clear margins (Fig. 1E). As JICD1 promotes invasive phenotypes in vitro and in vivo (Figs 1, 2), JICD1 overexpression leads to poor prognosis in an intracranial xenograft model (Fig. 5B). TWIST1 knockdown JICD1-overexpressing cells prolonged the survival rate of mice, which corresponds to the finding that increased EMT markers and cell invasion were abolished in JICD1-overexpressing cells after TWIST1 knockdown (Figs 4D, E, 5B). Collectively, JICD1 promotes tumor aggressiveness through TWIST1 in vivo.

To analyze the histological characteristics of JICD1/SMAD3-TWIST1-activated tumors, tumors derived from control, JICD1-overexpressing, and JICD1-overexpressing cells transduced with short hairpin RNA (shRNA) #2 targeting TWIST1 were analyzed. Due to the difference in tumorigenicity following JICD1 overexpression and TWIST1 knockdown, the mice were sacrificed at the endpoint, and brain sections were obtained. shRNA #1 targeting TWIST1 was excluded, as it leads to extreme suppression of TWIST1 expression, which causes a rare population of migrating cells in 3D environment in vitro and no tumor formation in vivo (Figs 4D, E, 5A). JICD1 overexpression increased the expression of TWIST1 in vivo, in line with the finding that JICD1 transcriptionally activates TWIST1 in vitro (Fig. 2A, B, and Supplementary Fig. 14A). As TWIST1 diminished in JICD1-overexpressing cells after TWIST1 knockdown in vivo, the highly invasive characteristics induced by JICD1 were significantly repressed, corresponding to JICD1/SMAD3-TWIST1 axis induced cell invasion in vitro (Figs 4E, 5C and Supplementary Fig. 13). These results suggest that the invasive phenotype induced by JICD1/SMAD3-TWIST1 axis is a highly conserved pathway in gliomas in vitro and in vivo.

Furthermore, although a small population of cells was positive for Ki67, JICD1-overexpression increased the abundance of Ki67-positive population, which may cause increased tumorigenesis in JICD1-overexpressing tumors (Supplementary Fig. 14B). TWIST1 knockdown reversed the increase in the Ki67-positive population caused by JICD1. In contrast, the abundance of the cleaved caspase3-positive population was similar between the groups (Supplementary Fig. 14C). In vitro, cell proliferation and viability were not affected by JICD1 overexpression but decreased after TWIST1 knockdown (Supplementary Fig. 14D, E). Accordingly, the target genes of TWIST1 related to the cell cycle (*Trp53*, *Cdkn2a*, *Ccnd2*, *Cdk2* and *Cdk4*) and apoptosis (*Bax* and *Cdc25a*) [46, 49] showed similar mRNA expression levels in control and JICD1-overexpressing Ink4a/Arf^−/−^ astrocytes (Supplementary Fig. 14F). These results indicate that the JICD1/SMAD3-TWIST1 axis simultaneously regulates EMT and other pathways, promoting tumor malignancy.

Taken together, increased migration and invasion of JICD1-overexpressing cells is dependent on TWIST1, which is transcriptionally regulated by the JICD1 transcriptional complex. This phenomenon was evident both in vitro and in vivo.

### JICD1-TWIST1-MMP2 and MMP9 axes have clinical relevance in glioma patients

Recent studies showed that more than 90% of primary GBM are isocitrate dehydrogenase (IDH) wild-type and IDH plays an important role in GBM aggressiveness [50]. Therefore, we analyzed the gene expression and prognosis of patients with IDH wild-type GBM to investigate the clinical relevance of JICD1/SMAD3-TWIST1 axis. Although JAG1 was weakly correlated with TWIST1, patients with high expression of both JAG1 and TWIST1 showed poor prognosis compared to those with low expression (Fig. 6A, B). As MMP2 and MMP9 are conserved downstream targets of the JICD1/SMAD3-TWIST1 axis (Figs 2A, 4D), we further analyzed the correlation between the mRNA expression of JAG1 and JICD1/SMAD3-TWIST1 downstream signaling molecules (MMP2 and MMP9) in IDH wild-type GBM patients (Fig. 6C, D). Both MMP2 and MMP9 were significantly associated with JAG1 expression. Moreover, prognostic analysis of patients with high or low expression of JICD1-TWIST1-MMP2 or JICD1-TWIST1-MMP9 demonstrated that both groups of genes were significantly correlated with prognosis (Fig. 6E, F). In contrast, neither JAG1-TWIST1-MMP2 nor JAG1-TWIST1-MMP9 axis was correlated with the prognosis of IDH-mutant glioma patients (Supplementary Fig. 15). Collectively, the JICD1/SMAD3-TWIST1-MMP2 and MMP9 axes have clinical relevance in IDH wild-type GBM patients specifically.

**Fig. 6:**
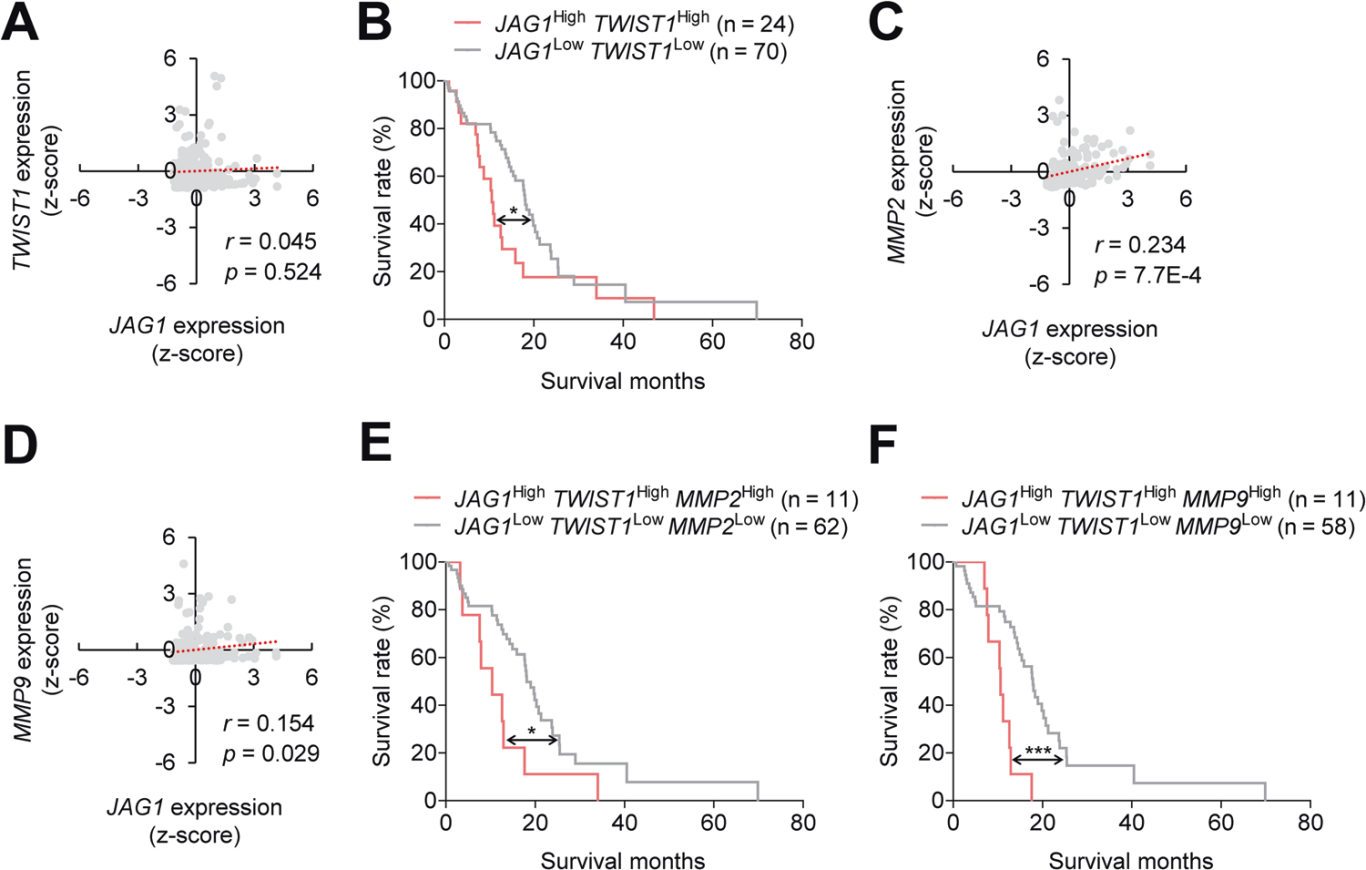
JICD1-TWIST1-MMP2 and MMP9 axes correlate with cancer aggressiveness in IDH wild-type GBM patients. **A** Correlation of JAG1 with TWIST1 in patients with IDH wild-type GBM using the TCGA GBMLGG database. **B** Survival rate of patients with IDH wild-type GBM according to the expressions of JAG1 and TWIST1. The patients were divided into two groups: JAG1-high and TWIST1-high vs JAG1-low and TWIST1-low based on mRNA expression (mean ± SEM). *P*-values were calculated by a log-rank (Mantel-Cox) test. *p < 0.05. **C**, **D** Correlation of JAG1 with JICD1/SMAD3-TWIST1 downstream signaling molecules (MMP2 and MMP9) in patients with IDH wild-type GBM using the TCGA GBMLGG database. **E**, **F** Survival rate of patients with IDH wild-type GBM according to the expressions of JAG1, TWIST1, MMP2, and MMP9. The patients were divided into two groups: JAG1-high, TWIST1-high, and MMP2-high vs JAG1-low, TWIST1-low, and MMP2-low (**E**) and JAG1-high, TWIST1-high, and MMP9-high vs JAG1-low, TWIST1-low, MMP9-low (**F**) based on mRNA expression (mean ± SEM). *P*-values were calculated by a log-rank (Mantel-Cox) test. *p < 0.05, ***p < 0.001.

In summary, our findings indicate that the JICD1 transcriptional complex contributes to the invasive phenotype of glioma cells with DDX17 and linker-phosphorylated SMAD3. This protein complex promotes cell migration and invasion through the transcriptional activation of TWIST1 (Fig. 7). The migratory and invasive phenotypes induced by the JICD1 transcriptional complex in GBM were distinct from TGF-β signaling. Taken together, the JICD1/SMAD3-TWIST1-MMP2 and MMP9 axes regulate the aggressive behavior of malignant gliomas. Therefore, the JICD1 transcriptional complex is a compelling therapeutic target for treating glioma malignancy.

**Fig. 7:**
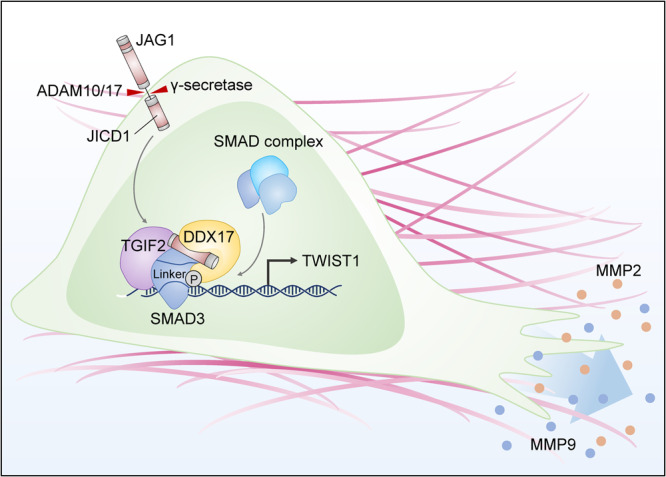
JICD1/SMAD3-TWIST1 axis induces tumor invasion. A graphic summary describing JICD1-induced cell migration and invasion. JICD1 is a transcription cofactor with inhibitory SMAD3. This complex promotes TWIST1 expression, which is crucial for canonical TGF-β signaling-independent cell migration and invasion.

## Discussion

Although JAG1 is mainly known as a ligand of Notch, the oncogenic function of JAG1 itself has recently been indicated [15, 51, 52]. Additionally, JICD1 formation induced by oncogenic signaling has been elucidated [14, 15]. JICD1 induces tumor progression; however, the molecular mechanisms by which JICD1 induces oncogenic phenotypes are unclear.

In the present study, we demonstrated the role of JAG1 in inducing aggressive behavior and invasion of the brain parenchyma. We also investigated the molecular mechanism of JICD1-induced tumor invasion in depth. JICD1 processed from JAG1 forms a transcriptional complex with linker-phosphorylated SMAD3 and transcriptionally regulates EMT. Specifically, the JICD1/SMAD3 complex promotes the transcriptional activation of TWIST1/MMP2 and MMP9 and regulates cell migration (Fig. 7). Additionally, the migratory phenotype induced by JICD1 was not associated with canonical TGF-β signaling which is a representative regulator of EMT.

Gliomas can originate from neural stem cells, oligodendrocyte progenitor cells, or differentiated glial cells [53]. These cells are driven by the neuroepithelial lineage and thus exhibit distinct molecular and behavioral properties compared with classical epithelial cells [54]. Unlike epithelial cells, canonical cadherin switching from E-cadherin to N-cadherin does not correlate with the mesenchymal phenotype of glioma cells [28]. Thus, “glial-to-mesenchymal transition” or EMT-like process has been proposed for malignant glioma [28]. Although the relevance of EMT in malignant gliomas remains controversial, malignant gliomas exhibit highly migratory and invasive characteristics. The expression of SNAIL, SLUG, TWIST, ZEB1, and ZEB2 enables glioma cells to shift toward a mesenchymal phenotype [28]. Consistent with these findings, our results indicated that JICD1 induces a migratory phenotype in glioma cells through the activation of TWIST1.

SMAD proteins are signaling transducers transmitting cellular signals to the nucleus and directly regulating downstream target transcription [40, 41]. In the canonical pathway, R-SMADs (SMAD1, SMAD2, SMAD3, SMAD5, and SMAD8) function as substrates of the TGF-β receptor family upon ligand binding [41, 55]. Specifically, the binding of TGF-β to its receptor phosphorylates SMAD2 and SMAD3, resulting in heterodimeric complex formations of two R-SMADs and one SMAD4 [41, 55]. Thus, the SMAD complex is a well-defined mediator of TGF-β-induced EMT [56]. Our findings showed that JICD1 forms a protein complex including SMAD3 and regulates the transcription of TWIST1. JICD1-overexpressing cells showed decreased levels of phosphorylated SMAD2. Nevertheless, JICD1-overexpressing cells showed increased expression levels of EMT-TF and markers after treatment with a TGF-β signaling inhibitor, SB431542 and LY2109761. These results indicate that JICD1 induces a migratory phenotype in glioma cells, distinct from canonical TGF-β signaling and SMAD activation. Additionally, while both inhibitors target ALK5, LY2109761 additionally inhibits TGF-β receptor II. LY2109761 decreased EMT-related gene expression unlike SB431542. In a previous study, JICD1 formation is regulated by various oncogenic signaling, such as KRAS/ERK/ADAM17 signaling, and induces EMT-related gene expression [15]. During EMT, various signaling pathways interact and share downstream effectors forming complex network [57]. However, the connection between TGF-β receptor II and those oncogenic signaling is not known at this stage. Thus, further investigation of TGF-β receptor II-regulated oncogenic signaling which enhances JICD1 formation is needed.

In the canonical TGF-β signaling pathway, linker domain phosphorylation of SMAD3 is followed by C-terminal phosphorylation and suppression of TGF-β-induced responses [58, 59]. Interestingly, a recent study revealed that inhibition of SMAD3 linker domain phosphorylation results in reduced tumor growth and metastasis [60]. Our results also indicated that phosphorylation of the SMAD3 linker domain may be crucial for the formation of the JICD1 transcriptional complex and glioma cell invasion. SMAD3 is phosphorylated in the linker domain by various proline-directed kinases, such as CDK2/4, JNK, ERK, MAPK, and GSK3β [61]. Thus, the upstream signaling pathway, which regulates the phosphorylation of the SMAD3 linker domain, is a key factor in JICD1 transcriptional complex formation. Additionally, there may be crosstalk between the JICD1 transcriptional complex and other signaling pathways.

Furthermore, inhibition of C-term phosphorylation of SMAD3 resulted in modest decrease in JICD1 transcriptional complex formation. Previous studies have demonstrated that C-term phosphorylation of R-SMADs induces conformational changes in proteins, resulting in protein complex formation and stable protein-protein interactions [43, 44]. In our results, C-terminal phosphorylation of SMAD3 was significantly upregulated in A172-HA-JICD1 cells than in control cells, but not in U87MG-HA-JICD1 cells. In addition, JICD1-overexpressing A172 cells display greater increase in the expression of EMT-TFs and markers compared to the influence in U87MG cells. Our results also suggest that C-terminal phosphorylation of SMAD3 regulates stability of the JICD1 transcriptional complex.

The JICD1 transcriptional complex upregulates the expression of TWIST1 and induces an aggressive GBM phenotype. TWIST1 is a transcription factor critical for mesodermal development during embryogenesis and is preferentially expressed in mesenchymal stem cells and mesoderm-derived tissues in adult humans, such as the placenta, skeletal muscle, and adipocytes [62–64]. For example, TWIST1 regulates the growth and lineage commitment in mesenchymal stem cells [63]. Additionally, inflammatory adipokine secretion and fatty acid oxidation in white adipocytes may be regulated by TWIST1 [64]. Thus, inhibition of EMT-TFs, including TWIST1, to prevent cancer invasion during treatment can affect normal cell physiology. As JAG1 is associated with tumorigenesis and aggressiveness in various tumors, targeting JAG1 may be a suitable strategy for anti-cancer therapy. Recently, monoclonal antibodies against JAG1 have been developed for clinical application [65]. After treatment with JAG1 antibodies, the target genes of Notch signaling were downregulated [65]. Thus, direct targeting of JAG1 may block Notch signaling, which is important for tissue homeostasis and causes unintended effects. Another strategy for inhibiting the oncogenic function of JAG1 is to prevent JICD1 formation by inhibiting γ-secretase. However, γ-secretase is also involved in the proteolysis of various proteins, including Notch, E-cadherin, and ErbB-4 [66–68]. Although numerous clinical trials of γ-secretase inhibitors have been conducted, several side effects have been reported due to the indiscriminateness of γ-secretase [69, 70]. Recently, aberrant protein-protein interactions (PPIs) have been proposed as the cause of various diseases, including cancer [71, 72]. Additionally, cancer-specific PPIs (oncoPPIs) have been identified [73]. JAG1 is upregulated in GBM than in non-tumor cells, and its expression correlates with tumor aggressiveness. In aggressive tumors, targeting the PPI of JICD1 transcriptional complex components to inhibit EMT-TFs would have therapeutic advantages [74].

In this study, we elucidated that the JICD1 transcriptional complex induces the migratory and invasive phenotypes. Because the role of JICD1 in inducing aggressive phenotype was verified in GBM cell lines, JICD1-driven tumor invasion needs to be explored in larger patient-derived tumorsphere cohorts. Moving forward, it remains to be studied in other types of human cancers, given that the JICD1-TWIST1-MMP2 and MMP9 axes correlate with GBM aggressiveness, and nuclear-localizing JAG1 is observed in glioma patients. Also, the upstream regulator of JICD1 and SMAD3 complex formation is unclear. Further investigation of various protein kinases likely to regulate SMAD3 linker domain phosphorylation and the formation of the JICD1 transcriptional complex is needed.

In addition to migratory and invasive phenotypes, the JICD1 transcriptional complex induces stemness phenotypes, including tumorigenesis and drug resistance in GBM [16]. Given that intratumoral heterogeneity is a major hurdle in cancer therapy, attempts have been made to therapeutically target the complexity of tumors through combination therapy [75]. Cancer cells with diverse characteristics among heterogeneous populations in tumors can be targeted through the inhibition of JICD1 transcriptional complex formation.

## Materials and methods

### Cell lines and culture conditions

The human glioma cell lines A1207 (RRID: CVCL_8481), A172 (RRID: CVCL_0131), LN18 (RRID: CVCL_0392), LN229 (RRID: CVCL_0393), T98G (RRID: CVCL_0556), and U87MG (RRID: CVCL_0022) were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA). Human glioma cell lines were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM, Cat. #17-605E; Lonza, Basel, Switzerland) supplemented with 10% fetal bovine serum (FBS, Cat. #7101; Biotechnics Research, Inc., Mission Viejo, CA, USA), 1% penicillin and streptomycin (P/S, Cat. #17-602E; Lonza), 1% L-glutamine (Cat. #17-605E; Lonza), and gentamicin sulfate (50 μg/mL, Cat. #6442; Tocris Bioscience, Bristol, UK). The human glioma stem cell line GSC20 was established from human brain tumor [76]. GSC20 was cultured in DMEM and Ham’s F-12 (Cat. #SH30023.01; Cytiva, Marlborough, MS, USA) supplemented with 1% P/S, 1% L-glutamine, 0.2% B27, epidermal growth factor (20 ng/ml, Cat. #236-EG-01M; R&D systems, Minneapolis, MN, USA), basic fibroblast growth factor (20 ng/mL, Cat. #4114-TG; R&D systems), and gentamicin sulfate (50 μg/mL). Normal human astrocytes were purchased from ScienCell (Cat. #1800-5; Carlsbad, CA, USA) and maintained in Astrocyte Medium (Cat. #1801; ScienCell) supplemented with 2% FBS (Cat. #0010; ScienCell), 1% Astrocyte Growth Supplement (AGS, Cat. #1852; ScienCell) and 1% P/S (Cat. #0503; ScienCell). All human cell lines were authenticated using Short Tandem Repeat profiling. Conditions that inhibited canonical TGF-β signaling were induced using an ALK5 (TGFBR) inhibitor (10 μM for A172 and 20 μM for U87MG) (SB431542, Cat. #S1067; Selleckchem, Houston, TX, USA) and ALK5/TGFBRII dual inhibitor (5 μM for A172 and U87MG) (LY2109761, Cat. #15409; Cayman Chemical, Ann Arbor, MI, USA). The endogenous JICD1 formation was inhibited by 10 μM γ -secretase inhibitor (DAPT, Cat. #D5942; Sigma-Aldrich, Burlington, MA, USA).

### Vector construction and lentivirus infection

Human HA-JICD1 was cloned into pLL-CMV-blast, and HA-DDX17 and FLAG-SMAD3 were cloned into pcDNA3.1-puro vector. SMAD3 mutants were established using an EZchange^TM^ site-directed mutagenesis kit (Cat. #EZ004S; Enzynomics, Daejeon, Republic of Korea) and cloned into the pcDNA3.1-puro vector. Short hairpin RNAs targeting TWIST1 were cloned into pLKO.1-puro.

To construct HA-JICD1 overexpressing A172 and U87MG cells, pLL-CMV-HA-JICD1-blast vector was transfected with second-generation lentiviral packaging plasmids Δ8.9 and pVSV.G using the PolyExpress^TM^ in vitro DNA transfection reagent (Cat. #EG1072; Excellgen, Rockville, MD, USA) in transformed HEK293T cells (Cat. #CRK-3216; ATCC). The culture medium was harvested 24 h after transfection. The lentivirus was filtered through a 0.45 μm syringe filter and concentrated with a Lenti-X^TM^ Concentrator (Cat. #631231; Clontech, Mountain View, CA, USA). A172 and U87MG cells were infected with the virus in the presence of 6 μg/mL polybrene (Cat. #107689; Sigma-Aldrich). Stable A172-HA-JICD1 and U87MG-HA-JICD1 cells were selected in DMEM supplemented with 10% FBS and 1 μg/mL blasticidin (Cat. #46-1120; Invitrogen, Waltham, MA, USA) for seven days.

For TWIST1 knockdown, pLKO.1-puro vectors with shRNA targeting TWIST1 were transfected into HEK293T cells to produce lentivirus. Control and JICD1-overexpressing A172 and U87MG cells were infected with the virus. The target mRNA sequences are as follow: shTWIST1 #1-GCATTCTGATAGAAGTCTGAA, shTWIST1 #2-GGAACTATAAGAACACCTTTA.

To confirm the interaction between the proteins, the HA-DDX17, FLAG-SMAD3, and FLAG-SMAD3 mutant vectors were transfected using the PolyExpress^TM^ in vitro DNA transfection reagent into HEK293T cells. Thirty-six hours after transfection, cells were treated with 5 μM MG-132 (Cat. #M7449; Sigma-Aldrich) for 12 h and harvested to verify the protein expression and interaction.

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Total RNA was isolated from cells using the QIAzol lysis reagent (Cat. #79306; Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. RNase-free DNase-treated RNA (1 μg) was used as a template to synthesize cDNA using the RevertAid First-Strand cDNA Synthesis Kit (Cat. #K1621; ThermoFisher Scientific, Waltham, MA, USA). qRT-PCR analysis was performed on an iCycler IQ real-time detection system (Bio-Rad, Hercules, CA, USA) using IQ Supermix with SYBR Green (Cat. #RR420A; TaKaRa Bio, San Jose, CA, USA). Gene expression was quantified using the standard 2 − ∆∆Ct method as previously described. The expression levels of target genes were normalized to those of 18 S rRNA. The primers for qRT-PCR amplification used were as follows: 18 S rRNA (forward) TGCATGGCCGTTCTTAGTTG/(reverse) AGTTAGCATGCCAGAGTCTCGTT, TWIST1 (forward) CCACTGAAAGGAAAGGCATC/(reverse) TGCATTTTACCATGGGTCCT, SNAI1 (forward) CCCAATCGGAAGCCTAACTA/(reverse) GGCTGCTGGAAGGTAAACTC, SNAI2 (forward) TGGTTGCTTCAAGGACACAT/(reverse) GCAGATGAGCCCTCAGATTT, ZEB1 (forward) TGCACTGAGTGTGGAAAAGC/(reverse) TGGTGATGCTGAAAGAGACG, ZEB2 (forward) ACGGTATTGCCAACCCTCTG/(reverse) GGTCTGGATCGTGGCTTCTG, CDH1 (forward) CATCTCCCTTCACAGCAGAA/(reverse) CTAAGGCCATCTTTGGCTTC, CDH2 (forward) CTTGCCAGAAAACTCCAGGG/(reverse) TGTGCCCTCAAATGAAACCG, FN1 (forward) GGCCAGTCCTACAACCAGTA/(reverse) CTCTCGGGAATCTTCTCTGTC, ACTA2 (forward) AATGGCTCTGGGCTCTGTAA/(reverse) TCTTTTGCTCTGTGCTTCGTC, VIM (forward) TCA AGAACACCCGCACCAA/(reverse) CGGGCTTTGTCGTTGGTTAG, IL6 (forward) GAGTAGTGAGGAACAAGCCAGAG/(reverse) GCATTTGTGGTTGGGTCAGGG, IL8 (forward) CCTAGATATTGCACGGGAGA/(reverse) GCTTCCACATGTCCTCACAA, MMP2 (forward) TTGACGGTAAGGACGGACTC/(reverse) CTCCCAAGGTCCATAGCTCA, MMP9 (forward) GCACCACCACAACATCACCTA/(reverse) GACACCAAACTGGATGACGATG, SMAD2 (forward) CCGGAGAGTCAAGTTTCTGC/(reverse) AAGTGACCCTGCCTCAGCTA, SMAD3 (forward) CCCCAGAGCAATATTCCAGA/(reverse) GGCTCGCAGTAGGTAACTGG, SMAD4 (forward) GGGACCGGATTACCCAAGAC/(reverse) GCCCCAACGGTAAAAGACCT, SMAD6 (forward) TGAATTCTCAGACGCCAGCA/(reverse) AGTACGCCACGCTGCACC, SMAD7 (forward) AGCAGGCCACACTTCAAACT/(reverse) GTGTCCTGCCGATCATACCT, TGFB1 (forward) TTTGATGTCACCGGAGTTGT/(reverse) TGCAGTGTGTTATCCCTGCT, TGFB2 (forward) GCTAAAATTCTTGGAAAAGTGGC/(reverse) TTTTAACACTGATGAACCAAGGC, TGFB3 (forward) GGGTTTGGTTAGAGGAAGGC/(reverse) CCATTGCCACACAACATCTC, TGFBR1 (forward) AACTTCCAACTACTGGCCCTT/(reverse) GGTGAATGACAGTGCGGTTG, TGFBR2 (forward) GGGGAAACAATACTGGCTGA/(reverse) TCACACAGGCAGCAGGTTAG, TGFBR3 (forward) CTTTCCTCTTCCCAGCGAGT/(reverse) TGTGTCCAGCGGAGATCCA.

### Co-IP and western blot analysis

For the Co-IP experiment, HEK293T cells co-transfected with the previously described plasmids or stable HA-JICD1 overexpressing A172 and U87MG cells were used. The proteins in these cells were extracted using Pierce^TM^ IP lysis buffer (Cat. #87787; Invitrogen) supplemented with 1 mM phenylmethylsulfonyl fluoride (PMSF, Cat. #10837091001; Sigma-Aldrich), protease inhibitors (Cat. #11836-153-001; Roche, Basel, Switzerland) and phosphatase inhibitors (1 mM NaF, 1 mM Na_3_VO_4_, 1 mM β-glycerophosphate, and 2.5 mM sodium pyrophosphate). Lysates were pre-cleared with Protein A/G agarose (Cat. #20333 and #20399; Thermo Fisher Scientific), and the proteins (0.5–1 mg) were precipitated using anti-HA antibody (1:100, Cat. #3724 s; Cell Signaling Technology, Danvers, MA, USA), IgG isotype control (1:100, Cat. #10500 C; Thermo Fisher Scientific), and Protein A/G agarose. HA-binding proteins were washed with IP buffer and eluted with NuPAGE^TM^ LDS sample buffer (Cat. #NP0007; Thermo Fisher Scientific) for 3‒5 min at 100 °C. The eluted proteins were separated using SDS-polyacrylamide gel electrophoresis (PAGE) and transferred to polyvinylidene fluoride membranes (Cat. #BSP0161; Pall Corporation, Tokyo, Japan). The membranes were blocked with 5% non-fat milk and incubated with the following antibodies: anti-FLAG (1:1000, Cat. #F1804; Sigma-Aldrich), anti-HA (1:1000, Cat. #H9658; Sigma-Aldrich), anti-DDX17 (1:1000, Cat. #sc-271112; Santa Cruz Biotechnology, Dallas, TX, USA), anti-pSMAD3 (Ser 423/425; 1:1000, Cat. #ab52903; Abcam, Cambridge, UK), anti-pSMAD3 (Ser 213; 1:1000, Cat. #ab63403; Abcam), and anti-SMAD3 (1:1000, Cat. #9523; Cell Signaling Technology). After washing, the membranes were incubated with a horseradish peroxidase-conjugated anti-IgG secondary antibody (Pierce, Waltham, MA, USA) and visualized using SuperSignal West Pico Chemiluminescent Substrate (Cat. #EBP-1073; ELPIS Biotech, Daejeon, Republic of Korea).

For western blotting, whole-cell extracts were prepared using radioimmunoprecipitation assay (RIPA) lysis buffer (Cat. #CBR002; LPS solution, Daejeon, Republic of Korea) comprising 150 mM NaCl, 1% NP-40, 0.1% SDS, and 50 mM Tris (pH 7.4) containing 1 mM NaF, 1 mM Na_3_VO_4_, 1 mM β-glycerophosphate, 2.5 mM sodium pyrophosphate, and protease inhibitor (Cat. #11836-153-001; Roche). Proteins were quantified using the Bradford assay reagent (Cat. #500-0006; Bio-Rad), according to the manufacturer’s instructions. Protein (10–50 μg) was separated by 8–12% SDS-PAGE and immunoblotting was performed as described above. The primary antibodies were used with the following antibodies: anti-HA (1:1000, Cat. #3724s; Cell Signaling Technology), anti-VIM (1:1000, Cat. #ab16700; Abcam), anti-α-SMA (1:5000, Cat. #A2547; Sigma-Aldrich), anti-ZEB2 (1:1000, Cat. #sc-271984, Santa Cruz Biotechnology), anti-TWIST1 (1:1000, Cat. #MA5-17195, Invitrogen), anti-SLUG (1:500, Cat. #9585; Cell Signaling Technology), anti-pSMAD3 (Ser 423/425) (1:1000, Cat. #ab52903; Abcam), anti-pSMAD3 (Ser 213) (1:1000, Cat. #ab63403; Abcam), anti-SMAD3 (1:1000, Cat. #9523; Cell Signaling Technology), anti-pSMAD2 (Ser 465/467) (1:1000, Cat. #3108; Cell Signaling Technology), anti-SMAD2 (1:1000, Cat. #5339; Cell Signaling Technology), anti-JAG1(1:1000, Cat. #70109 s; Cell Signaling Technology), anti-β-actin (1:10000, Cat. #sc-47778; Santa Cruz Biotechnology), and anti-α-tubulin (1:10000, Cat. #T6199; Sigma-Aldrich). β-actin and α-tubulin were used as loading controls.

### Cell viability assay and cell confluency quantification

Cell viability was evaluated using a Cyto X cytotoxicity assay kit (Cat. #CYT3000; LPS Solution). First, 1 × 10^3^ cells (A172 and U87MG) were seeded in each well of 96-well plates. Cyto X solution was added to each well on days 0, 1, 3, and 5 after seeding, followed by incubation for 2 h. Absorbance was recorded at 450 nm using a Multi-Detection Microplate Reader (Cat. #Sense 425-301; Hidex, Levi, Finland). The relative cell viability was normalized to the absorbance on day 0 for each cell line.

To analyze changes in cell confluency, 1 × 10^3^ cells (A172 and U87MG) were seeded in each well of 96-well plates. Each well was scanned at 4-h intervals using IncuCyte (IncuCyte Zoom; Sartorius, Niedersachsen, Germany), and the relative cell confluency was normalized to that of day 0 for each cell line.

### Wound closure assay

For the wound closure assay, 4 × 10^5^ cells (A172 and U87MG) were seeded in six-well plates at 100% confluence for 24 h. After 24 h, the cells were incubated with mitomycin C (10 μg/mL) for 1 h. An incision was made in the central area of the confluent culture plate to create an artificial wound. Images of the wound area were captured using a microscope until the wound closure, and the area was quantified using ImageJ software (https://imagej.nih.gov).

### Matrigel invasion assay

Invasion assays were performed using 24-well transwell units (Cat. #3422; Corning Coster, Glendale, AZ, USA) coated with 1 mg/mL Matrigel (1:100, Cat. #354277, Corning Coster), which was allowed to settle for 4 h at 37 °C. Next, 5 × 10^4^ cells (A172 and U87MG) suspended in 100 μL serum-free DMEM were seeded into the upper chamber, and 500 μL of serum-containing DMEM was added to the lower chamber. Cell invasion occurred for 48 h at 37°C. Migration assays were performed using 24-well transwell units without Matrigel coating, wherein 3 × 10^3^ cells of A172 or 1 × 10^4^ cells of U87MG suspended in 200 μL of serum-free DMEM were seeded into the upper chamber, and 500 μL of serum-containing DMEM was added to the lower chamber. Cell migration occurred for 48 h at 37 °C.

Next, non-migrated cells from the upper chamber were removed, and migrated cells on the lower side of the membrane were fixed, stained with crystal violet, and dried. Images of the entire membrane of upper chamber were obtained, and the invasion area was quantified using ImageJ software.

### 3D microchip cell invasion assay

Before cell seeding, pre-polymerized type I collagen solution (3.25 mg/mL in 10× phosphate-buffered saline [PBS] with phenol red at pH 7.4) was introduced into the gel inlet of the AIM 3D Cell Culture Chip (Cat. #DAX-1; AIM Biotech, Central Region, Singapore) and placed in the humidified 5% CO_2_ incubator at 37 °C for 45 min to polymerize the solution. After incubation, media channels were filled with DMEM or fibronectin coating solution (diluted to 25 μg/mL fibronectin in DMEM) and microchips plated in the humidified incubator at 37 °C for 1 h. Next, 3 × 10^4^ cells (A172 and U87MG) were seeded into fibronectin coated channels of microchip maintained in the humidified 5% CO_2_ incubator at 37 °C for 1 h in a tilted position to facilitate attachment of cells by gravity. DMEM without supplements was introduced in the cell culture channels and DMEM containing 10% FBS, 1% P/S, 1% L-glutamine was filled in opposite channel. Media in all channels were exchanged with fresh media every 12 h to maintain the linear concentration gradient until the cells had sufficiently migrated. Finally, the cells were stained overnight at 4 °C with following antibodies; anti-HA (1:200, Cat. #3724s; Cell Signaling Technology), anti-α-SMA (1:200, Cat. #A2547; Sigma-Aldrich), and anti-TWIST1 (1:200, Cat. #MA5-17195, Invitrogen). Then, the samples were washed in 3% BSA in PBS and incubated with Alexa 568 conjugated phalloidin (1:400, Cat. #A12380; Invitrogen), Alexa 488 conjugated secondary antibody (1:400, Cat. #A28175; Invitrogen), and Alexa 647 conjugated secondary antibody (1:400, Cat. #A11012; Invitrogen) according to the manufacturer’s instructions. After staining with 4’,6-diamidino-2-phenylindole (DAPI, 1:1000, Cat. #D9542; Sigma-Aldrich), fluorescence was detected using a confocal laser-scanning microscope (LSM800 and LSM900; Carl Zeiss, Oberkochen, Germany). Images were quantified using ImageJ.

### Immunofluorescence (IF)

To investigate endogenous JAG1 expression in the intracranial xenograft tumor model, tissue slides were permeabilized with PBS supplemented with 3% Triton X-100 and blocked with 3% BSA in PBS for 1 h at room temperature. The samples were stained with JAG1 antibody (1:200, Cat. #70109; Cell Signaling Technology) overnight at 4 °C, washed three times for 5 min each in ice-cold PBS, and incubated with Alexa 488 conjugated secondary antibody (1:400, Cat. #A32731, and #A28175; Invitrogen) or Alexa 594 conjugated secondary antibody (1:400, Cat. #A11012 and #11032; Invitrogen) at 25 °C for 2 h. After staining with DAPI (1:1,000, Cat. #D9542; Sigma-Aldrich) for 5 min, slides were mounted in mounting solution (Cat. #P36930; Invitrogen) and stored at 4 °C in the dark. Fluorescence was detected using a confocal laser-scanning microscope (LSM800; Carl Zeiss). Images were quantified using ImageJ.

To investigate invasive characteristics in tumor tissues, samples removed at the time of death were used (day 58 for control, 78 for HA-JICD1, and 89 for HA-JICD1-shTWIST1#2). Samples were stained with APC-conjugated human-specific HLA-DR, DP, and DQ antibodies (1:200, Cat. #130-123-843, Miltenyi Biotec, Gaithersburg, MD, USA) overnight at 4 °C. The samples were then washed and stained with HA antibody (1:200, Cat. #3724s; Cell Signaling Technology) and TWIST1 antibody (1:200, Cat. #MA5-17195, Invitrogen) overnight at 4 °C. The samples were again washed and incubated with Alex 488 and Alex 594 conjugated secondary antibodies for 2 h. After staining with DAPI, the slides were mounted. Fluorescence was detected using a confocal laser-scanning microscope (LSM800 and LSM900; Carl Zeiss).

To verify the histological characteristics of the tumor tissue, the samples were stained with Ki67 antibody (1:200, Cat. #NCL-Ki67; Leica Biosystems, Wetzlar, Germany) or cleaved caspase3 antibody (1:200, Cat. #9661, Cell Signaling Technology) overnight at 4 °C. The samples were then washed and incubated with Alexa 488 conjugated secondary antibody for 2 h. After staining with DAPI, the slides were mounted. Fluorescence was detected using a confocal laser-scanning microscope (LSM800; Carl Zeiss). Images were quantified using ImageJ.

### Intracranial xenograft model

LN229, U87MG, U87MG-control, or U87MG-HA-JICD1 cells transduced with shTWIST1 (*n* = 6) were harvested and washed with PBS. Cell viability was determined using the trypan blue exclusion method. Single-cell suspensions with >90% viability were used for in vivo experiments. The cells (1 × 10^5^ cells/3 μL PBS) were stereotactically injected into the left striatum of 5-week-old BALB/c nu/nu mice (coordinates relative to the bregma: medial-lateral +2 mm and dorsal-ventral -3 mm). The mice were randomly allocated to experimental groups and blinding was not done. To compare tumor histology, all mice were sacrificed simultaneously when the second mouse showed neurological symptoms. To compare the invasive phenotype after TWIST1 knockdown, brains were removed at the time of death. The Kaplan-Meier survival was determined within 150 days.

### Intracranial xenograft frozen section

Tumor-bearing mice were perfused with PBS and 4% paraformaldehyde (PFA). The tumor tissues were fixed in 4% PFA overnight at 4 °C and incubated in 30% sucrose in PBS for 72 h. The samples were then mounted in FSC 22 Frozen Section Media (Cat. #3801480, Leica Biosystems) and frozen at −20 °C. Frozen tissues were cut into 10 μm thick slices using a cryostat (CM1950; Leica Biosystems). The frozen sections were air dried for 30 min at room temperature and stored at −80 °C.

### Hematoxylin-eosin staining

To compare tumorigenicity, samples were dipped in hematoxylin (Cat. #1.05174.0500, Merck, Rahway, NJ, USA) 10 times and rinsed with tap water; they were treated with eosin (Cat. #1.09844.1000, Merck) for 6 min, followed by dehydration in xylene. Finally, the slides were mounted using mounting solution (Cat. #SP15-100; Thermo Fisher Scientific).

### ChIP assay

For crosslinking, control and HA-JICD1 overexpressing A172 and U87MG cells were treated with formaldehyde (final concentration: 1%) in the culture media for 10 min at 20 °C. The reaction was quenched with glycine (final concentration: 0.125 M) for 5 min at 20 °C. The cells were then washed twice with cold PBS and harvested using a cell scraper. The cell pellet was resuspended in lysis buffer (0.5% NP40, 85 mM KCl, 5 mM Pipes, 1 mM PMSF, 0.01 mg/mL aprotinin, and 0.01 mg/mL leupeptin). After incubation for 10 min on ice, the supernatant was removed by centrifugation (5000 rpm, 5 min), and the pellet was lysed with nuclear lysis buffer (0.5% SDS, 10 mM EDTA, 50 mM Tris pH 8.1, 1 mM PMSF, 0.01 mg/mL aprotinin, and 0.01 mg/mL leupeptin) for 10 min on ice. Cross-linked chromatin was fragmented to the 0.3–1.5 kb range by focused-ultrasonication. The insoluble fraction was removed by centrifugation and the supernatant was pre-cleared with Protein A/G/sperm DNA beads for 1 h at 4 °C. For ChIP, 300 µg chromatin DNA was incubated with anti-HA (Cat. #3724s; Cell Signaling Technology) and anti-SMAD3 (Cat. #9523; Cell Signaling Technology) at 4 °C overnight, followed by 50 µL of Protein A/G/sperm DNA beads for 2 h at 4 °C. The beads were washed and eluted. Chromatin crosslinking was reversed by adding 5 M NaCl at 65 °C overnight. Residual RNA was digested with RNase A for 30 min at 37 °C, and the DNA was purified using a DNA purification kit (Cat. #EBP-1004; ELPIS Biotech). Quantification of promoter DNA was performed using qRT-PCR with specific primers (Human TWIST1 promoter −1938 ~ −1795: forward-GTAGCGGAAGATGCAAACGC, reverse-ACTGGCCTGTTTAGTGAGCC). The relative amount of promoter DNA was normalized to that of the input.

### In silico analysis

To investigate the gene ontology enriched in JAG1-overexpressing cells, RNA-sequencing data of control and JAG1-overexpressing Ink4a/Arf^-/-^ astrocytes (GSE225528) or control and JICD1-overexpressing Ink4a/Arf^−/−^ astrocytes (GSE126855) were analyzed. ClueGO, a Cytoscape plugin for the visualization of functionally organized gene ontology/pathway networks, was used to determine the enriched biological terms [77].

To confirm the expression of EMT-TFs and the inhibition of TGF-β signaling by JICD1, RNA-sequencing data of control and JICD1-overexpressing Ink4a/Arf^−/−^ astrocytes (GSE126855) were analyzed. Further, Gene Set Enrichment Analysis was performed using TGF-β signaling gene sets derived from oncogenic signatures and MSigDB Hallmark (https://www.broadinstitute.org/gsea) [78, 79].

The mRNA expression of patients from the TCGA GBMLGG database generated by the TCGA Research Network (https://www.cancer.gov/tcga) was used to verify the clinical relevance of JICD1/SMAD3-TWIST1-MMP2 and MMP9 axes. Patients with IDH wild-type glioma with *TERT* gene promoter mutation or chromosome 7 amplification/loss of chromosome 10 were classified as IDH wild-type GBM patients. IDH mutation status was used for analyzing IDH-mutant glioma cohorts. The high- and low- expression groups were separated based on mRNA expression levels (mean ± standard error [SEM]).

### Quantification and statistical analysis

All experiments were replicated more than three times. Data were analyzed using two-tailed Student’s *t*-test and are reported as the mean ± SEM. For statistical analyses of the patient dataset, a log-rank (Mantel–Cox) test and two-tailed unpaired *t*-test were used and analyzed using GraphPad Prism 6. Statistical significance was based on *p* values. *p < 0.05; **p < 0.01; and ***p < 0.001 were considered statistically significant.

### Supplementary information

Supplementary figure

Original Data File

## Data Availability

The RNA sequencing data of Ink4a/Arf^−/−^ astrocytes transfected with pcDNA3.1-puro or pcDNA3.1-JAG1-puro generated in this study are publicly available from the Gene Expression Omnibus (GEO) dataset GSE225528. The RNA sequencing data of control and HA-JICD1 overexpressed Ink4a/Arf^−/−^ astrocytes analyzed in this study were obtained from GEO (GSE126855).

# Supplementary material for: Jagged1 intracellular domain/SMAD3 complex transcriptionally regulates TWIST1 to drive glioma invasion
**Source:** Cell Death Dis. 2023 Dec 13;14(12):822. doi: 10.1038/s41419-023-06356-0
**Supplement:** Supplementary file 1 — Supplementary figure

# **Jagged1 intracellular domain/SMAD3 complex transcriptionally regulates TWIST1 to drive glioma invasion**

Jung Yun Kim<sup>1,2†</sup>, Nayoung Hong<sup>1,2†</sup>, Sehyeon Park<sup>1,2</sup>, Seok Won Ham<sup>3</sup>, Eun-Jung Kim<sup>3</sup>, Sung-Ok Kim<sup>4</sup>, Junseok Jang<sup>1,2</sup>, Yoonji Kim<sup>1,2</sup>, Jun-Kyum Kim<sup>3</sup>, Sung-Chan Kim<sup>4</sup>, Jong-Whi Park<sup>\*5</sup>, and Hyunggee Kim<sup>\*1,2</sup>

<sup>†</sup>These authors contributed equally to this work.

(Telephone) 

(Telephone) 

**A**

Enriched in JAG1-overexpressing cell

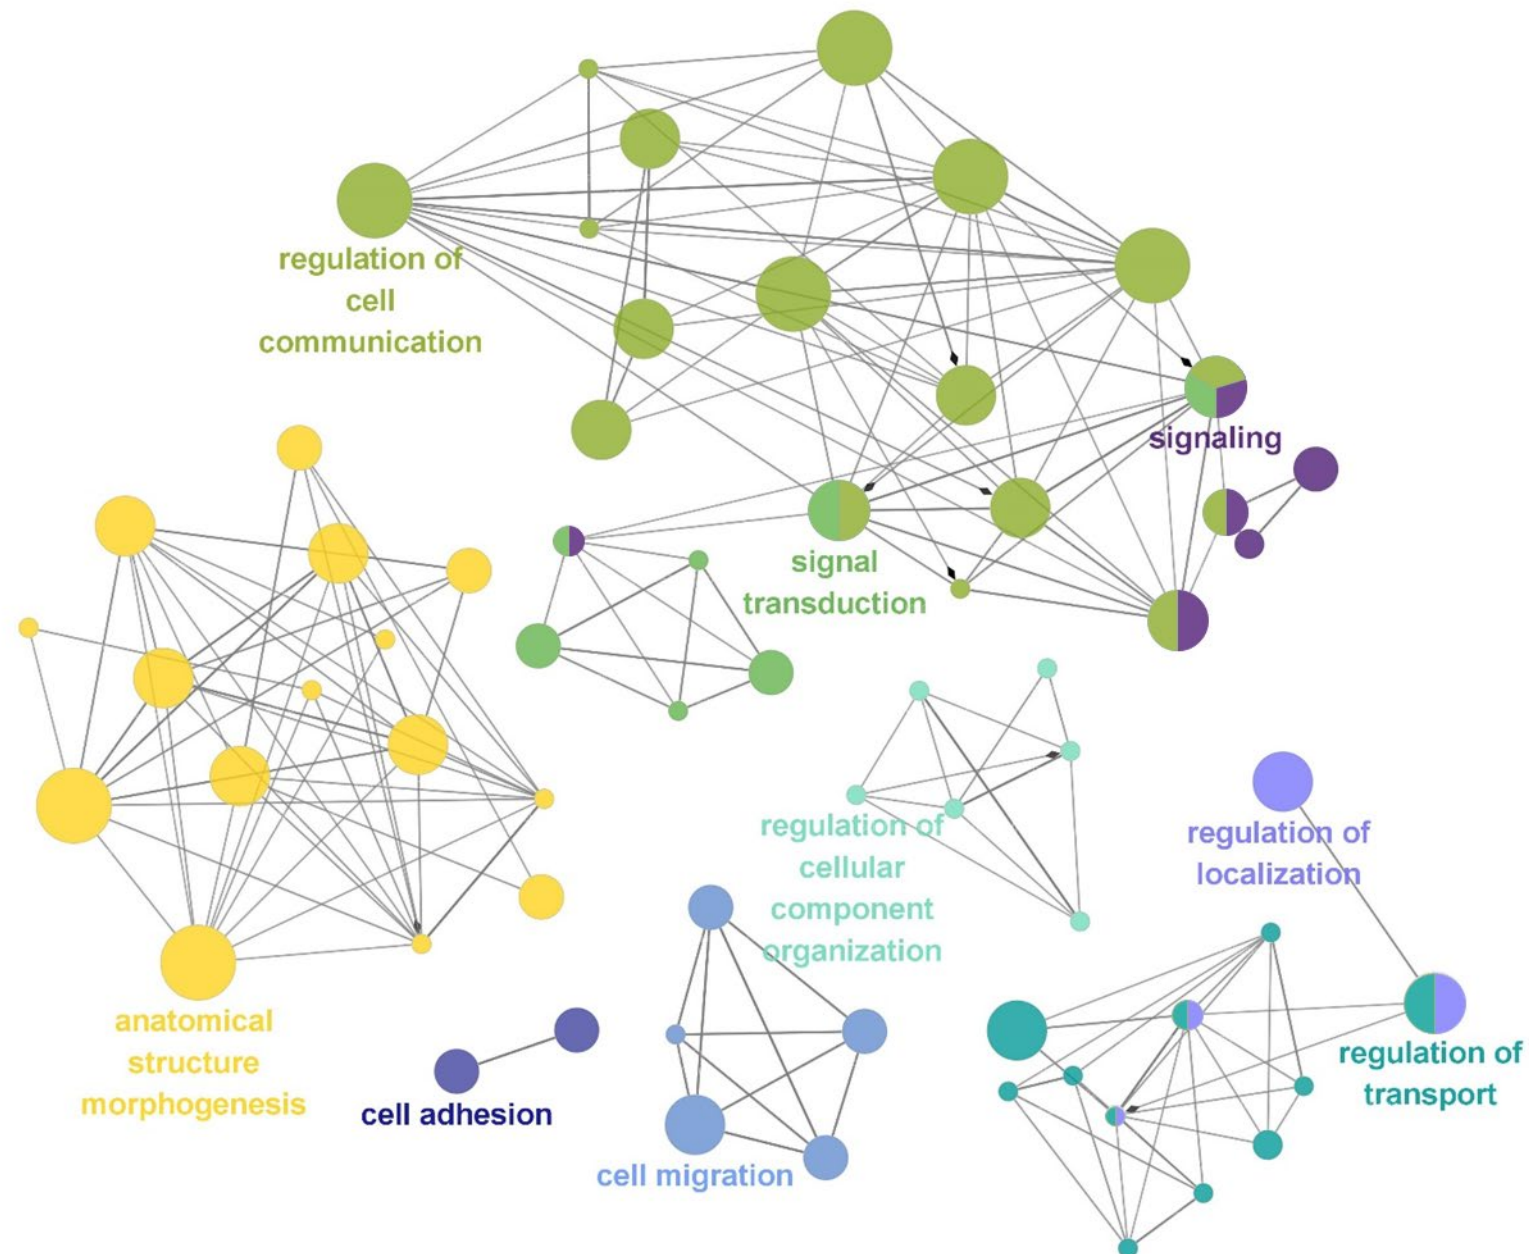**B**

Enriched in JICD1-overexpressing cell

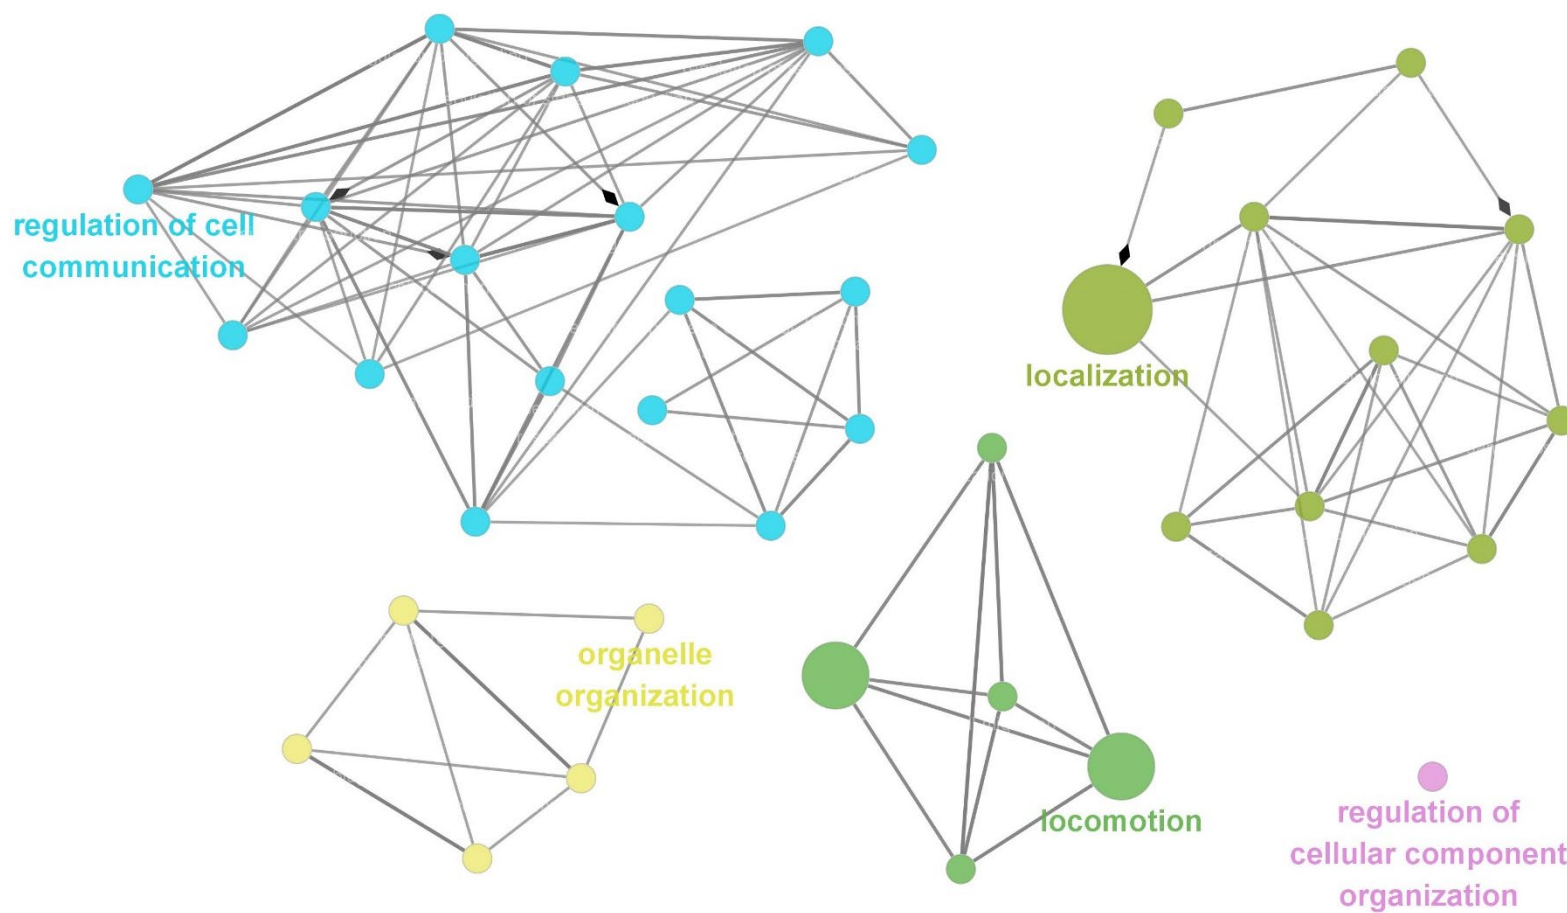

**Supplementary Fig. S1** Gene ontology analysis on RNA-seq of JAG1- or JICD1-overexpressing Ink4a/Arf<sup>-/-</sup> astrocytes, Related to Fig. 1

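For JAG1, Supplementary Fig. 1A is a network drawn by ClueGO, a tool that groups Gene Ontology terms found more often in a list of genes than in the genome; the list of genes and its threshold are not named in the paper's text. The terms drawn there also concern morphogenesis and transport, and the matching Reactome sets were tested in JAG1-overexpressing against control astrocytes. Developmental Biology had 69 genes higher and 97 lower of 264 tested, with a median log2 fold change of −0.06 (camera, adjusted p = 0.299). Transmembrane transport of small molecules had 88 genes higher and 83 lower of 260, with a median of 0.01, and Vesicle-mediated transport 38 higher and 51 lower of 152, with a median of −0.00460. As sets outside these themes, Cell Cycle, Mitotic had 103 genes higher and 98 lower of 389, with a median of 0.02, and Translation had 40 higher and 22 lower of 143, with a median of 0.07. In a scan of the 634 Reactome sets with 15 to 500 tested genes, no set was past an adjusted p of 0.05 with camera, and 55 had an unadjusted p under 0.05. The smallest p-values were those of Mitochondrial translation elongation (82 genes, 36 higher and 9 lower, median log2 fold change 0.15, adjusted p = 0.275) and, among sets that were lower, of Smooth Muscle Contraction (20 genes, 1 higher and 11 lower, median −0.26, adjusted p = 0.275). With an estimated correlation, no set of the scan was past the threshold and 5 had an unadjusted p under 0.05, and with fry 392 were past the threshold.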

ClueGo results demonstrated that biological processes were enriched in JAG1 (A) or JICD1 (B)-overexpressing Ink4a/Arf<sup>-/-</sup> astrocytes than in control cells.

**A**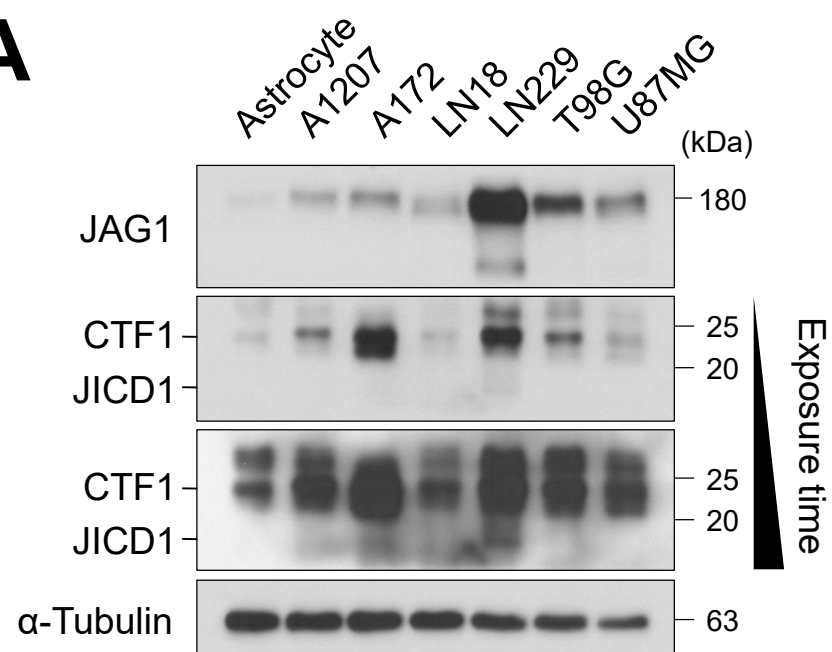**B**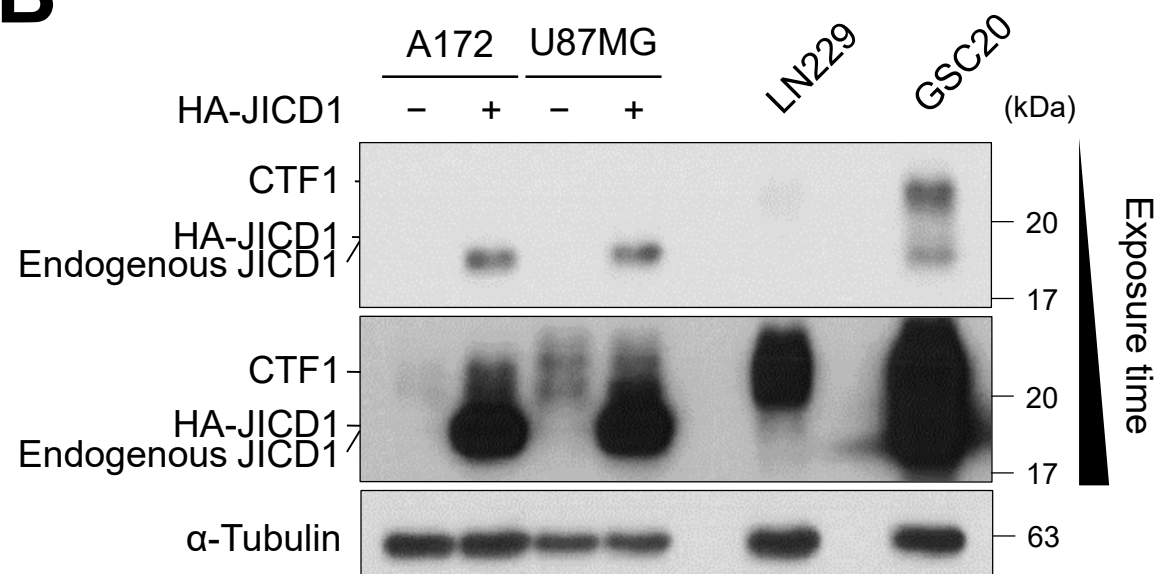**C**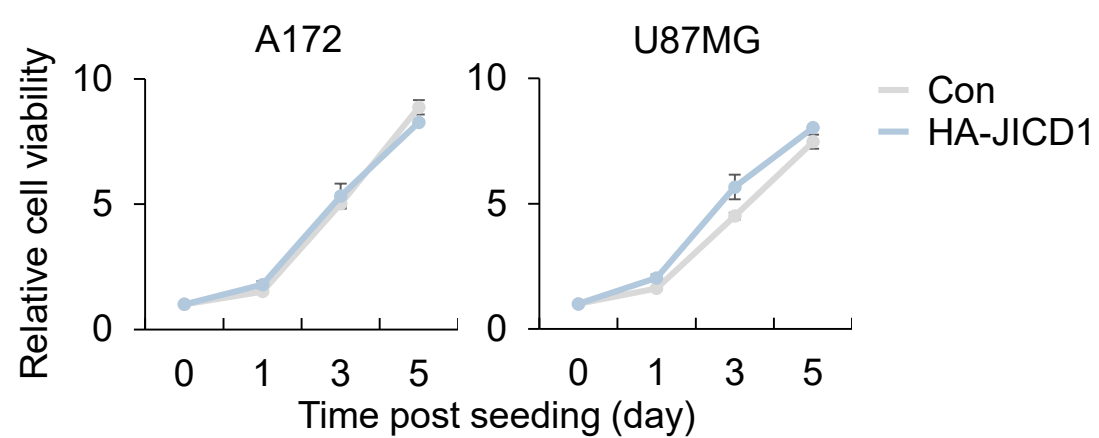**D**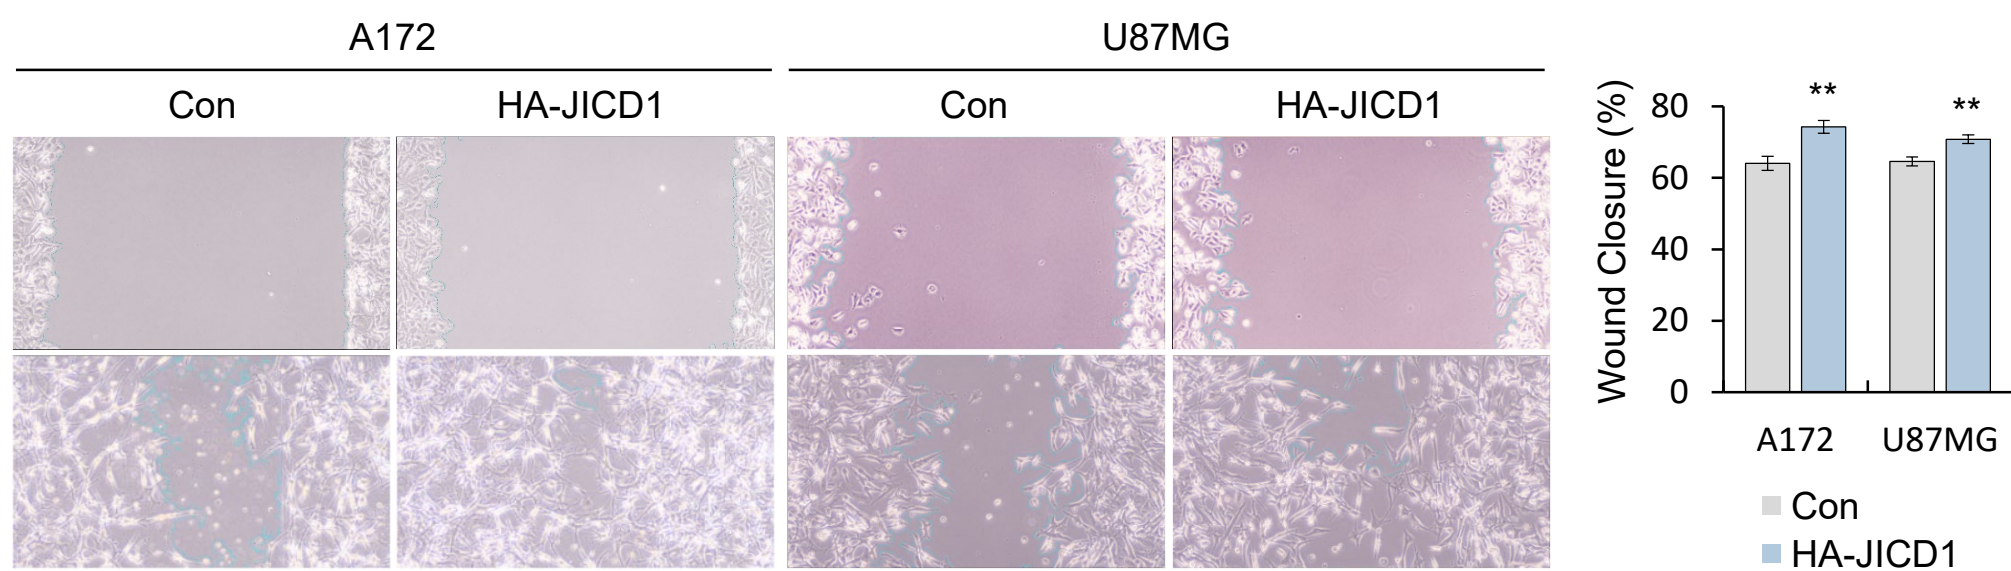**E**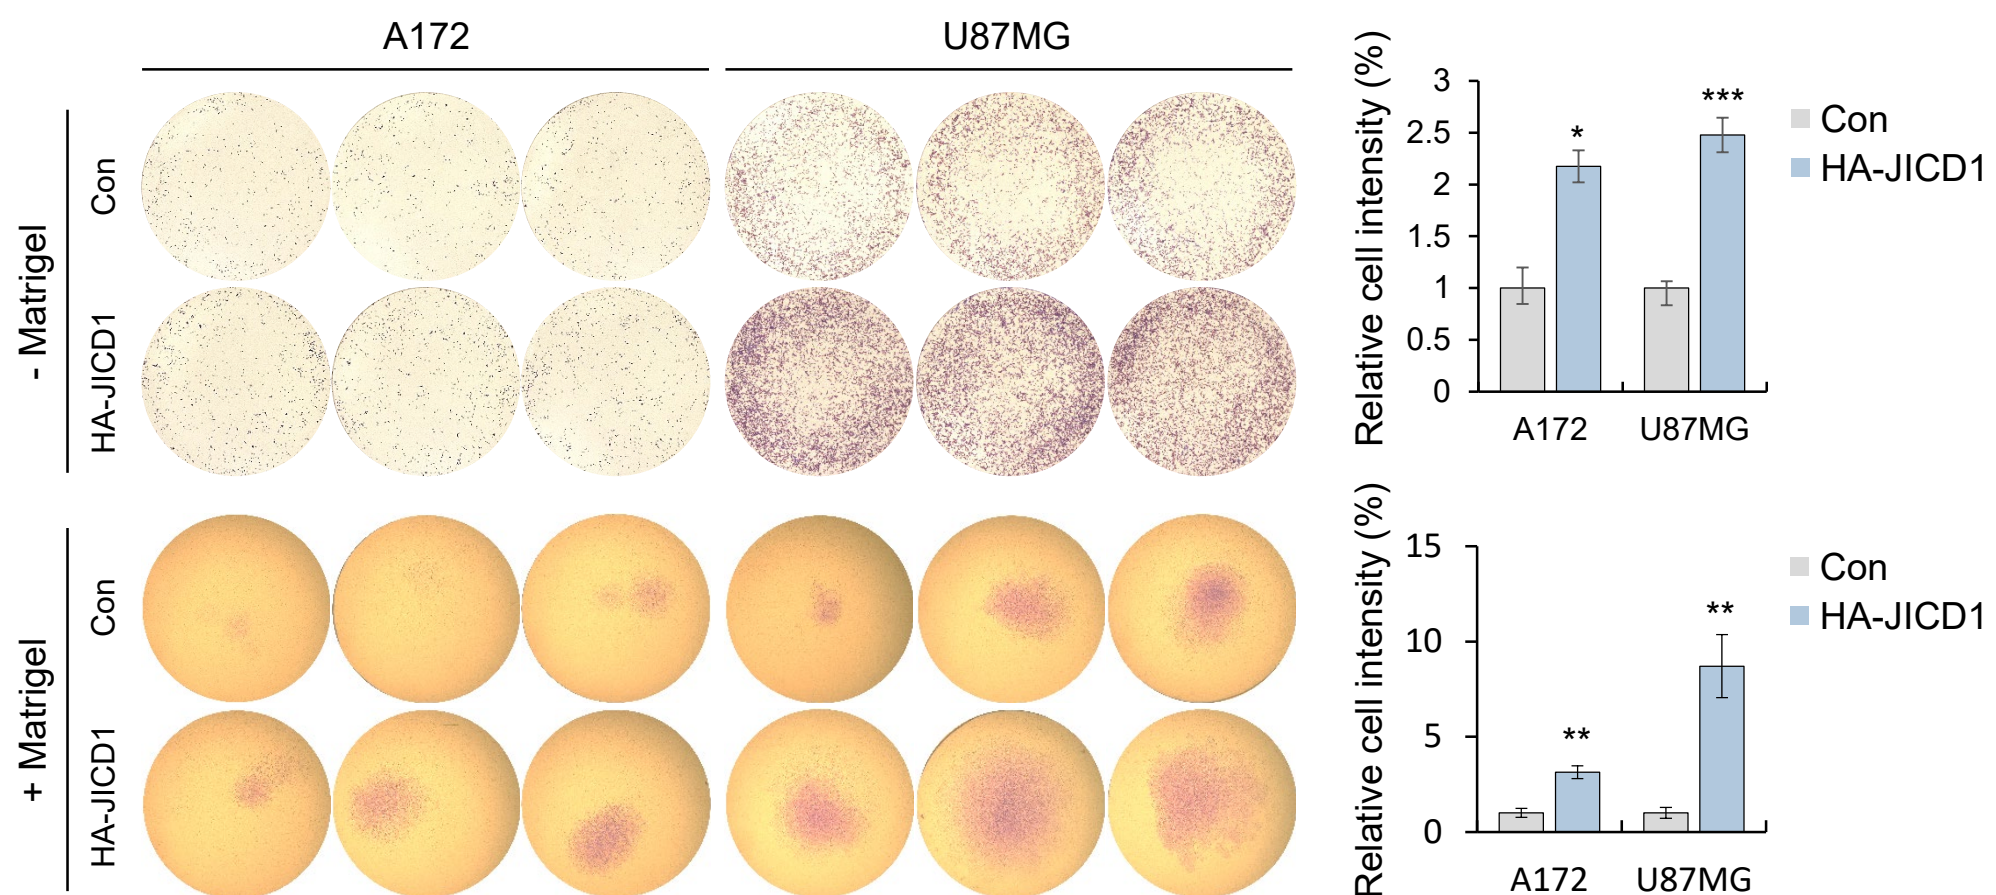

**Supplementary Fig. S2** JAG1-derived JICD1 protein expression in GBM cell lines and migratory phenotype induced by JICD1, Related to Fig. 1

(A) Protein level of JAG1, CTF, and JICD1 in astrocytes and GBM cell lines (A1207, A172, LN18, LN229, T98G, and U87MG).

(B) Protein level of CTF, HA-JICD1, and endogenous JICD1 in A172 and U87MG control and HA-JICD1-overexpressing cells, LN229, and GSC20.

(C) Relative cell viability of A172 and U87MG control and HA-JICD1 overexpressing cells.

(D) Microscopic images showing the results of wound closure in A172 and U87MG control and HA-JICD1-overexpressing cells. A bar graph representing the average value of wound closure rates in eight different regions in the wound closure assay.  $**p < 0.01$ .

(E) Microscopic images showing the results of the Matrigel invasion assays and transwell migration assays in A172 and U87MG control and HA-JICD1-overexpressing cells. A bar graph showing the average value of relative cell intensity in three transwells of the Matrigel invasion assay and transwell migration assay.  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

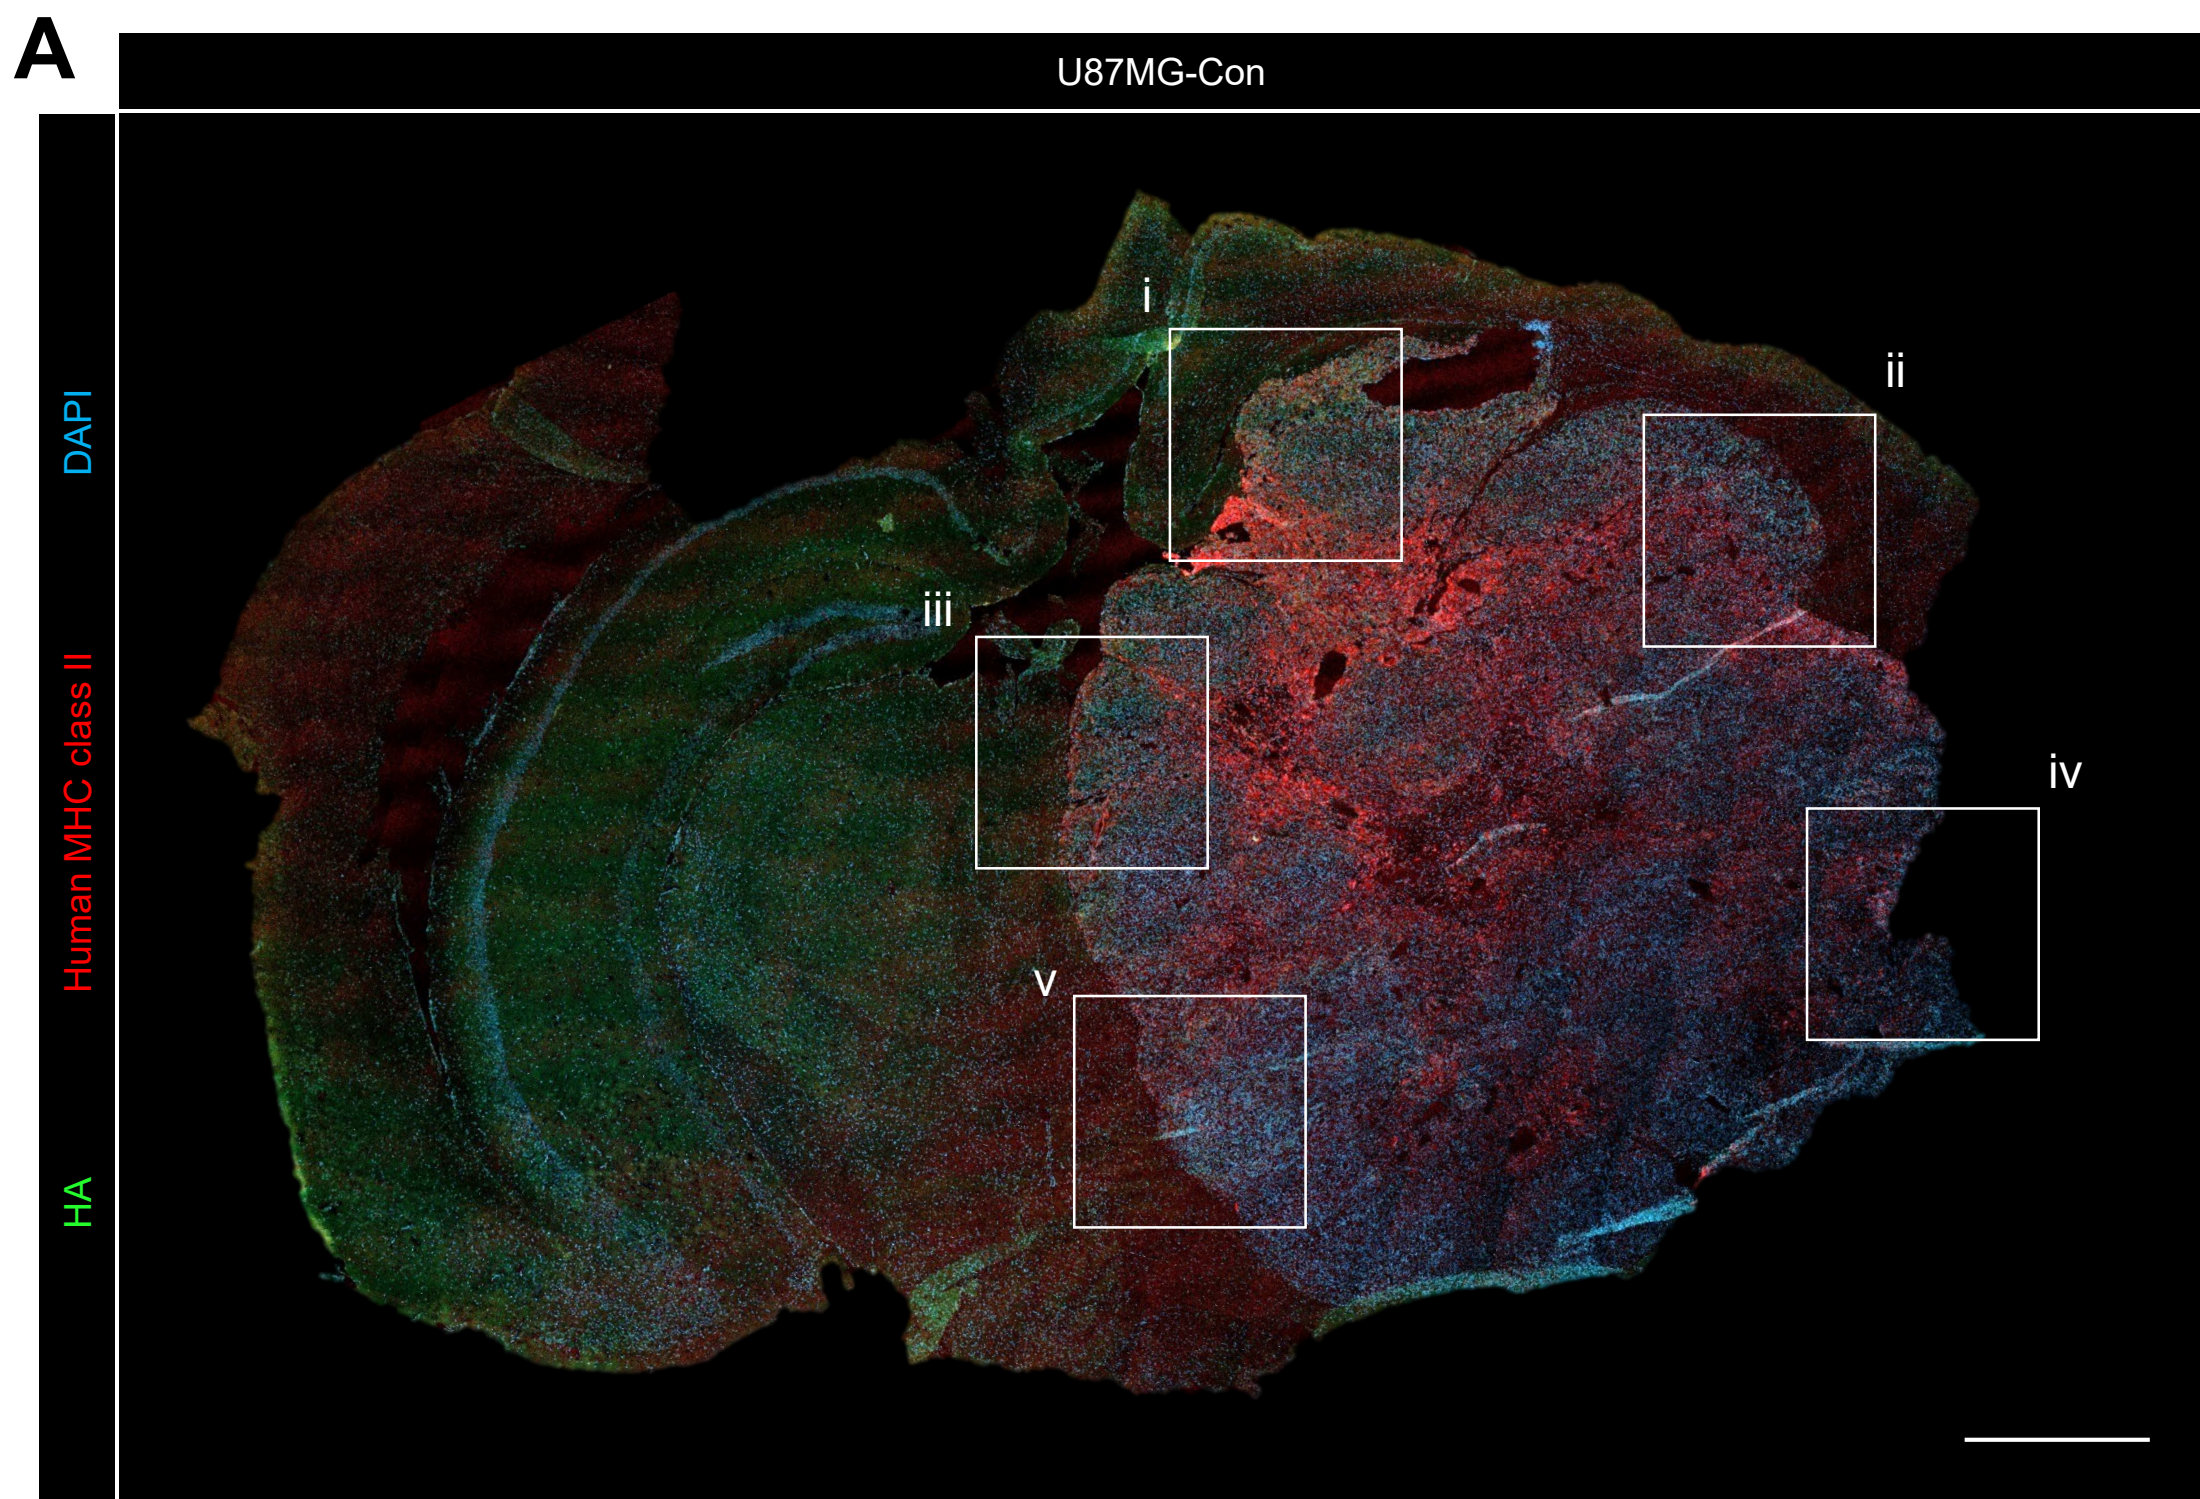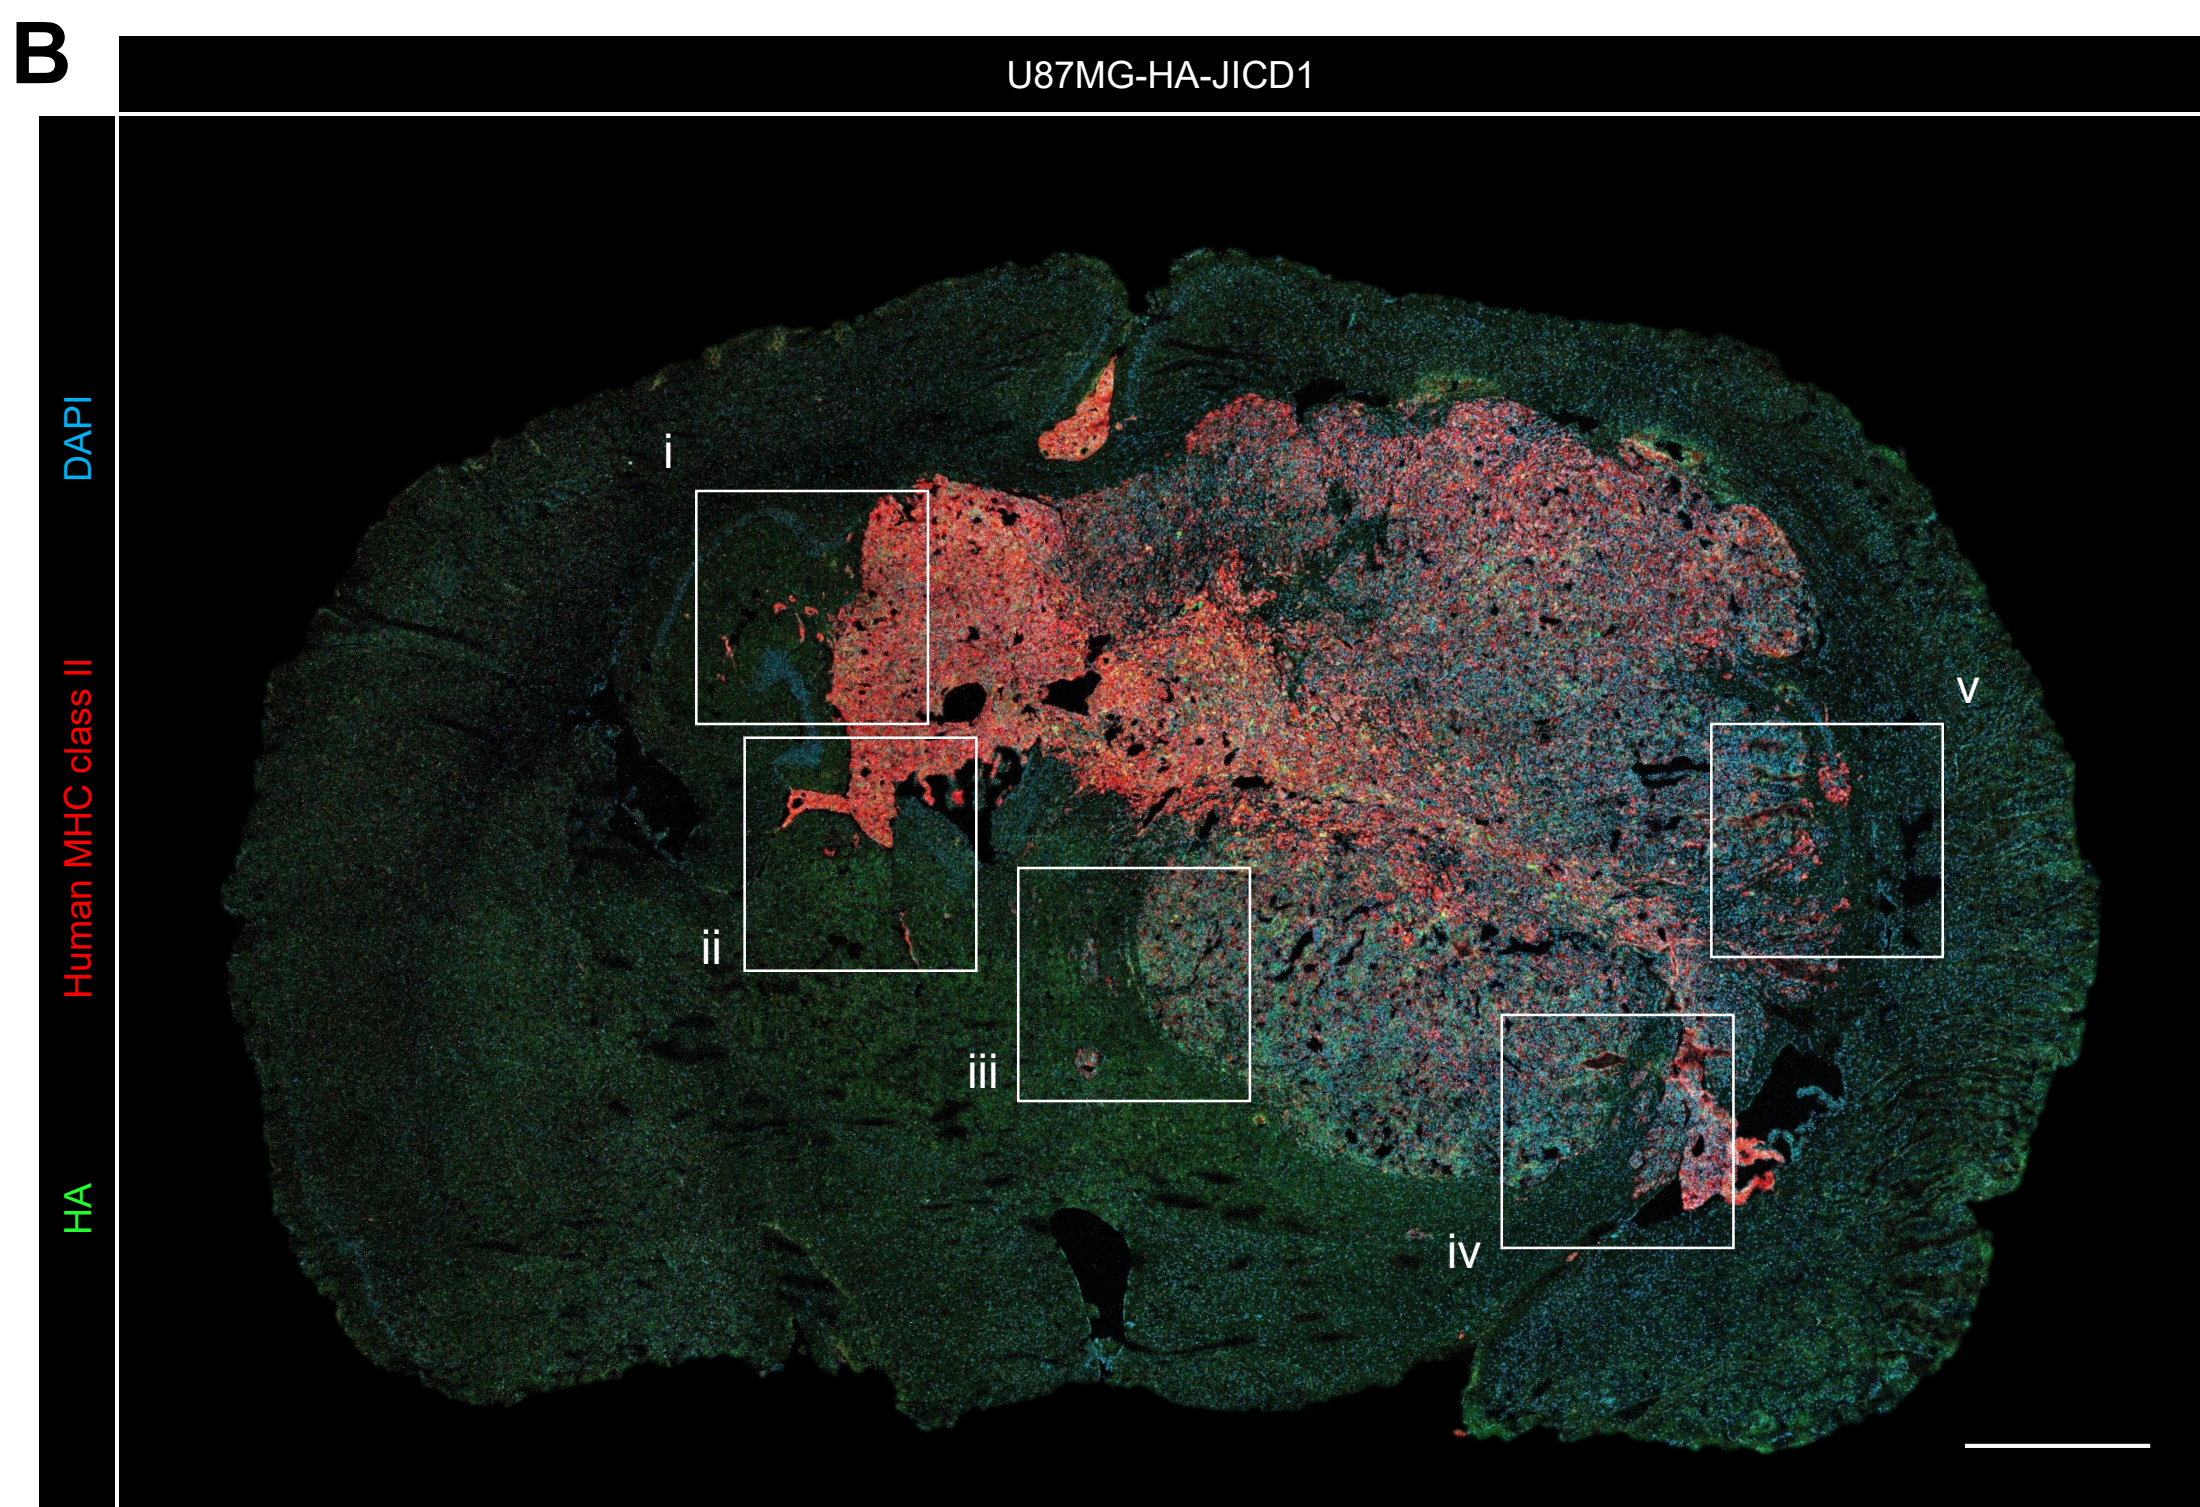

**Supplementary Fig. S3** Immunofluorescence of mouse whole brain section representing invasive tumor margin induced by JICD1, Related to Fig. 1

Immunofluorescence showing the mouse whole-brain section after intracranial injections of U87MG control (A) and HA-JICD1-overexpressing cells (B). White squares indicate the tumor margin regions in Figure 1E. Scale bar = 1000  $\mu\text{m}$ .

**A**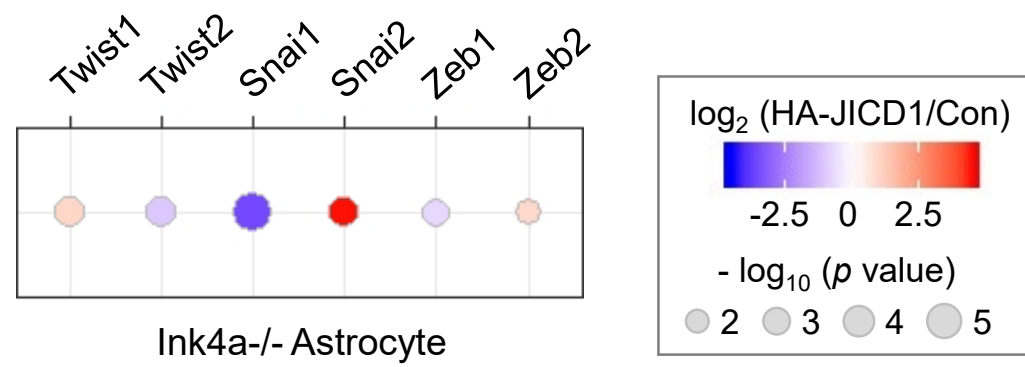**B**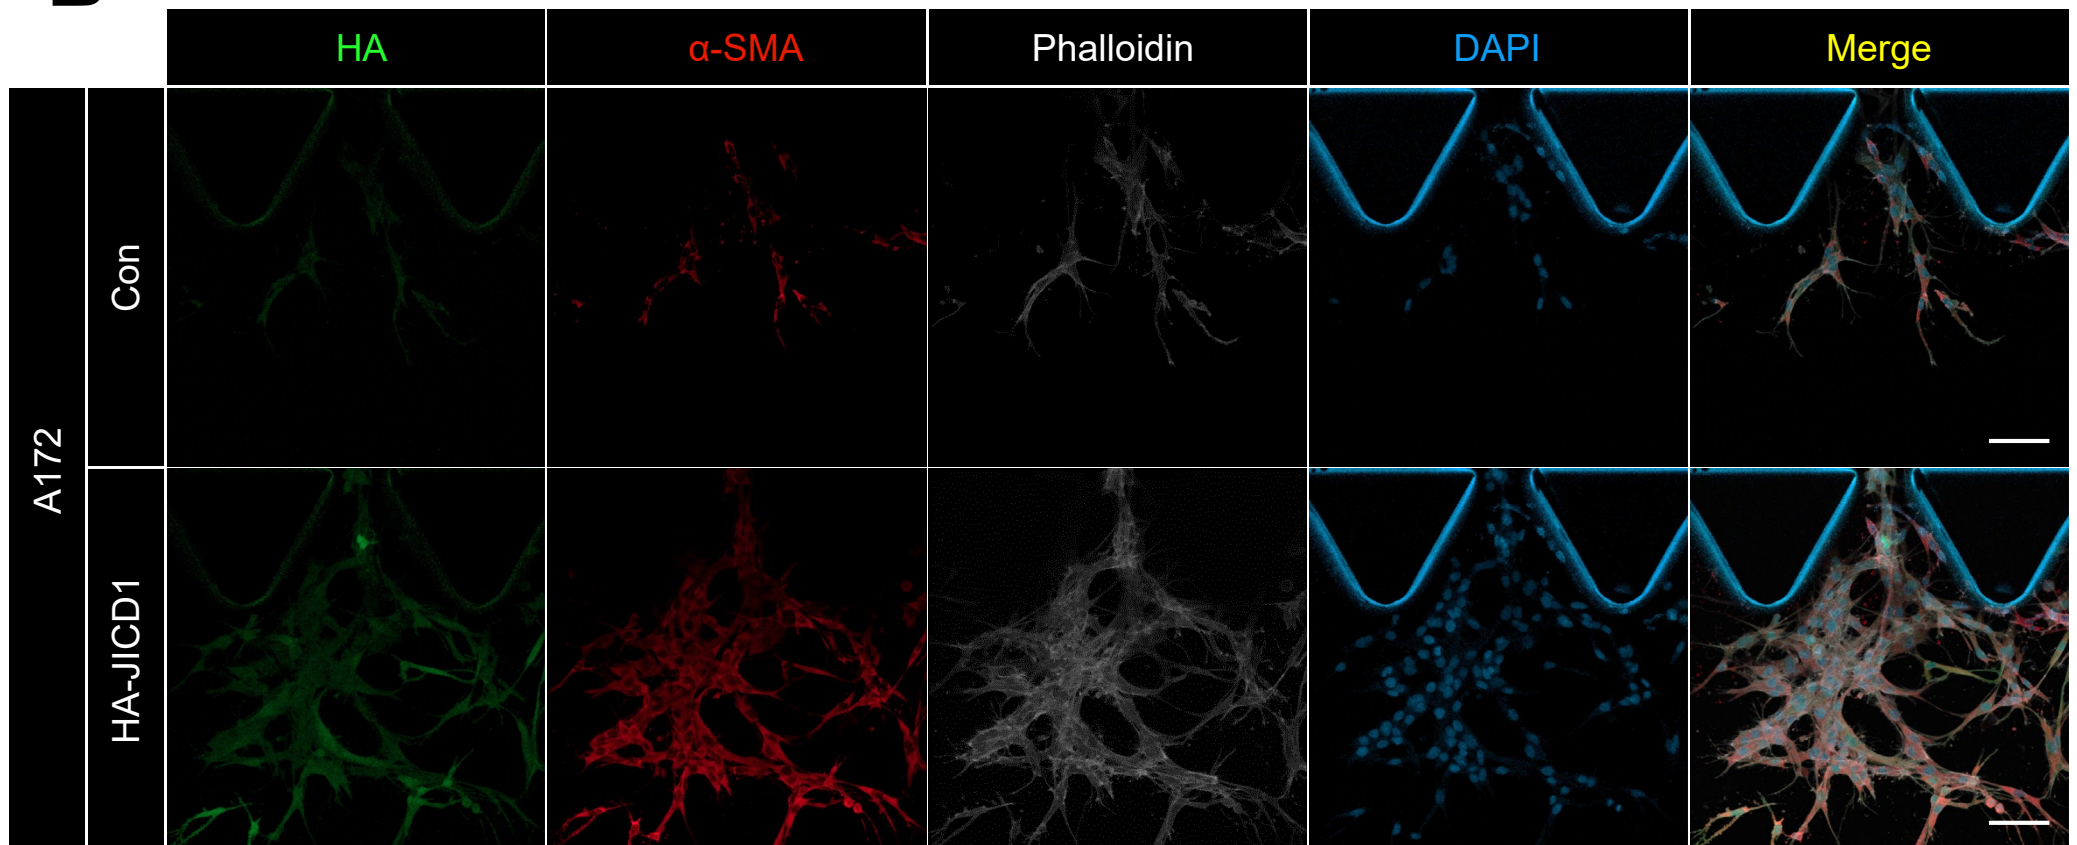**C**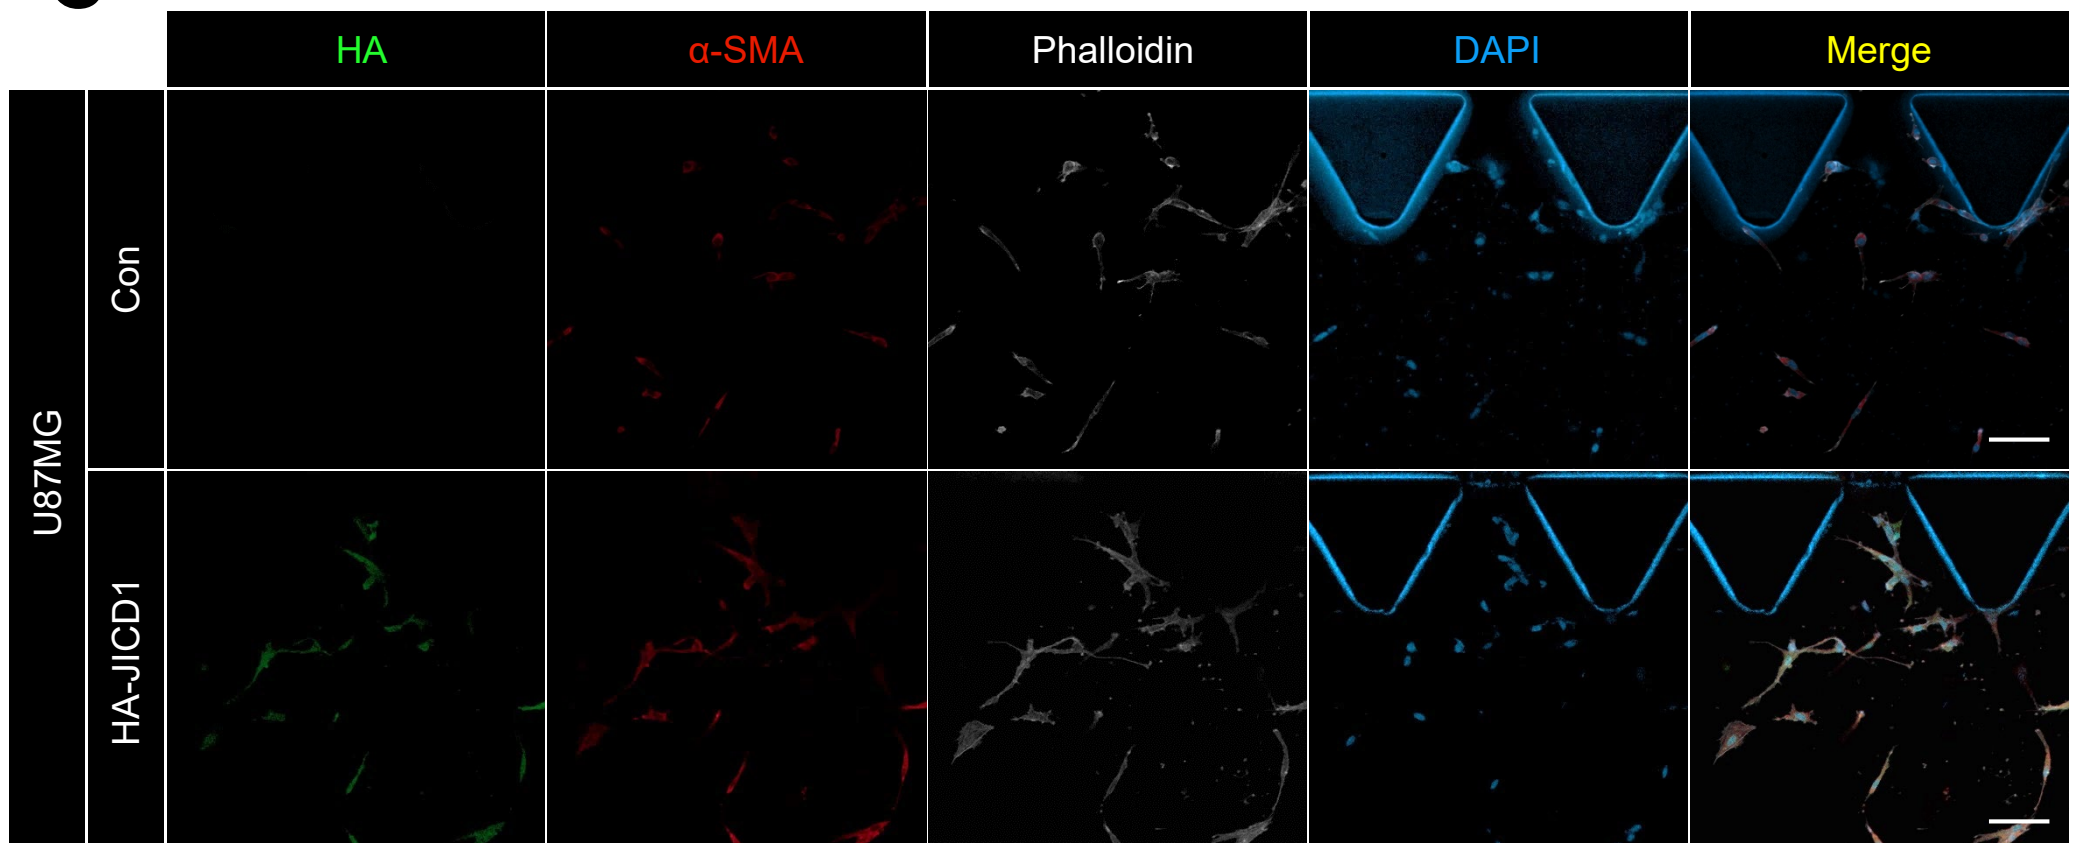

**Supplementary Fig. S4** EMT-TFs and marker expression in control and JICD1-overexpressing cells, Related to Fig. 2

(A) A heatmap showing the mRNA expression of canonical EMT-TFs in control and HA-JICD1-overexpressing *Ink4a*/*Arf*<sup>-/-</sup> astrocytes.

(B-C) The expression of  $\alpha$ -SMA in HA-JICD1-overexpressing cells. Immunofluorescence showing  $\alpha$ -SMA expression of migrated cells in A172 (B) and U87MG (C) control and HA-JICD1 overexpressing cells using 3D cell culture chips. Scale bar = 100  $\mu\text{m}$ .

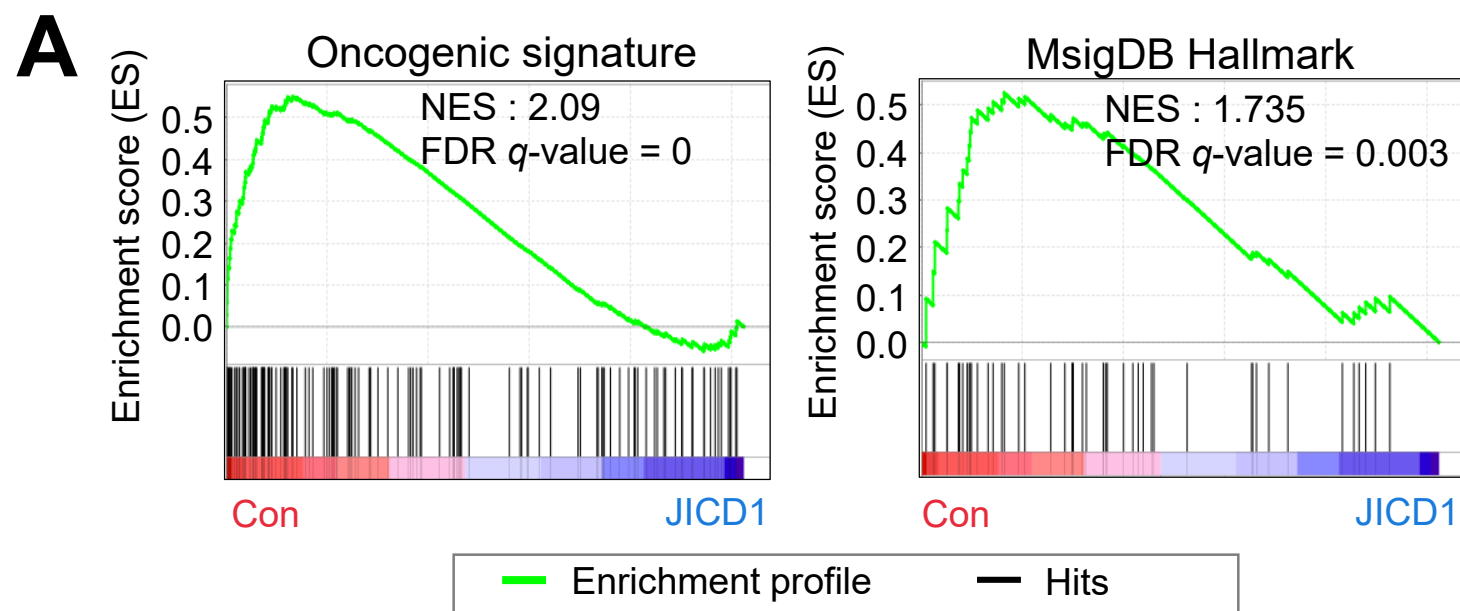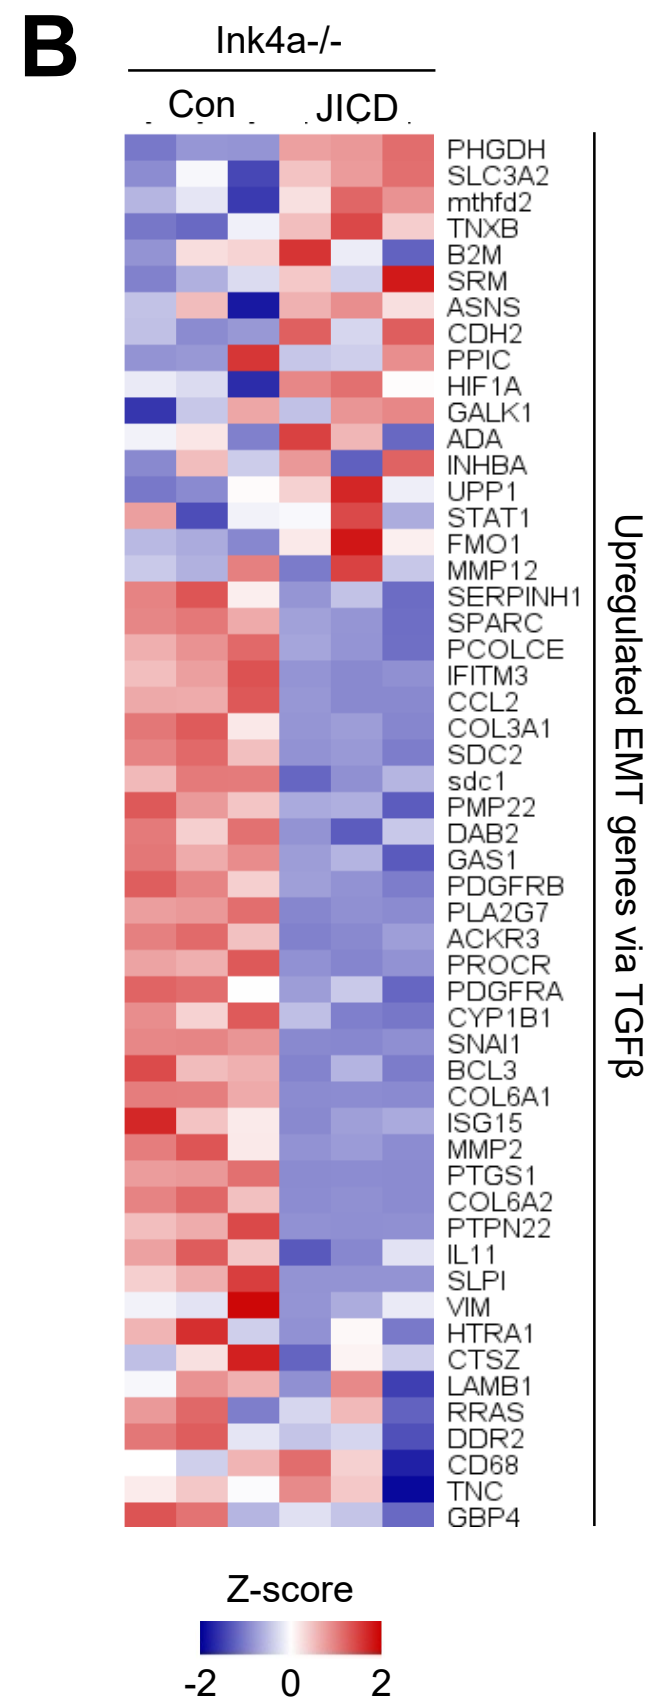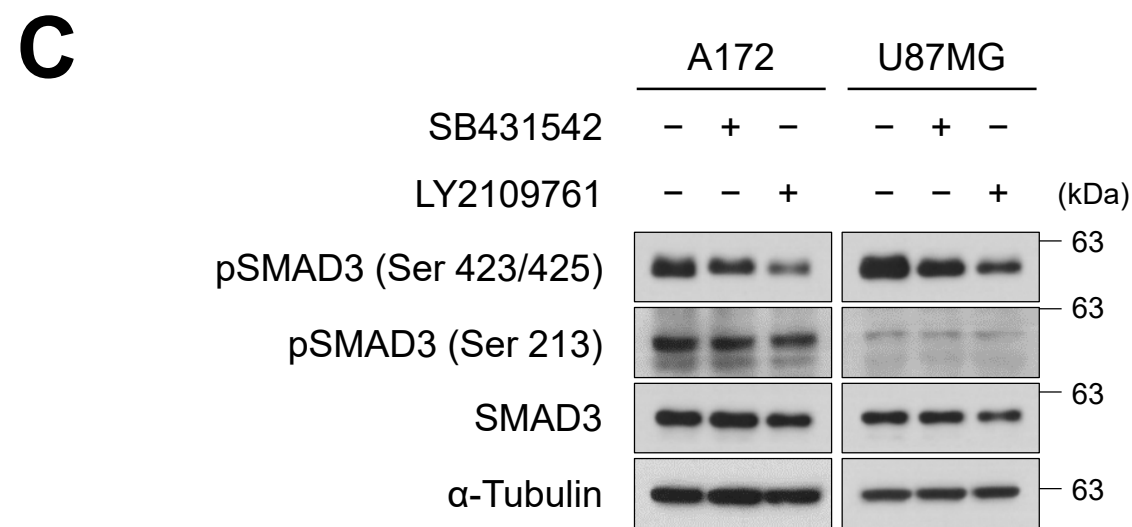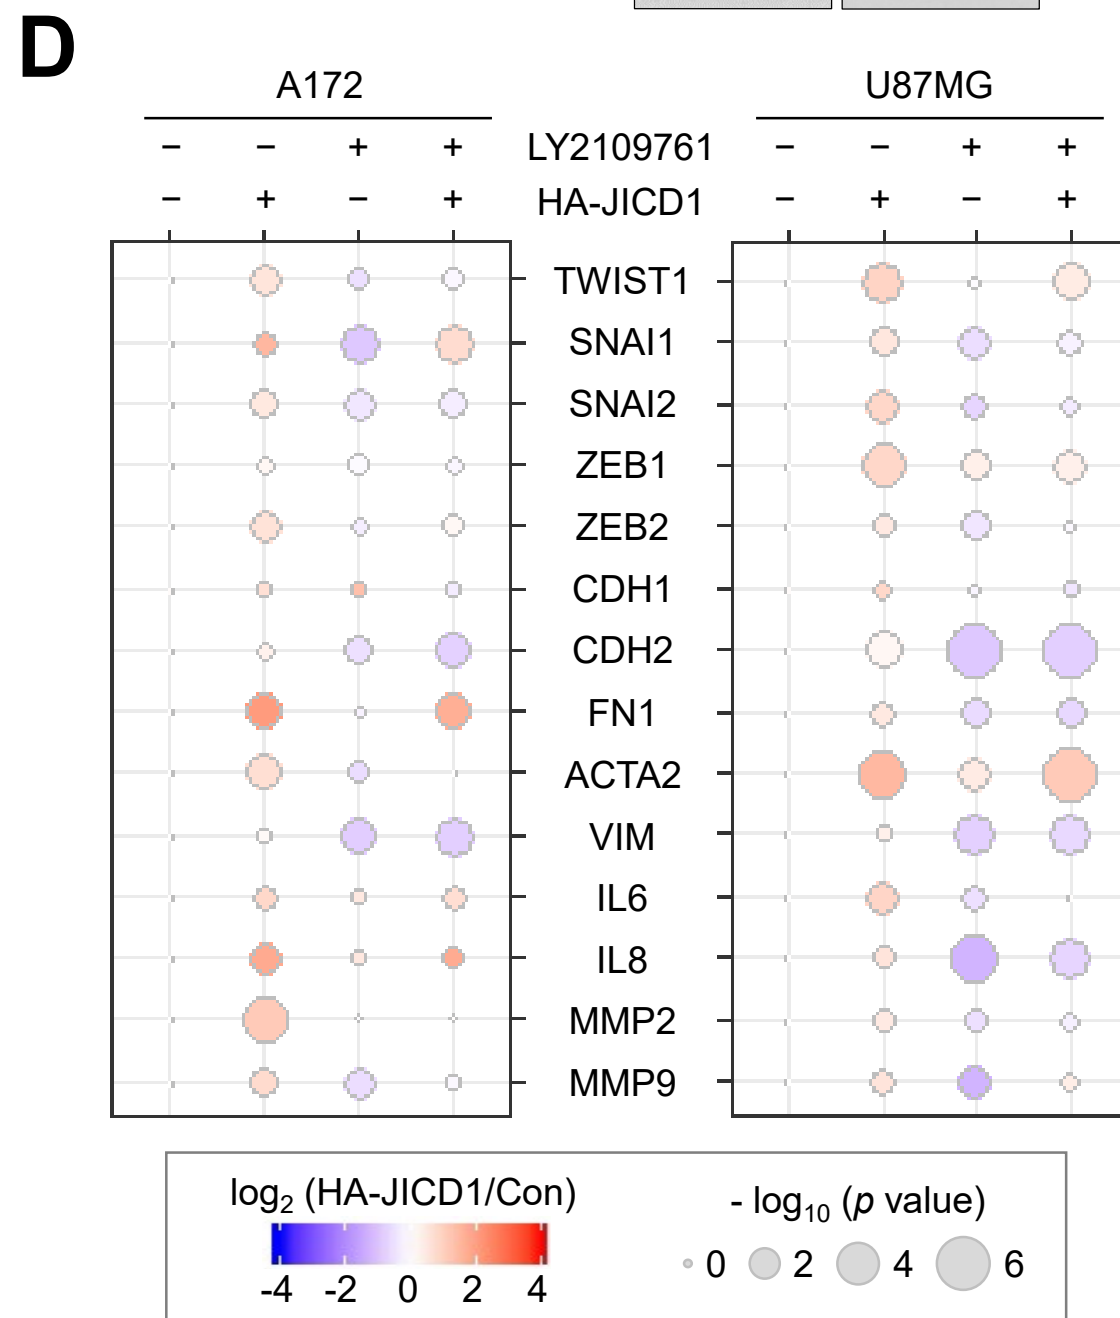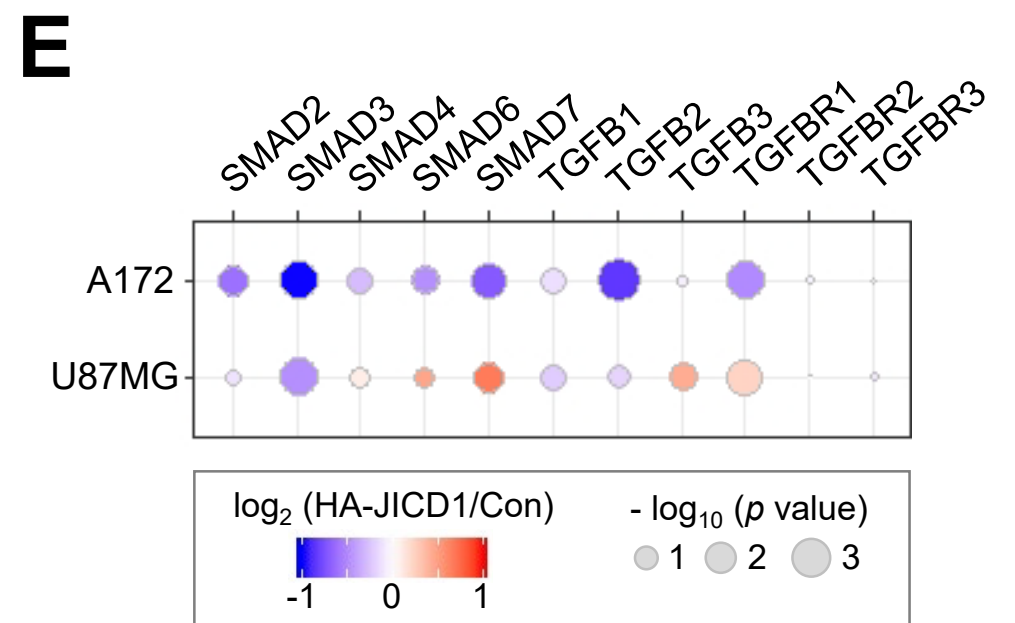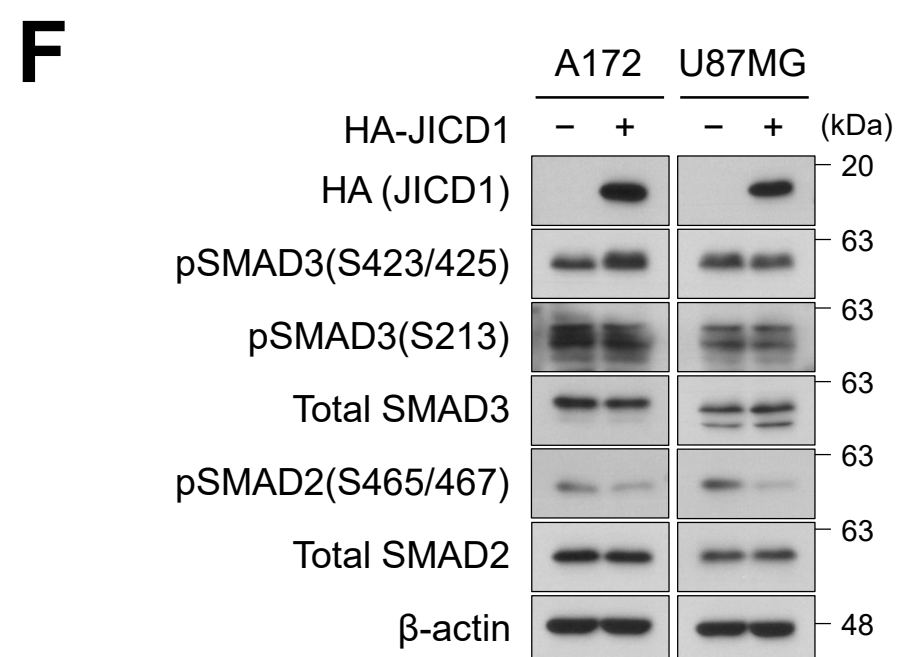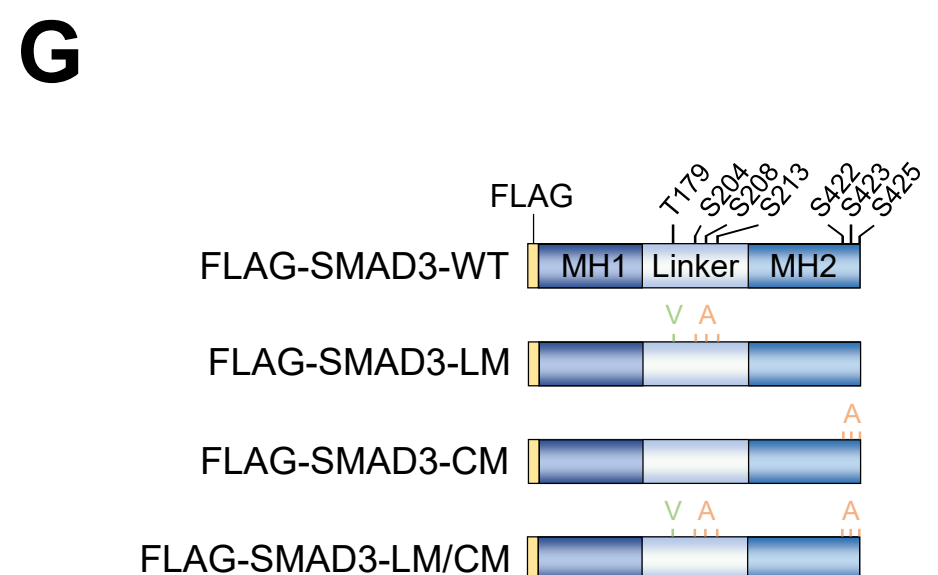

**Supplementary Fig. S5** Analysis on TGF- $\beta$  signaling related molecules in control and JICD1-overexpressing cells, Related to Fig. 3

(A) Gene Set Enrichment Analysis demonstrated that two TGF- $\beta$  signaling gene signatures (oncogenic signature [left] and Broad MsigDB Hallmark [right]) are enriched in control cells than in JICD1-overexpressing Ink4a/Arf<sup>-/-</sup> astrocytes.

(B) A heatmap showing the mRNA expression of upregulated EMT genes via TGF- $\beta$  in control and JICD1-overexpressing Ink4a/Arf<sup>-/-</sup> astrocytes.

(C) Phosphorylation status of SMAD3 in A172 and U87MG cells with SB431542 and LY2109761.

(D) mRNA expression of EMT-related genes in A172 and U87MG control and HA-JICD1-overexpressing cells following LY2109761 treatment.

(E) mRNA expression of key TGF- $\beta$  signaling factors in A172 and U87MG control and HA-JICD1-overexpressing cells.

(F) Phosphorylation status of SMAD2 and SMAD3 in A172 and U87MG control and HA-JICD1-overexpressing cells.

(G) Schematic diagram representing SMAD3 mutants (WT: Wild-type, LM: Linker mutation, CM: C-tail mutation).

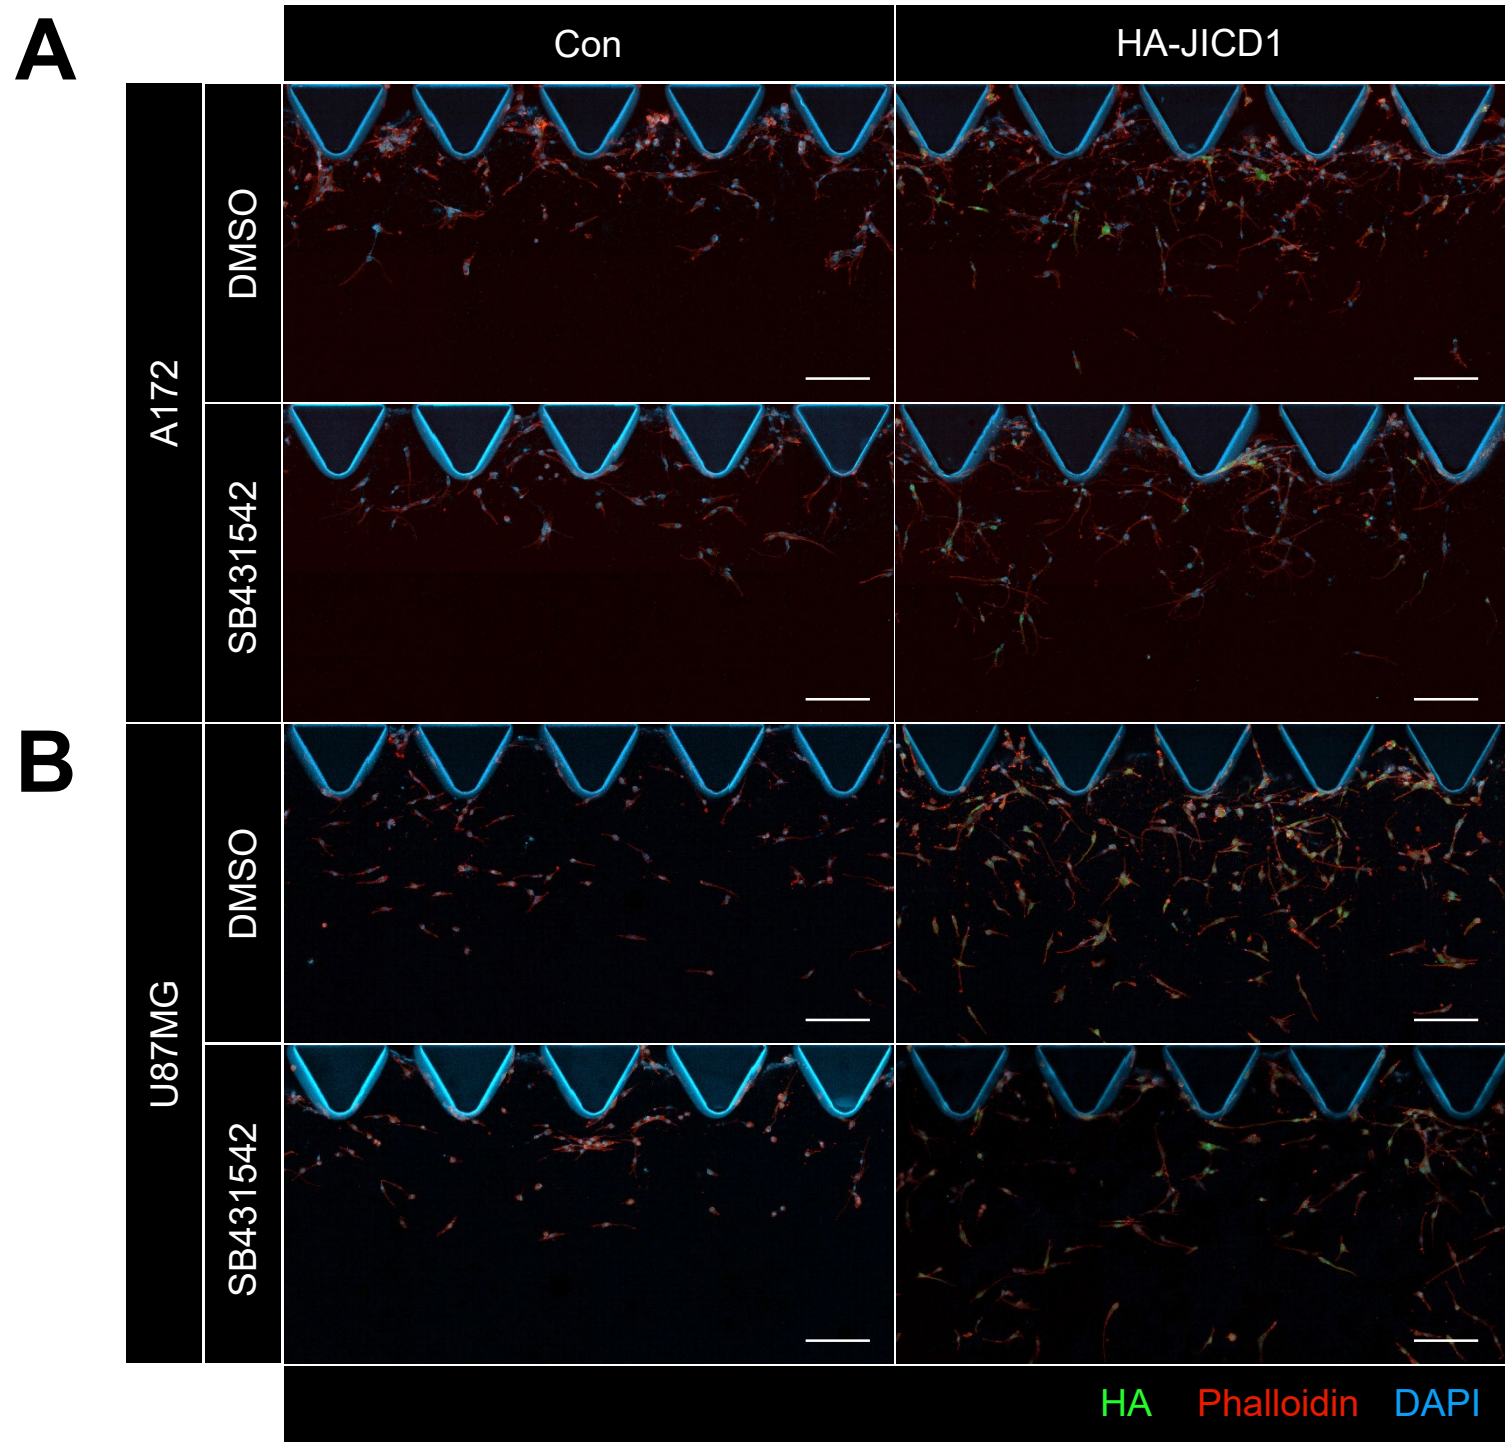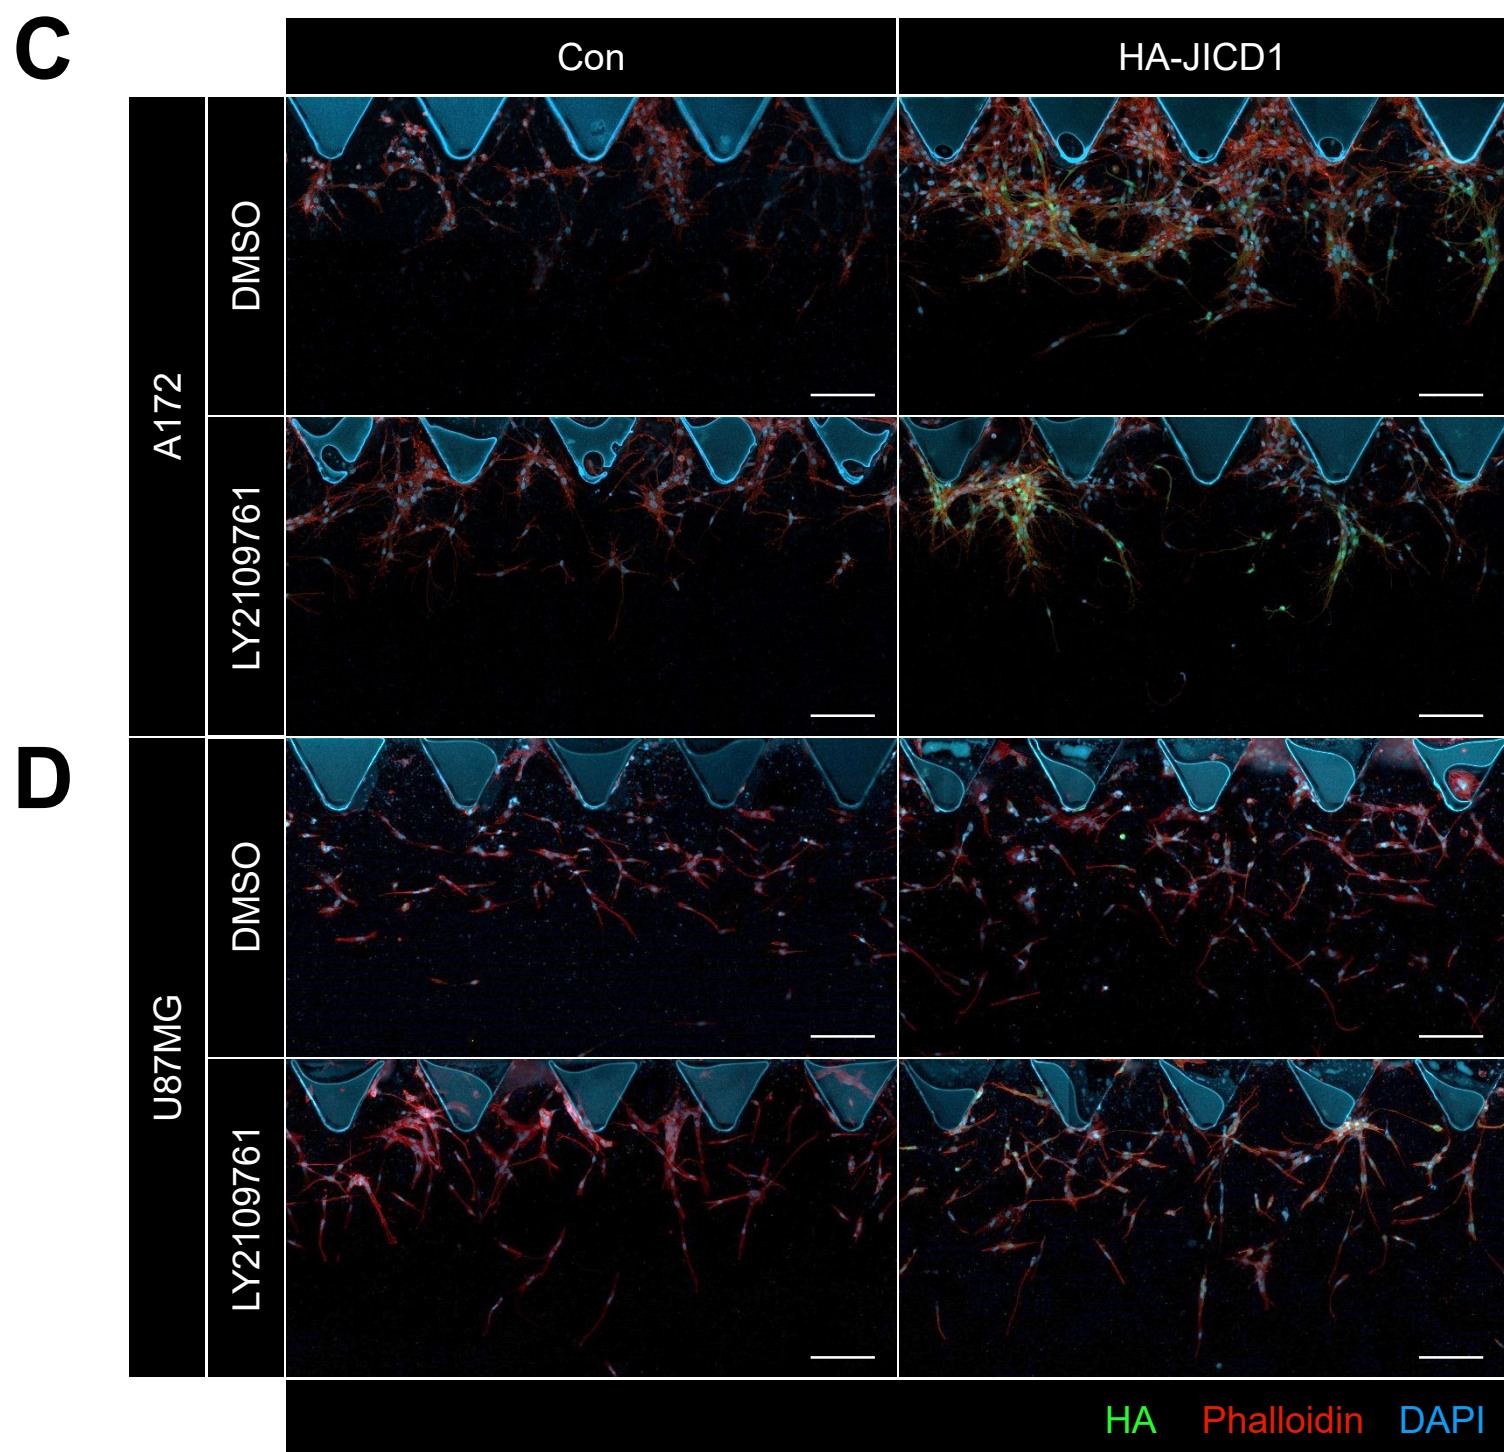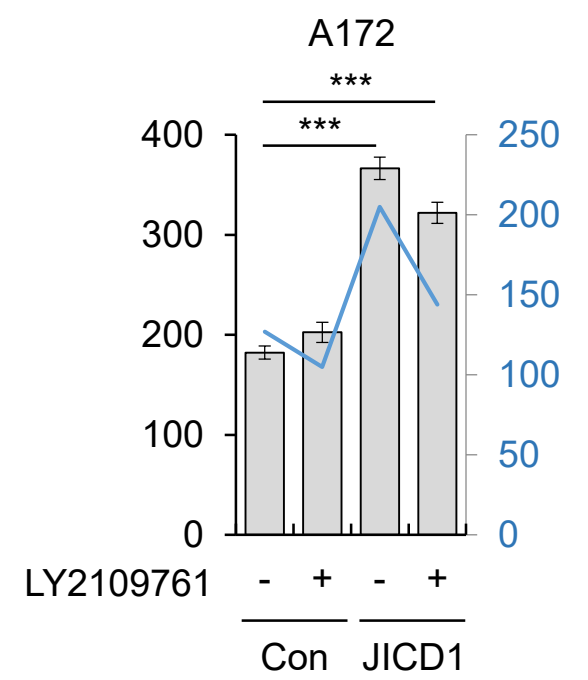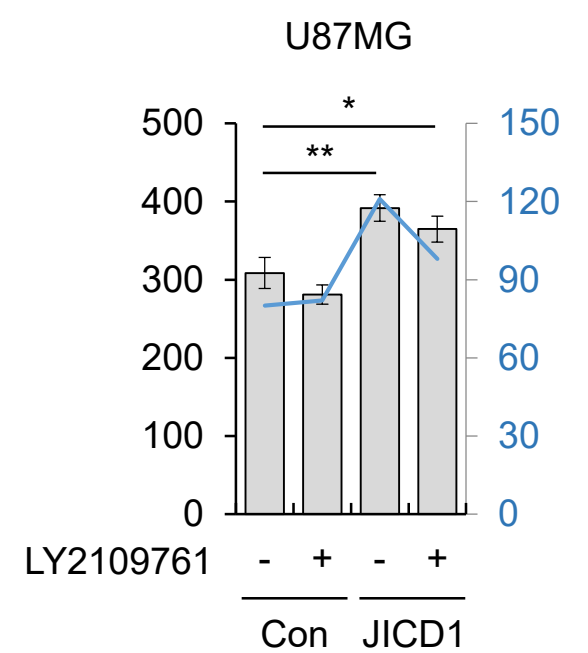

■ Migration distance (μm)

— Cells migrated per 4 grooves (Count)

**Supplementary Fig. S6** 3D cell migration assay of JICD1-overexpressing cells following treatment with SB43154 or LY2109761, Related to Fig. 3

(A, B) Immunofluorescence results show the HA-JICD1 expression of migrated cells in (A) A172 and (B) U87MG control and HA-JICD1-overexpressing cells treated with SB431542 (A172: 10  $\mu$ M, U87MG: 20  $\mu$ M). Scale bar = 200  $\mu$ m.

(C, D) Immunofluorescence results show the HA-JICD1 expression of migrated cells in (C) A172 and (D) U87MG control and HA-JICD1-overexpressing cells treated with LY2109761 (A172, U87MG: 5  $\mu$ M). Scale bar = 200  $\mu$ m. Bar graph representing the average migration distance (black, left axis) and number of migrated cells per four grooves (blue, right axis) in A172 and U87MG control and HA-JICD1-overexpressing cells with LY2109761 treatment. \*\*\* $p < 0.001$ .

**A**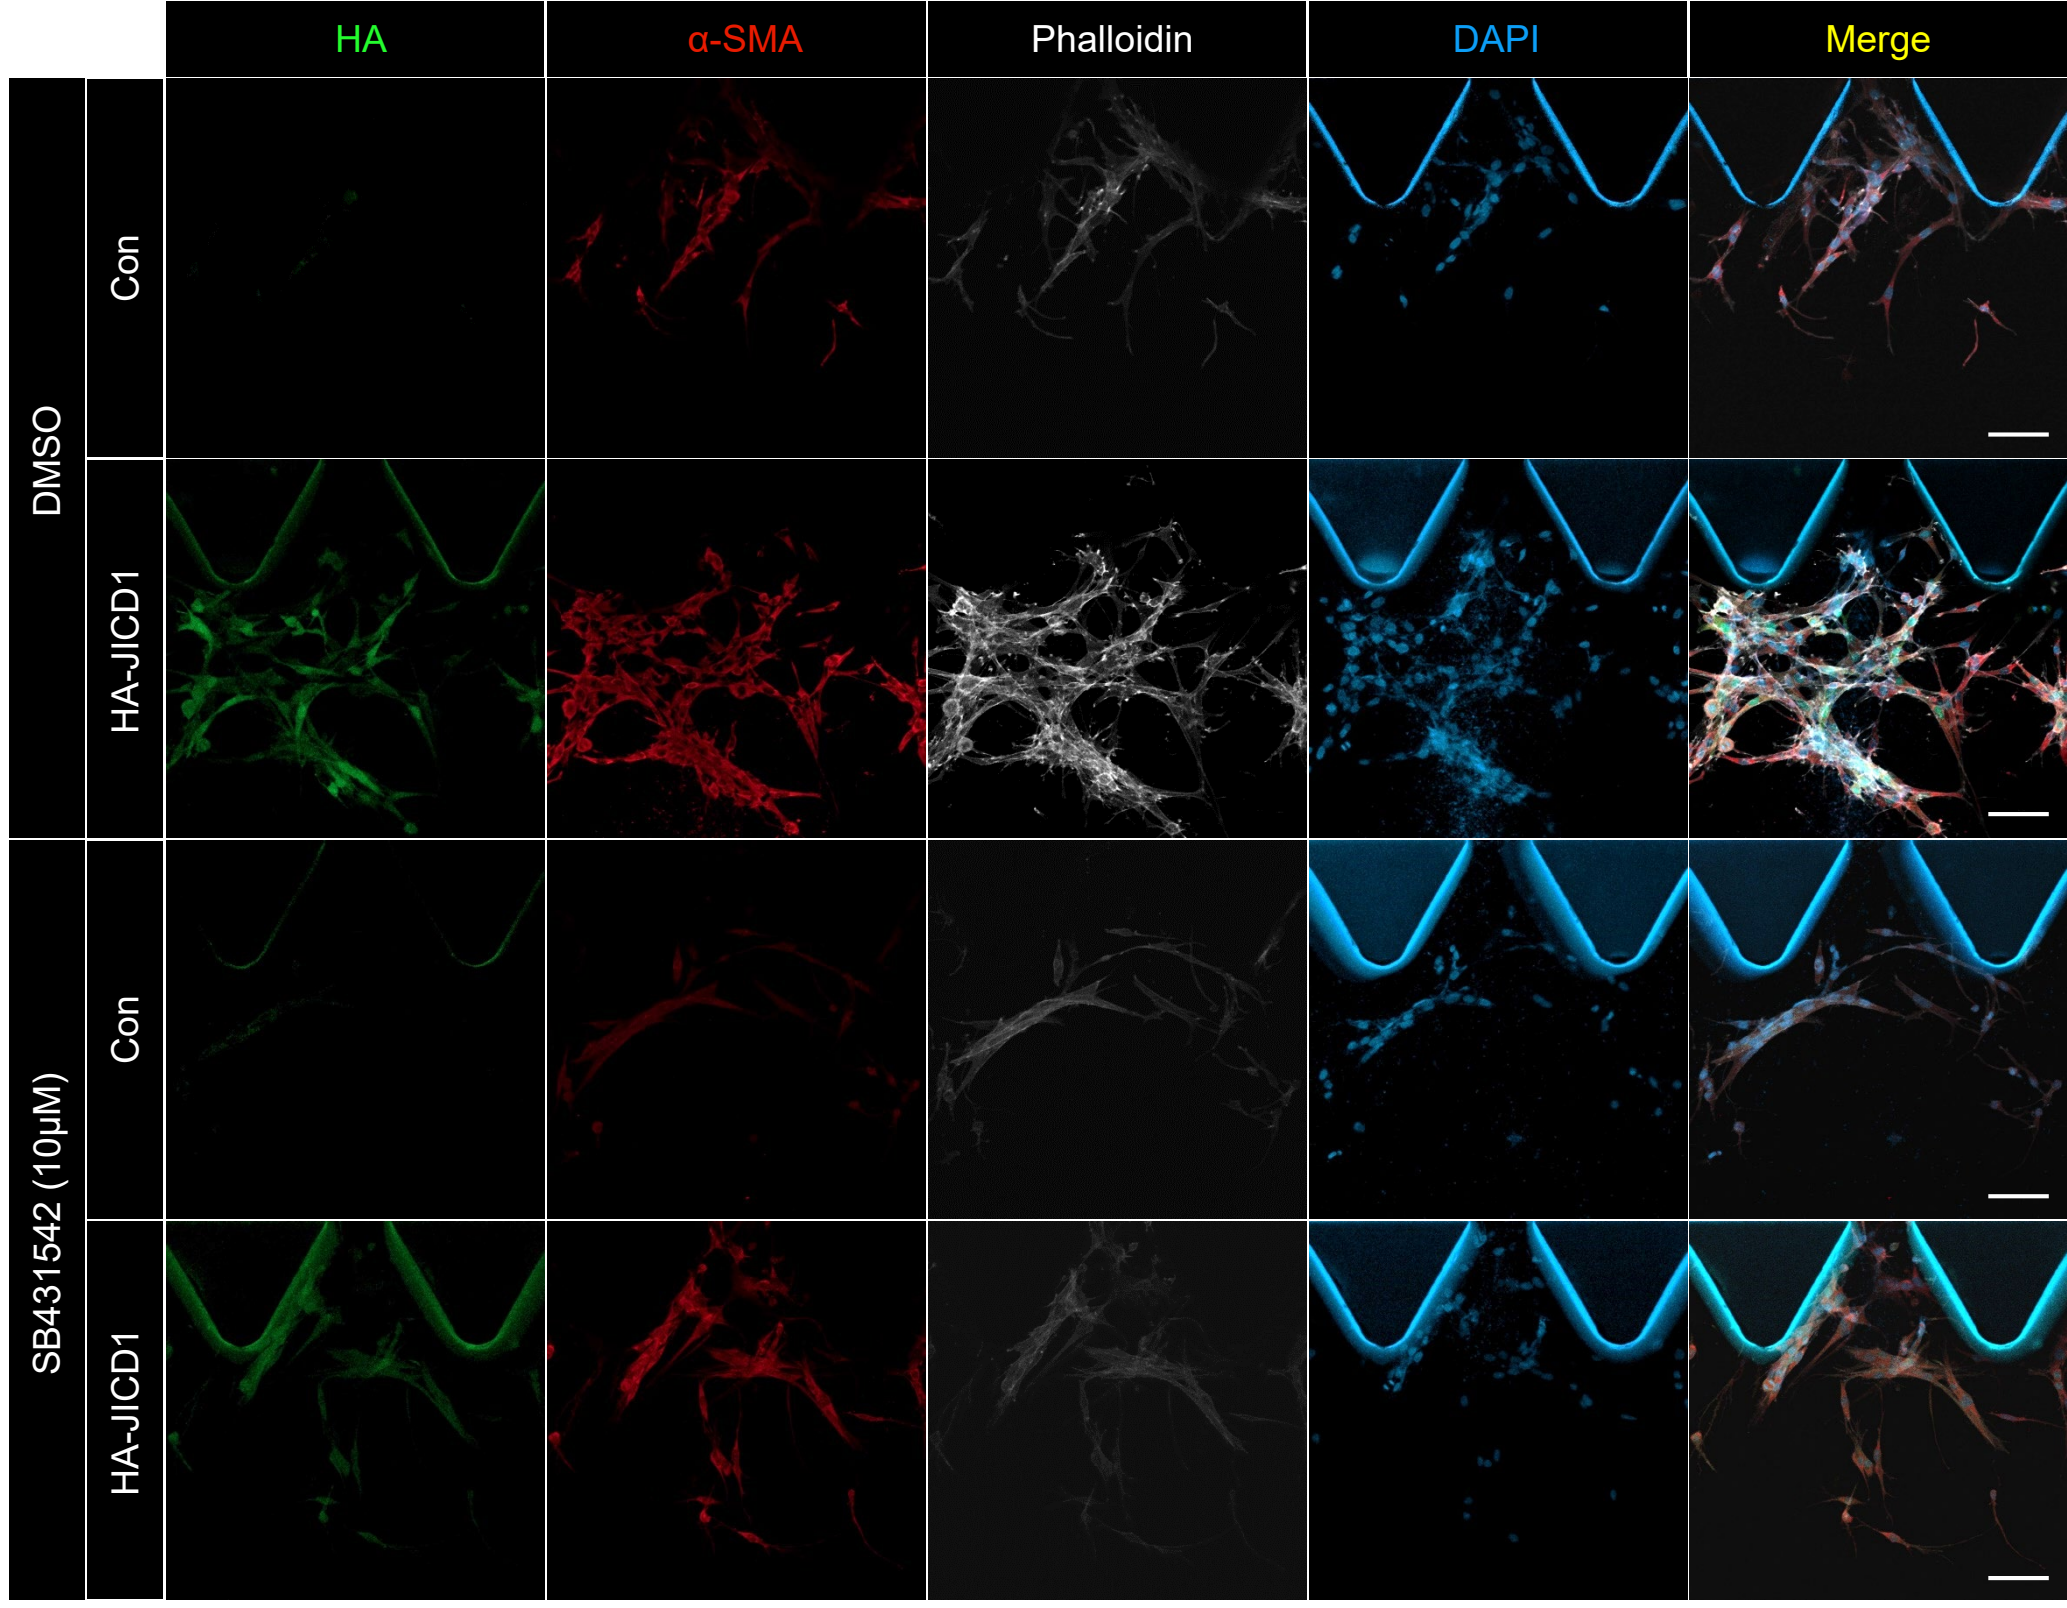**B**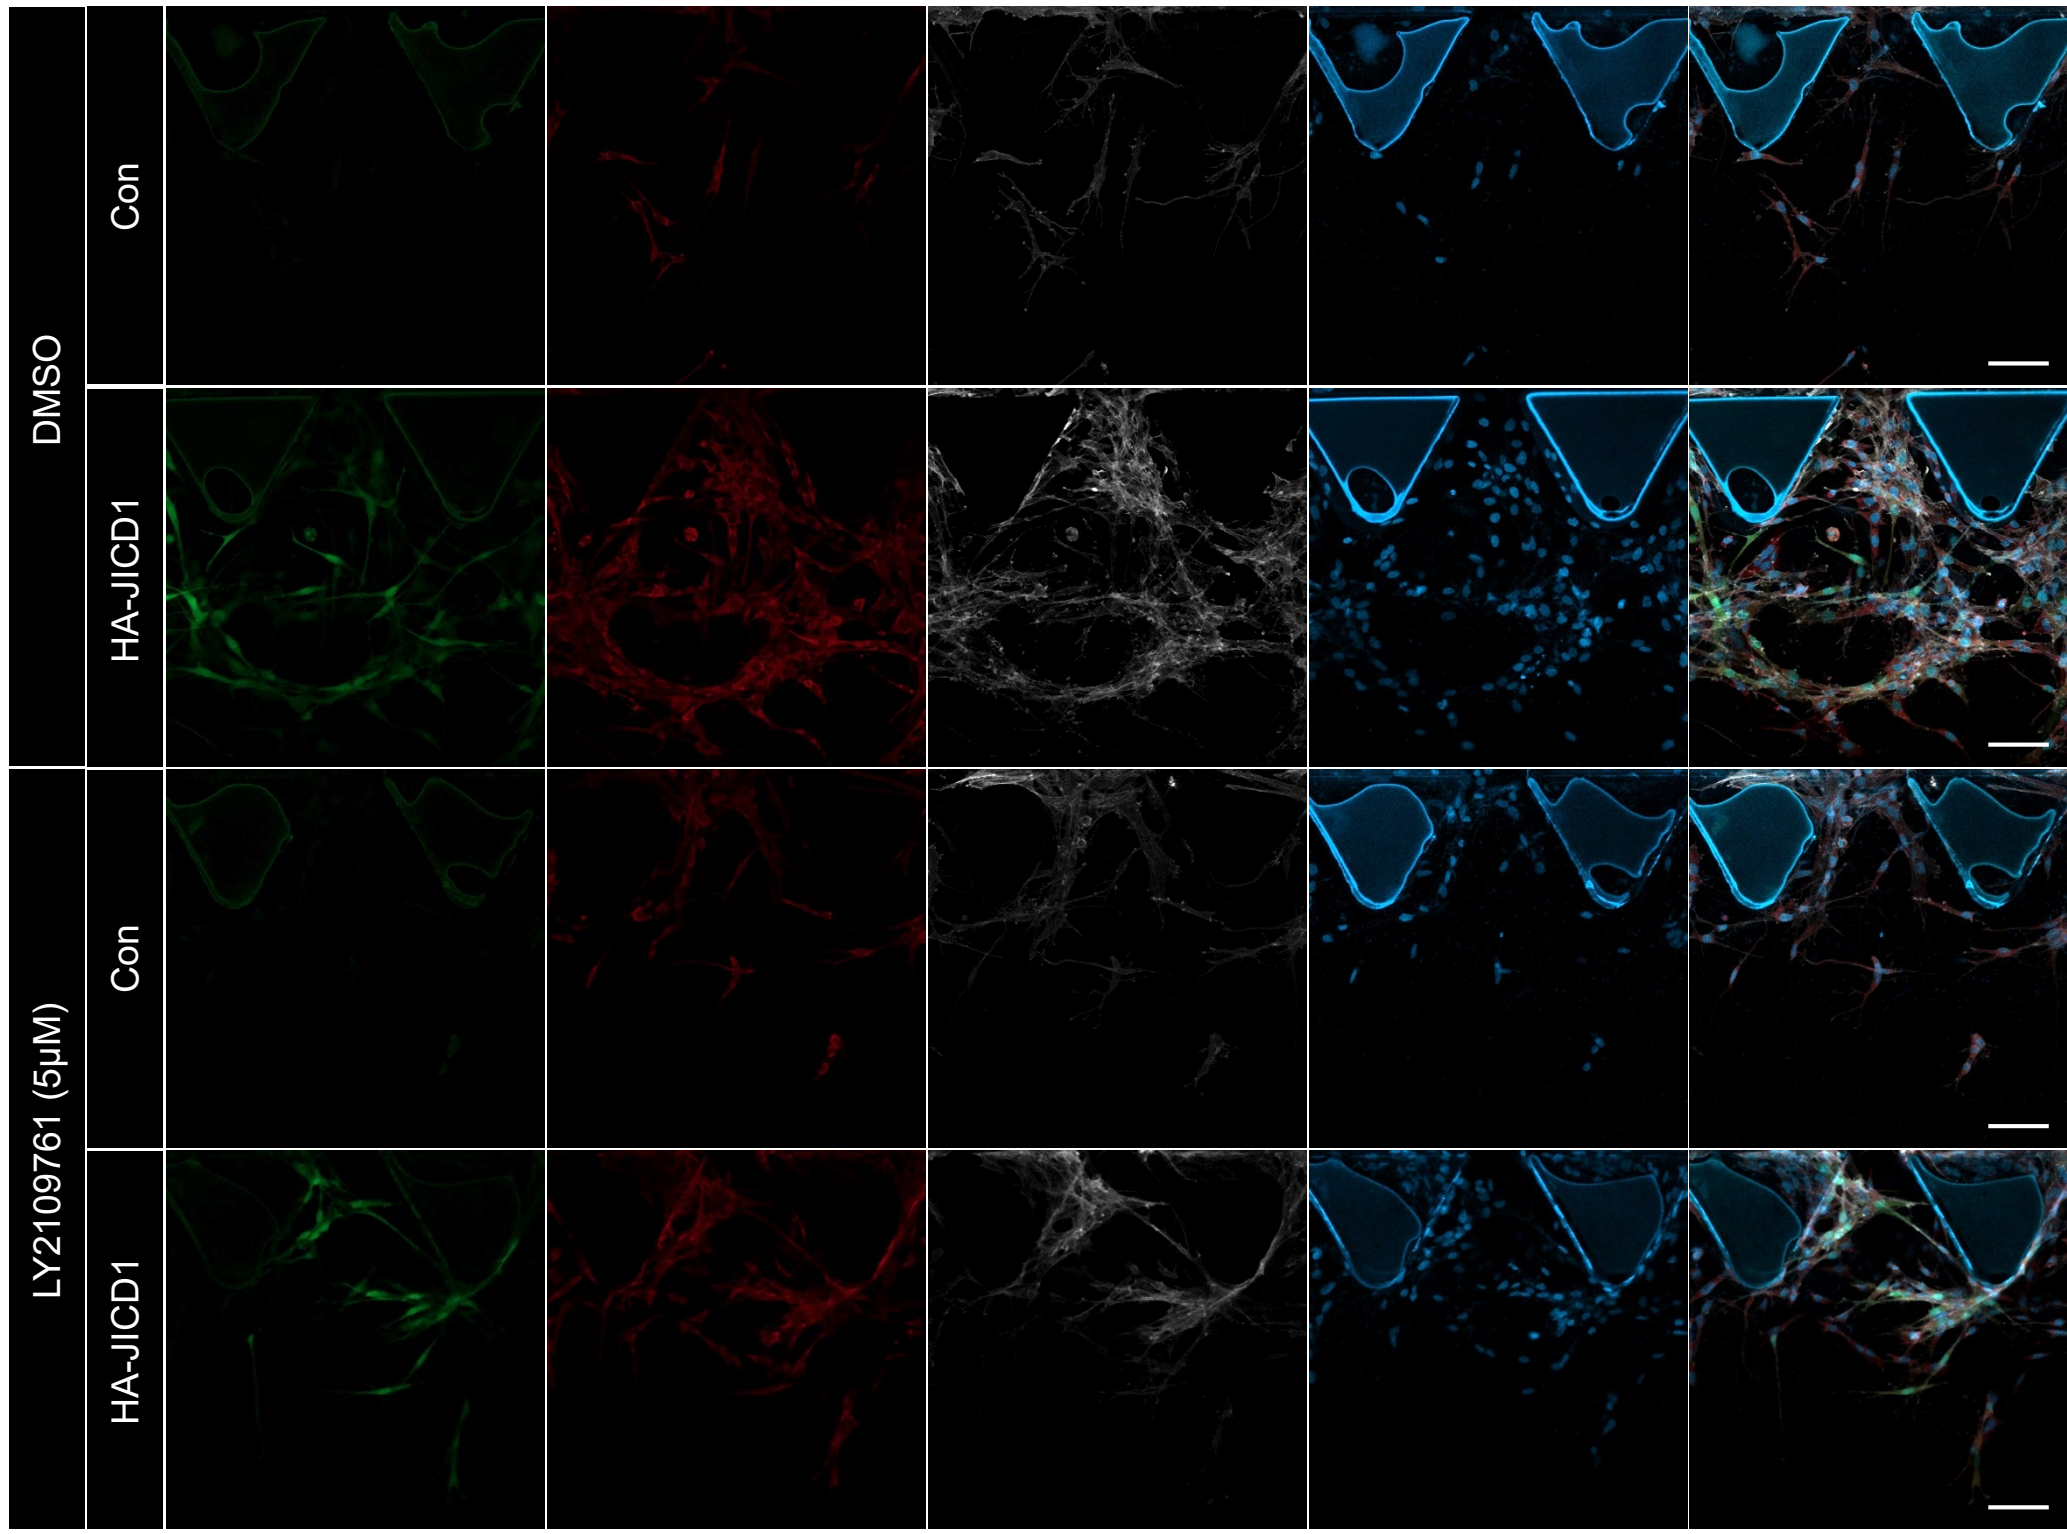

**Supplementary Fig. S7**  $\alpha$ -SMA expression of SB431542- or LY2109761-treated A172 control and JICD1-overexpressing cells on 3D cell culture chips, Related to Fig. 3

Immunofluorescence showing  $\alpha$ -SMA expression in migrated A172 control and HA-JICD1-overexpressing cells treated with (A) SB431542 and (B) LY2109761 in 3D cell culture chips. Scale bar = 100  $\mu$ m.

**A**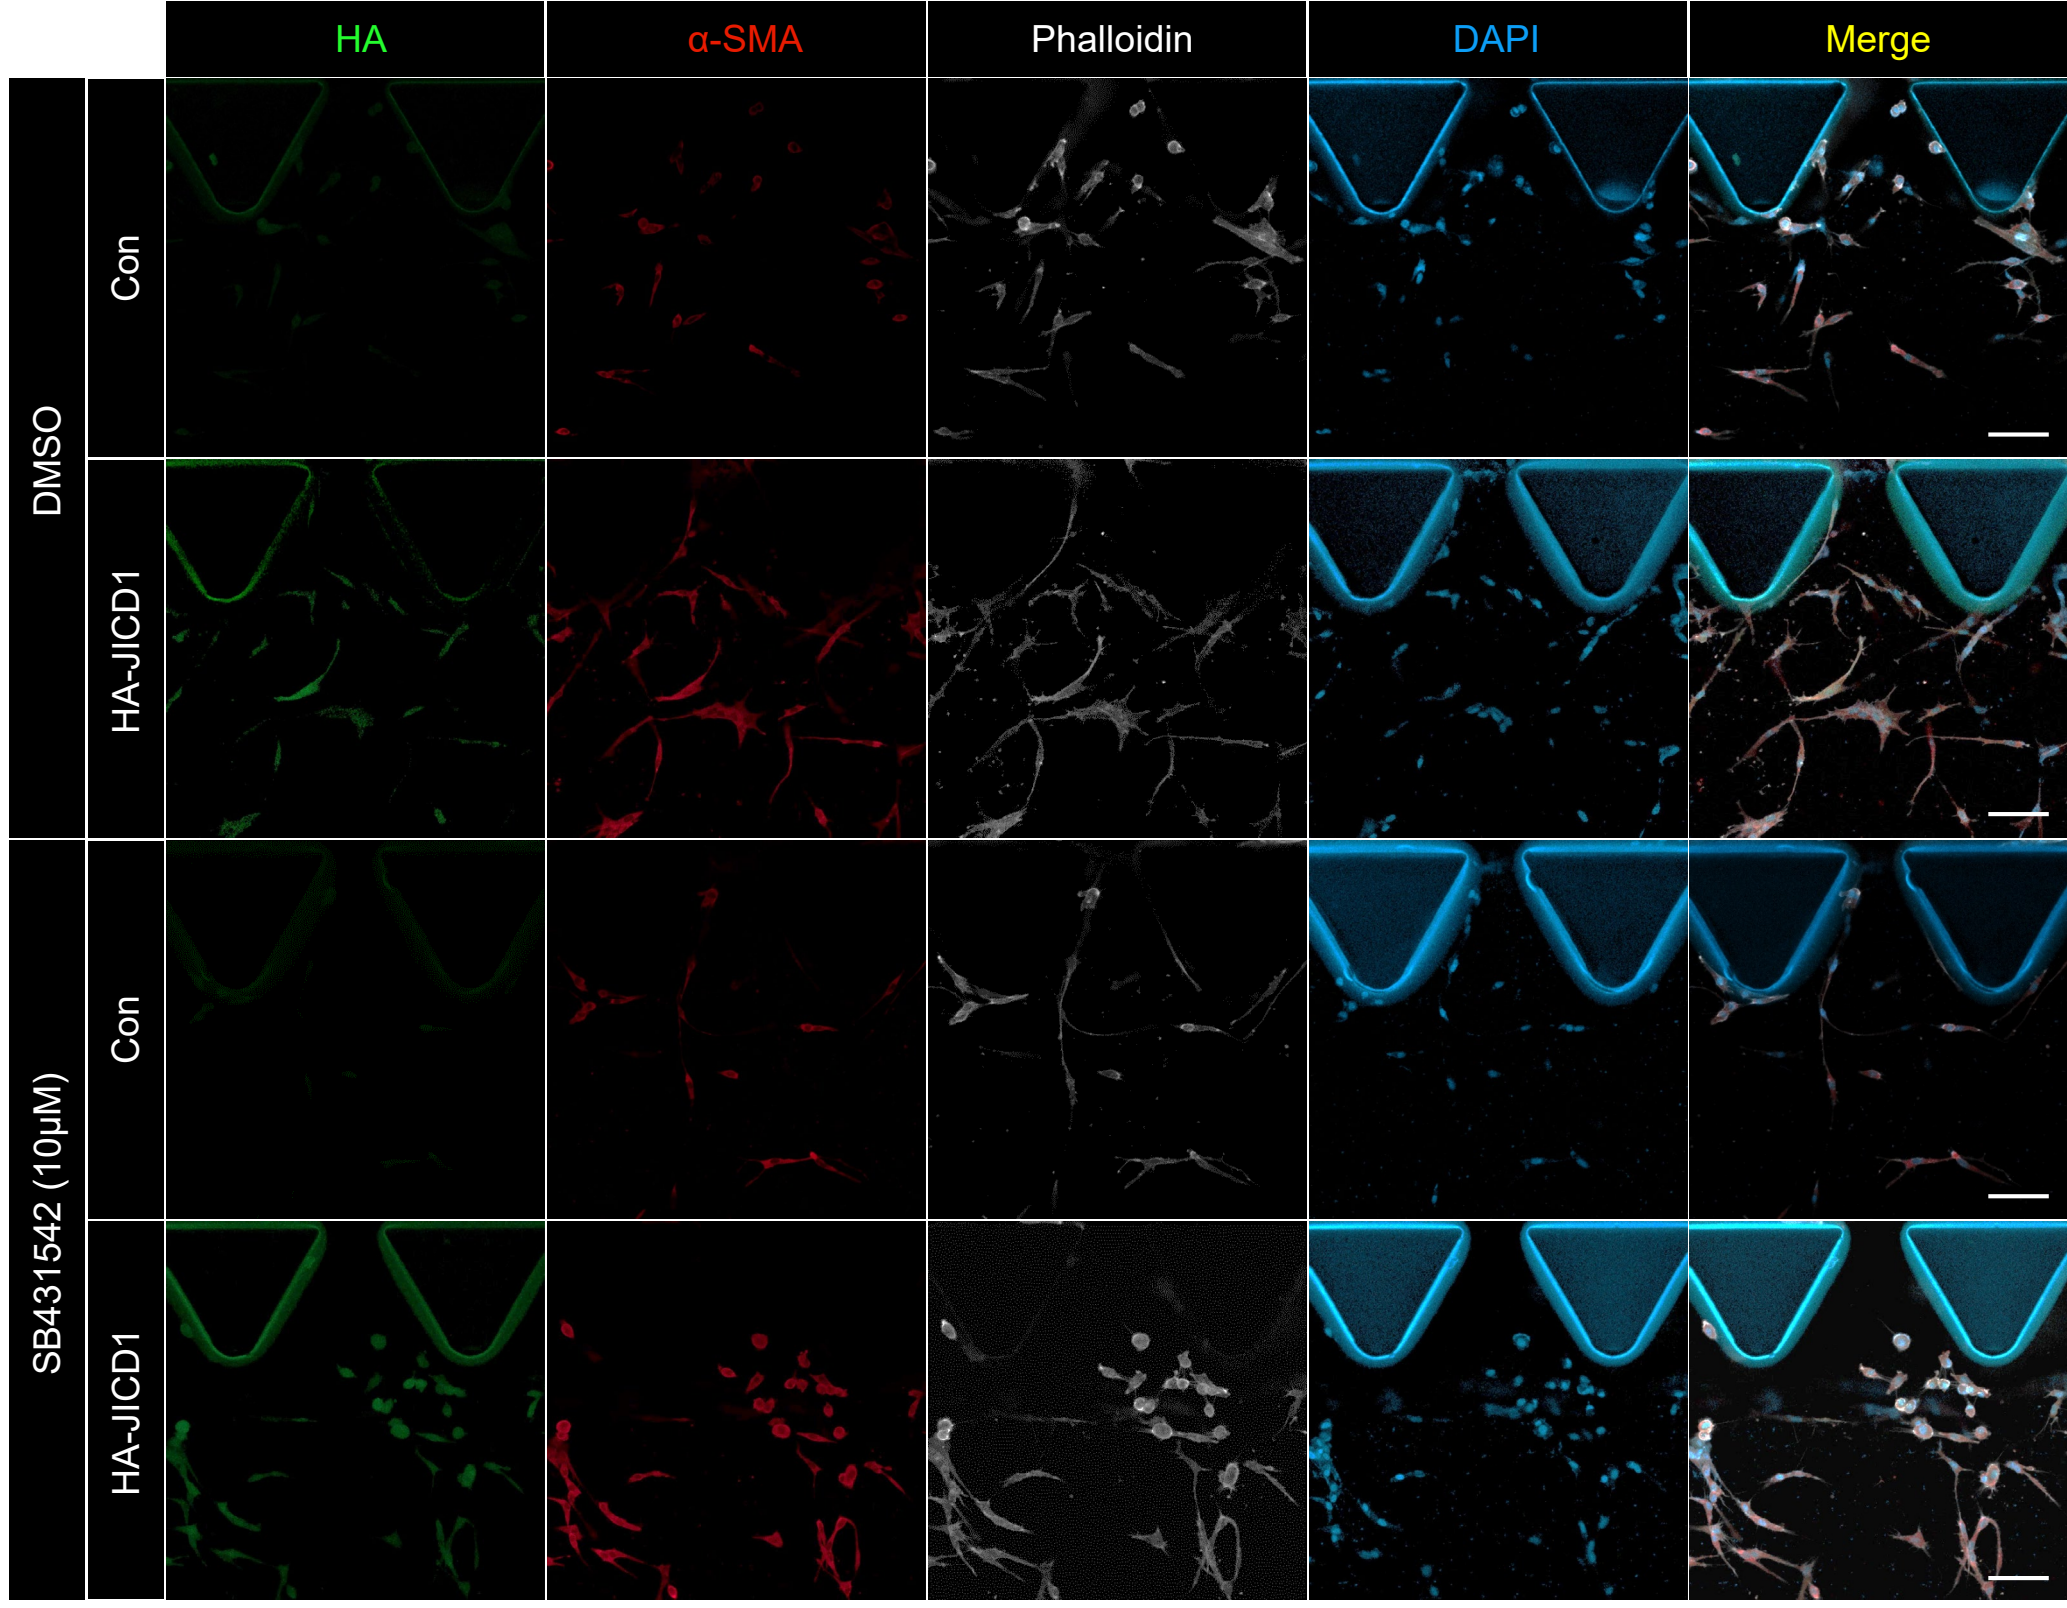**B**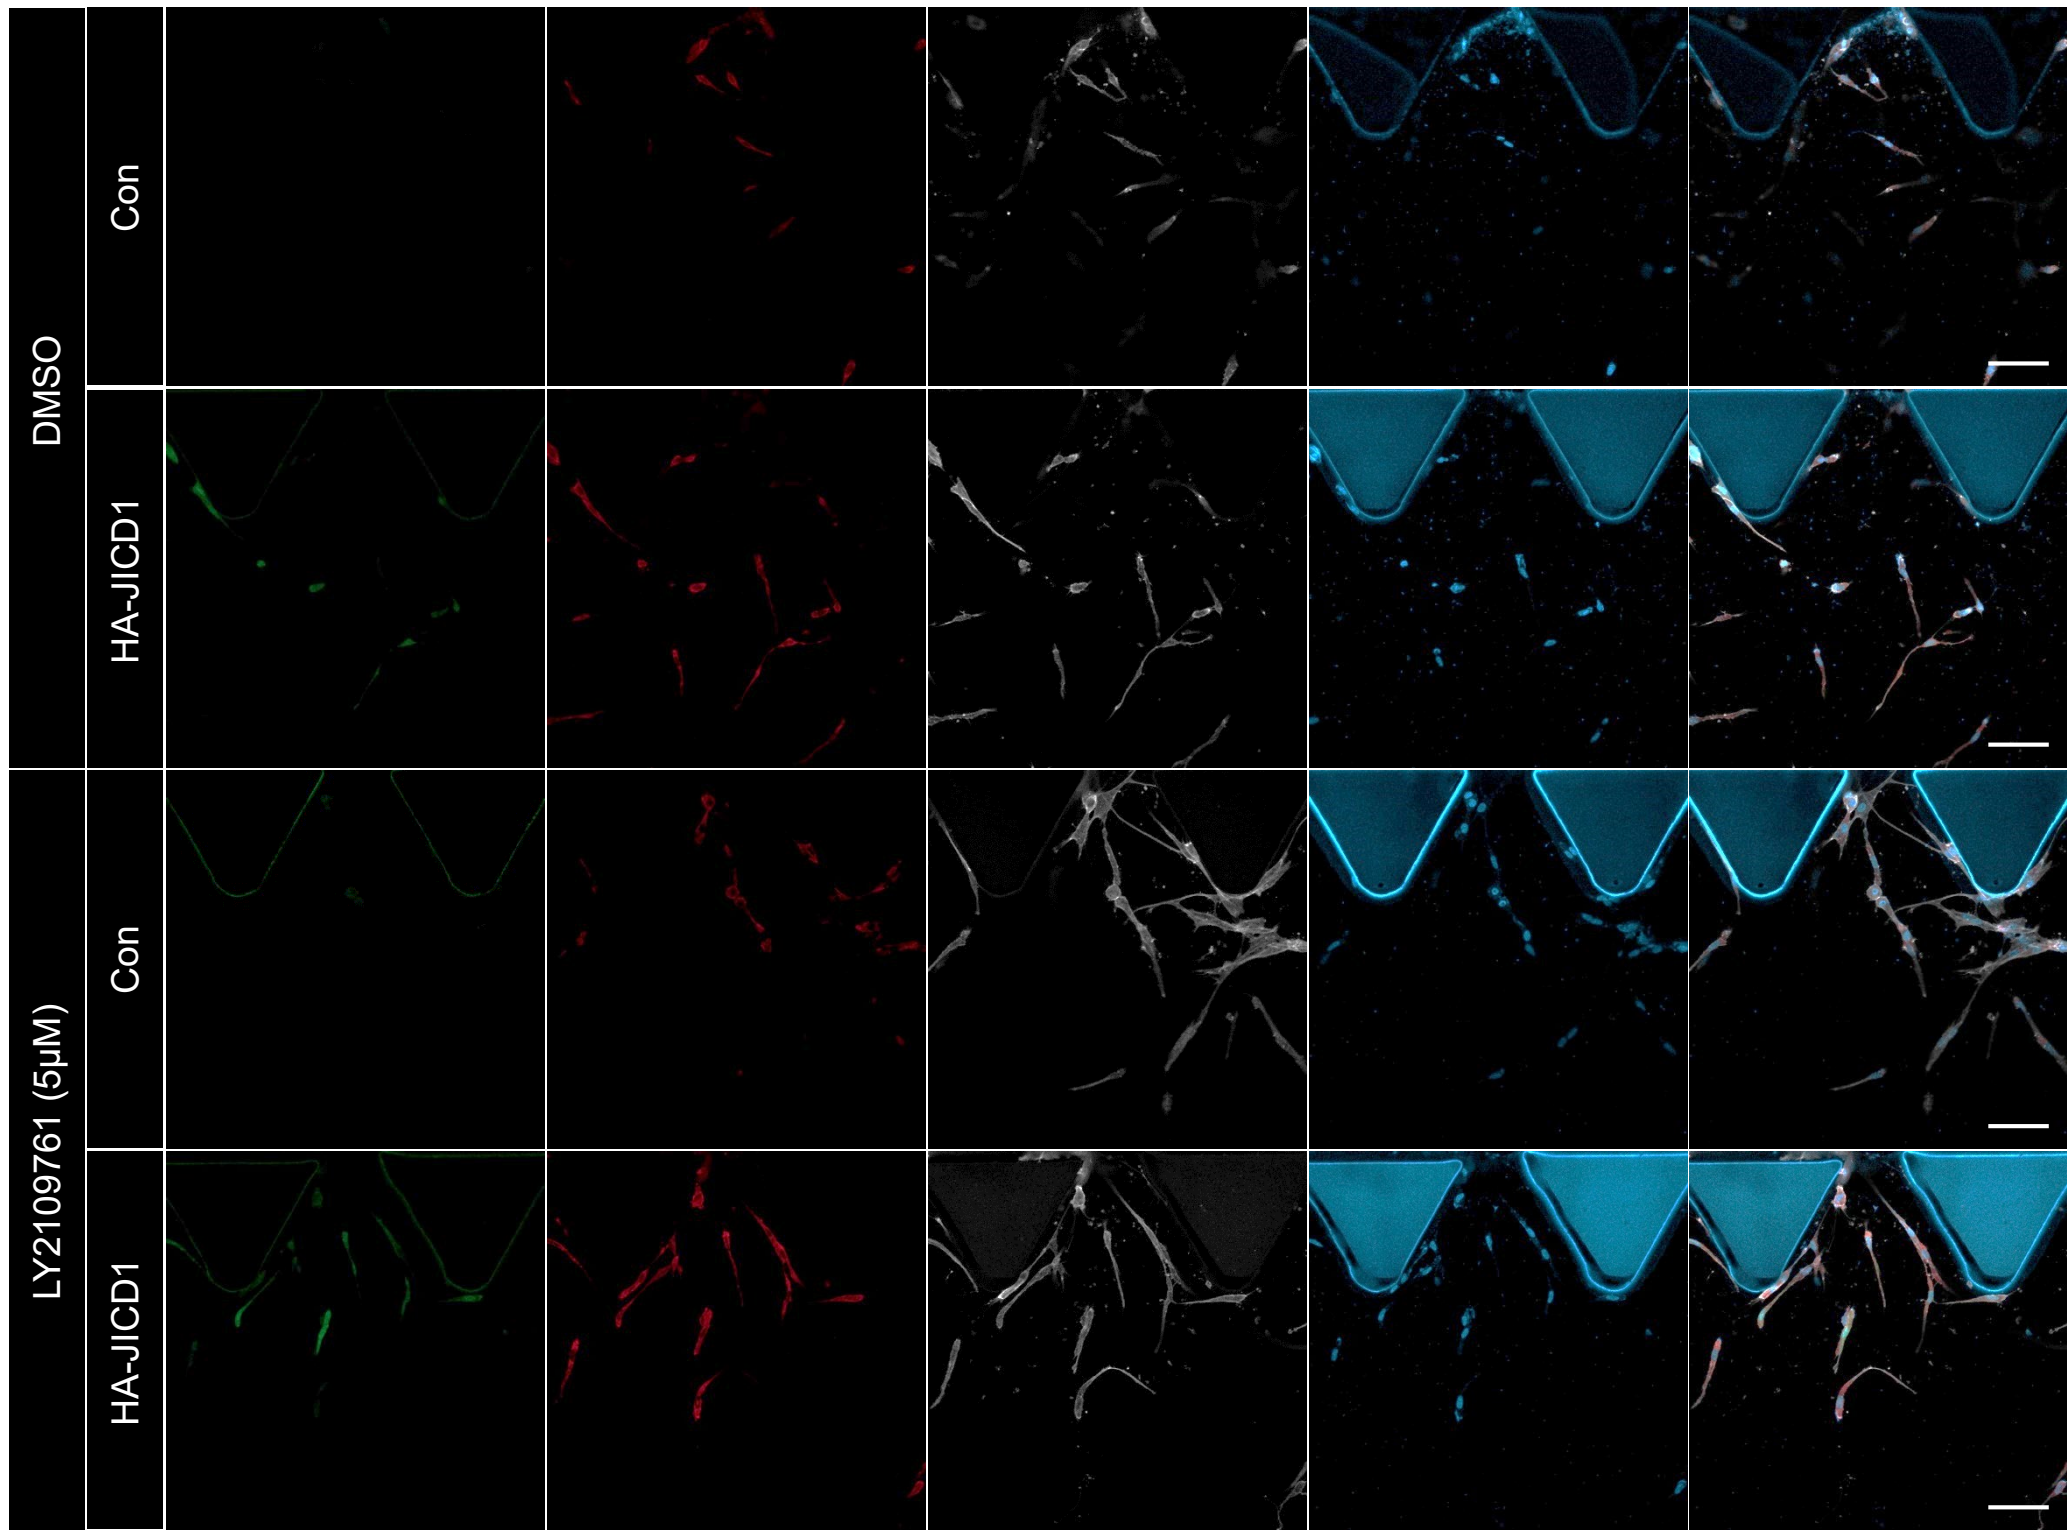

**Supplementary Fig. S8**  $\alpha$ -SMA expression of SB431542- or LY2109761-treated U87MG control and JICD1-overexpressing cells on 3D cell culture chips, Related to Fig. 3

Immunofluorescence showing  $\alpha$ -SMA expression in migrated U87MG control and HA-JICD1-overexpressing cells treated with (A) SB431542 and (B) LY2109761 in 3D cell culture chips. Scale bar = 100  $\mu$ m.

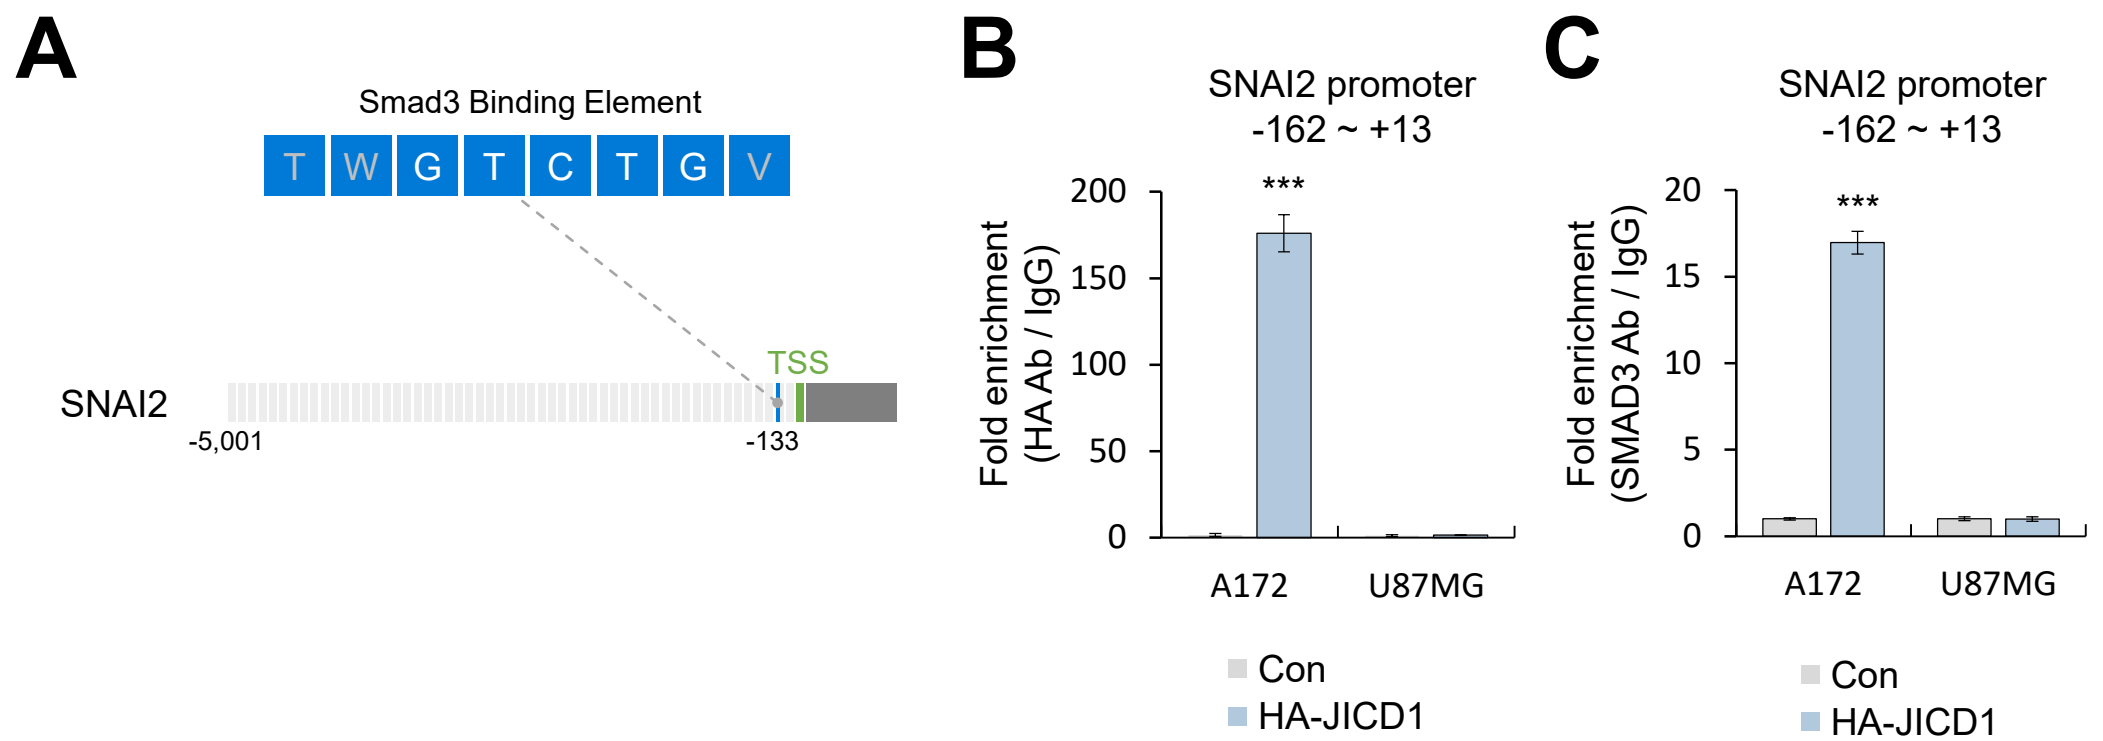

**Supplementary Fig. S9** ChIP assay of EMT-TFs upregulated by JICD1 transcriptional complex, Related to Fig. 4

(A) A schematic diagram of a SMAD3 binding element (TWGTCTGV) in the *SNAI2* promoter.

(B-C) ChIP-PCR analysis of HA-JICD1 (B) and SMAD3 (C) engagement with the SMAD3 binding motif at the *SNAI2* promoter in A172 and U87MG control and HA-JICD1-overexpressing cells. \*\*\* $p < 0.001$ .

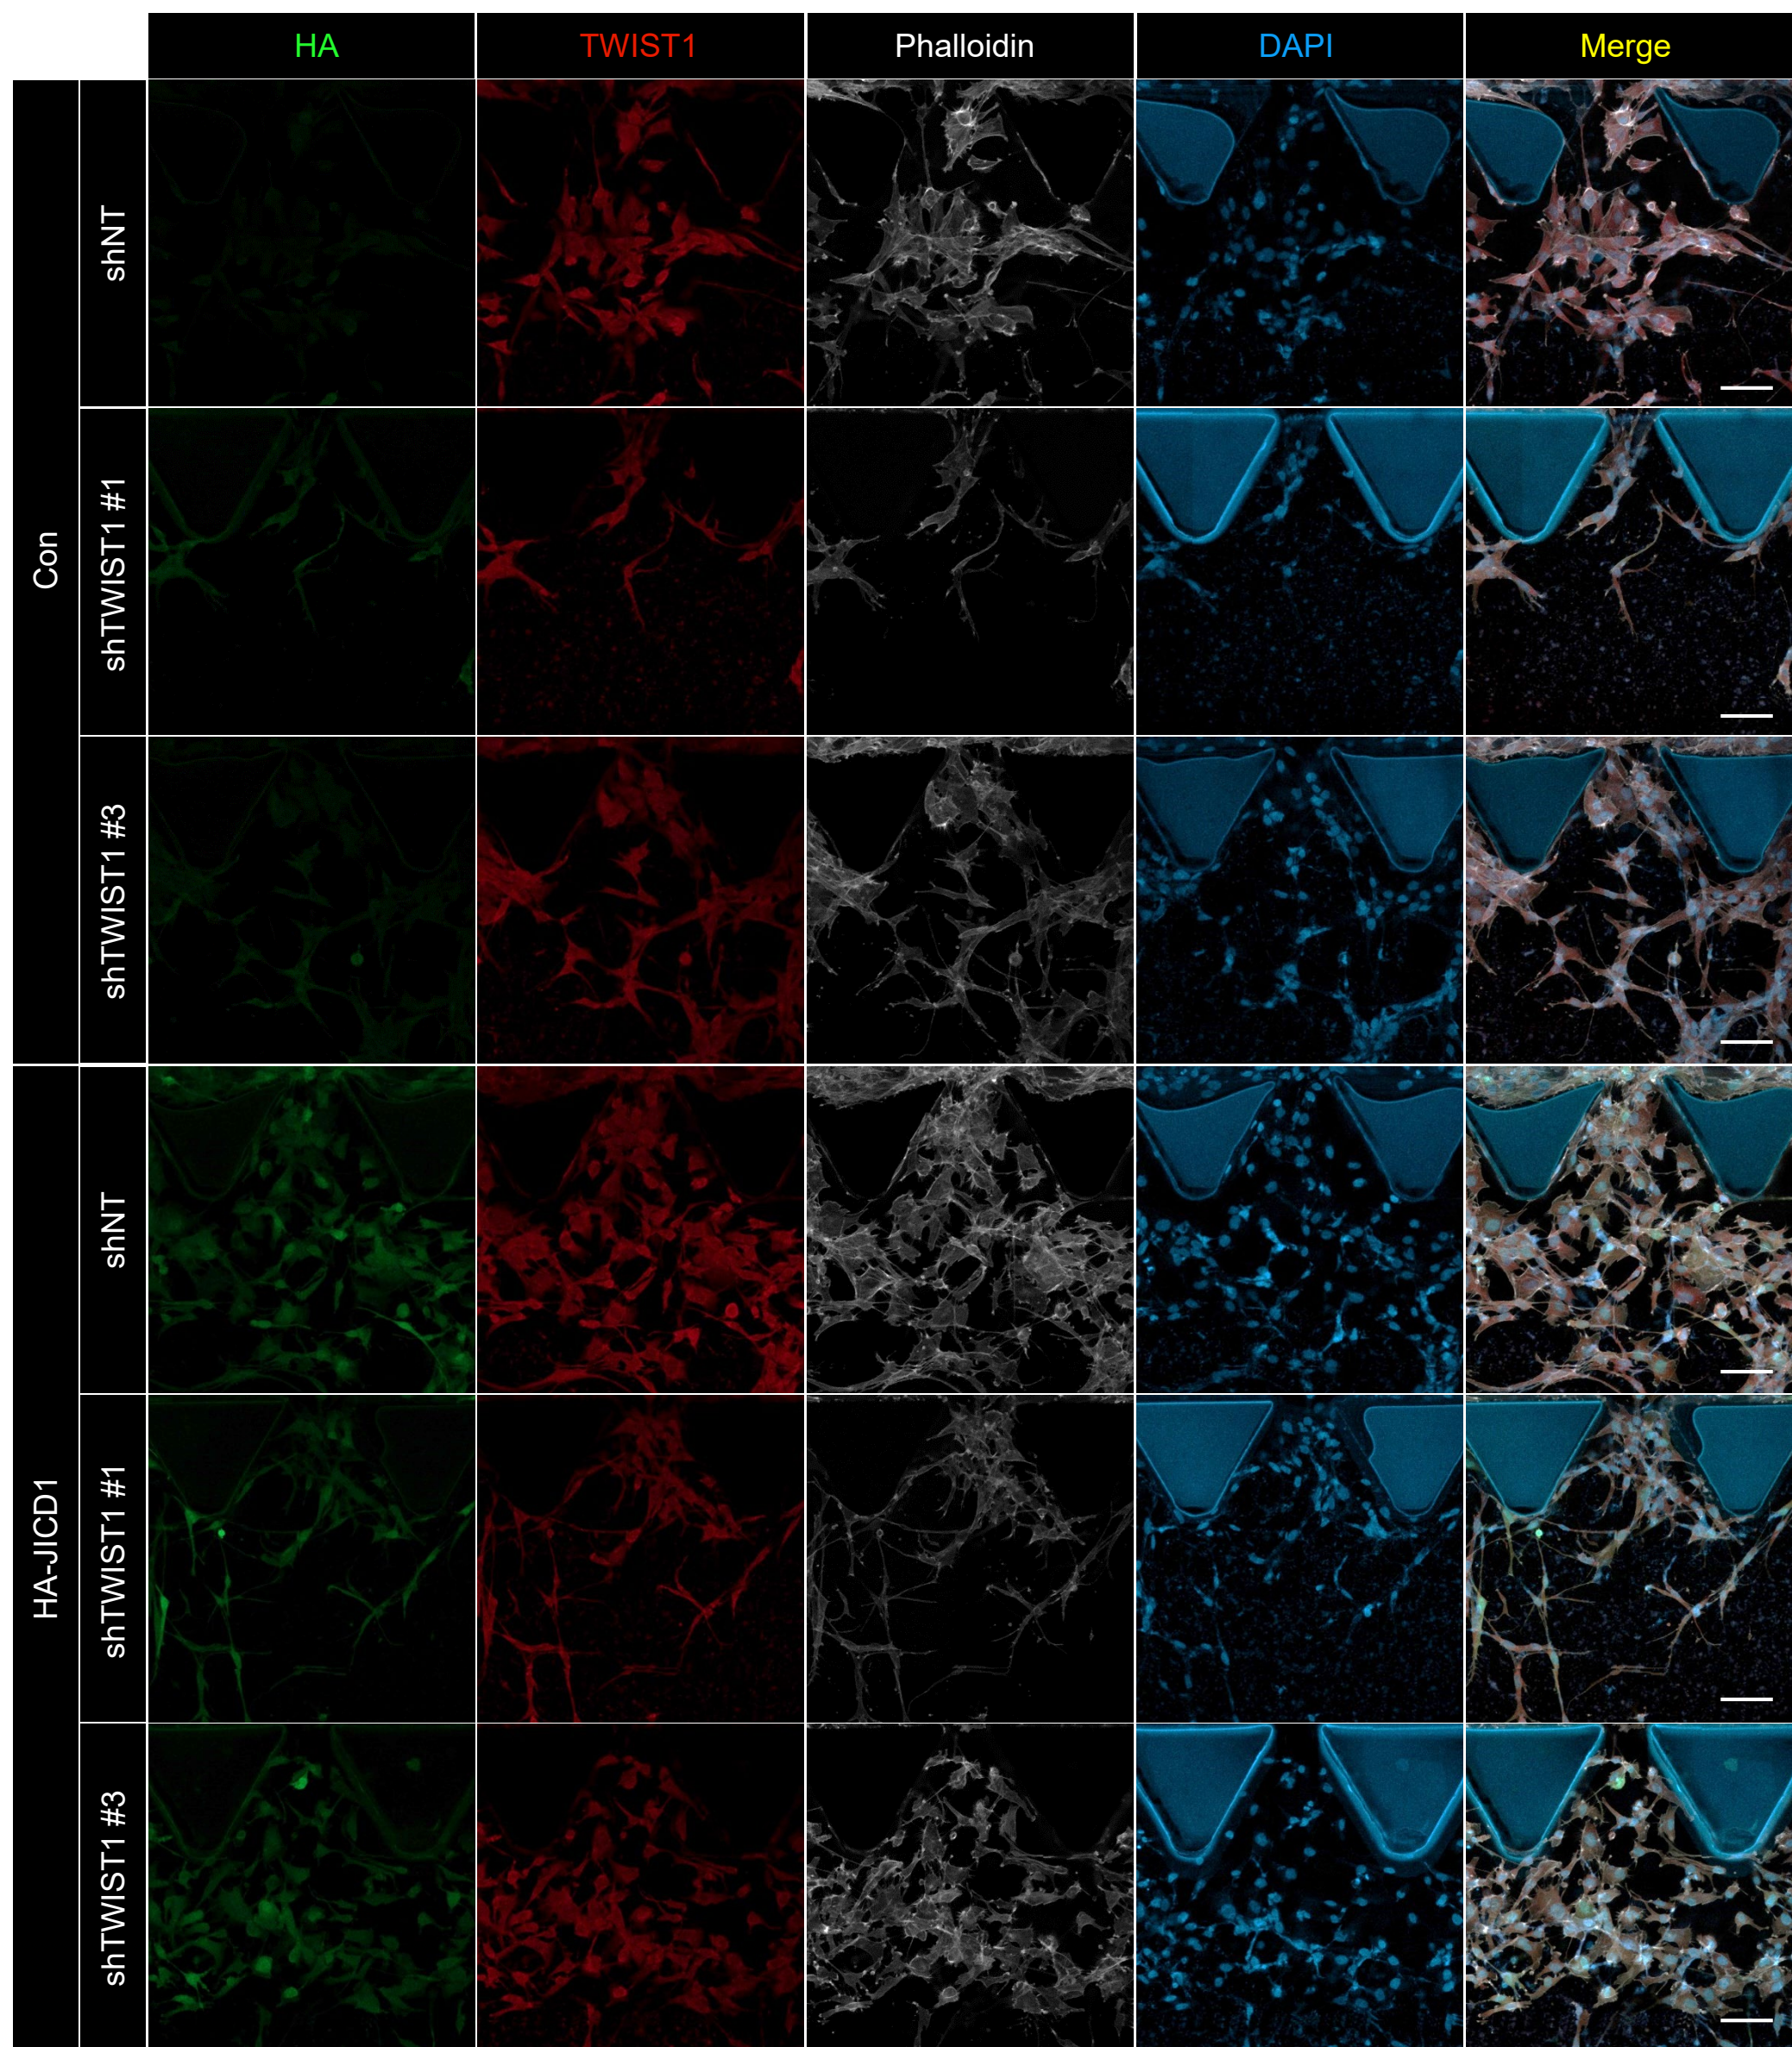

**Supplementary Fig. S10** TWIST1 expression in TWIST1 silenced-A172 control and JICD1-overexpressing cells on 3D cell culture chips, Related to Fig. 4

Immunofluorescence showing TWIST1 expression of migrated cells in A172 control and HA-JICD1 overexpressing cells with shTWIST1 using 3D cell culture chips. Scale bar = 100  $\mu$ m.

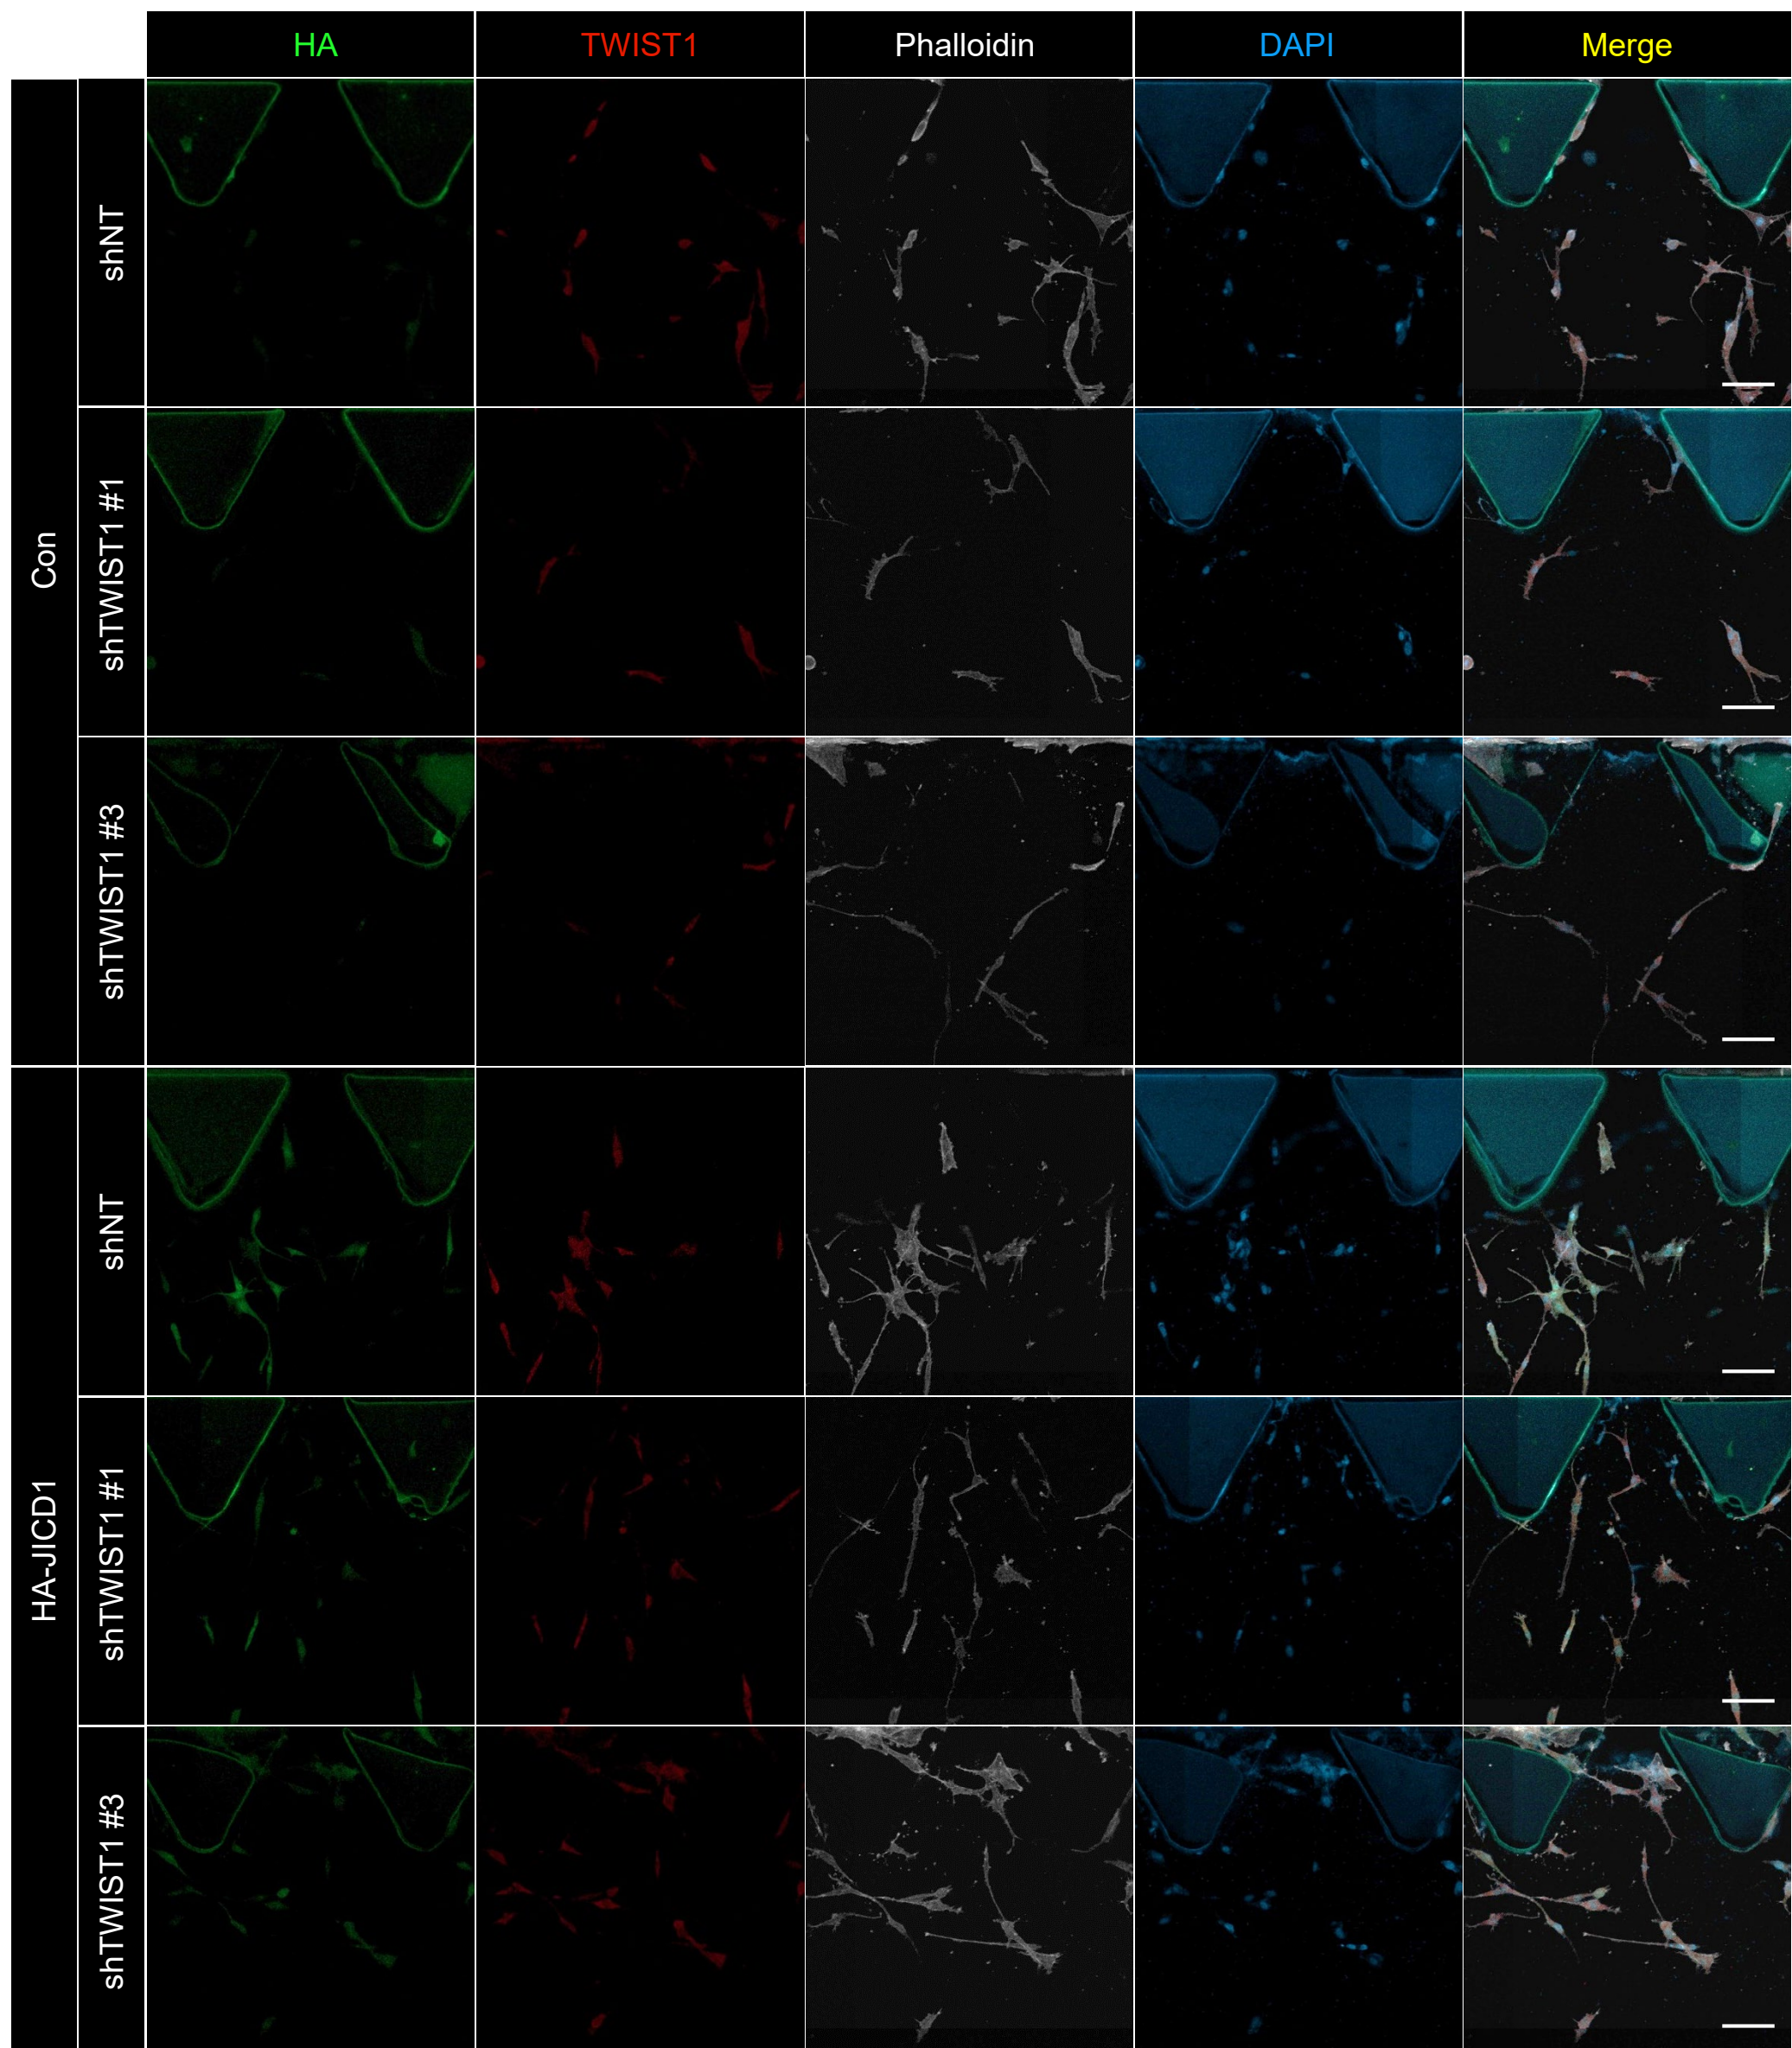

**Supplementary Fig. S11** TWIST1 expression in TWIST1 silenced-U87MG control and JICD1-overexpressing cells on 3D cell culture chips, Related to Fig. 4

Immunofluorescence showing TWIST1 expression of migrated cells in U87MG control and HA-JICD1 overexpressing cells with shTWIST1, using 3D cell culture chips. Scale bar = 100  $\mu$ m.

**A**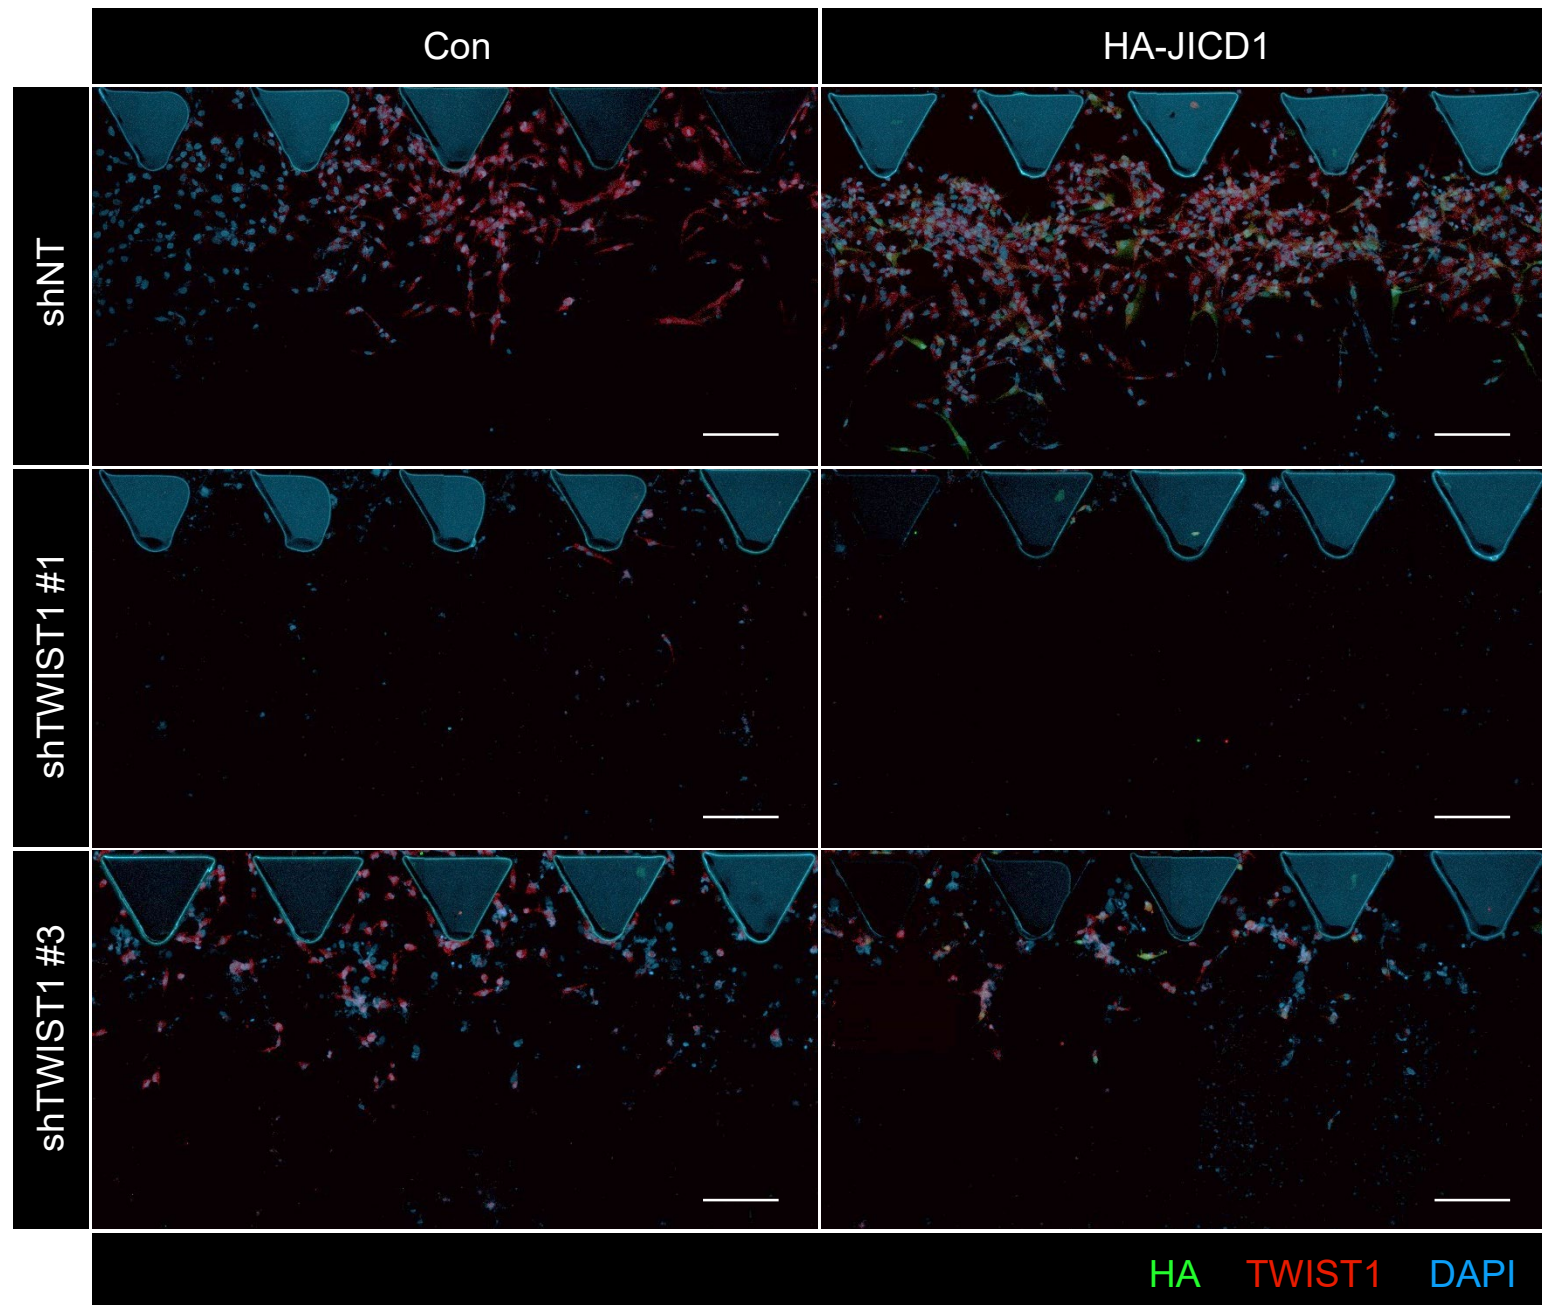**B**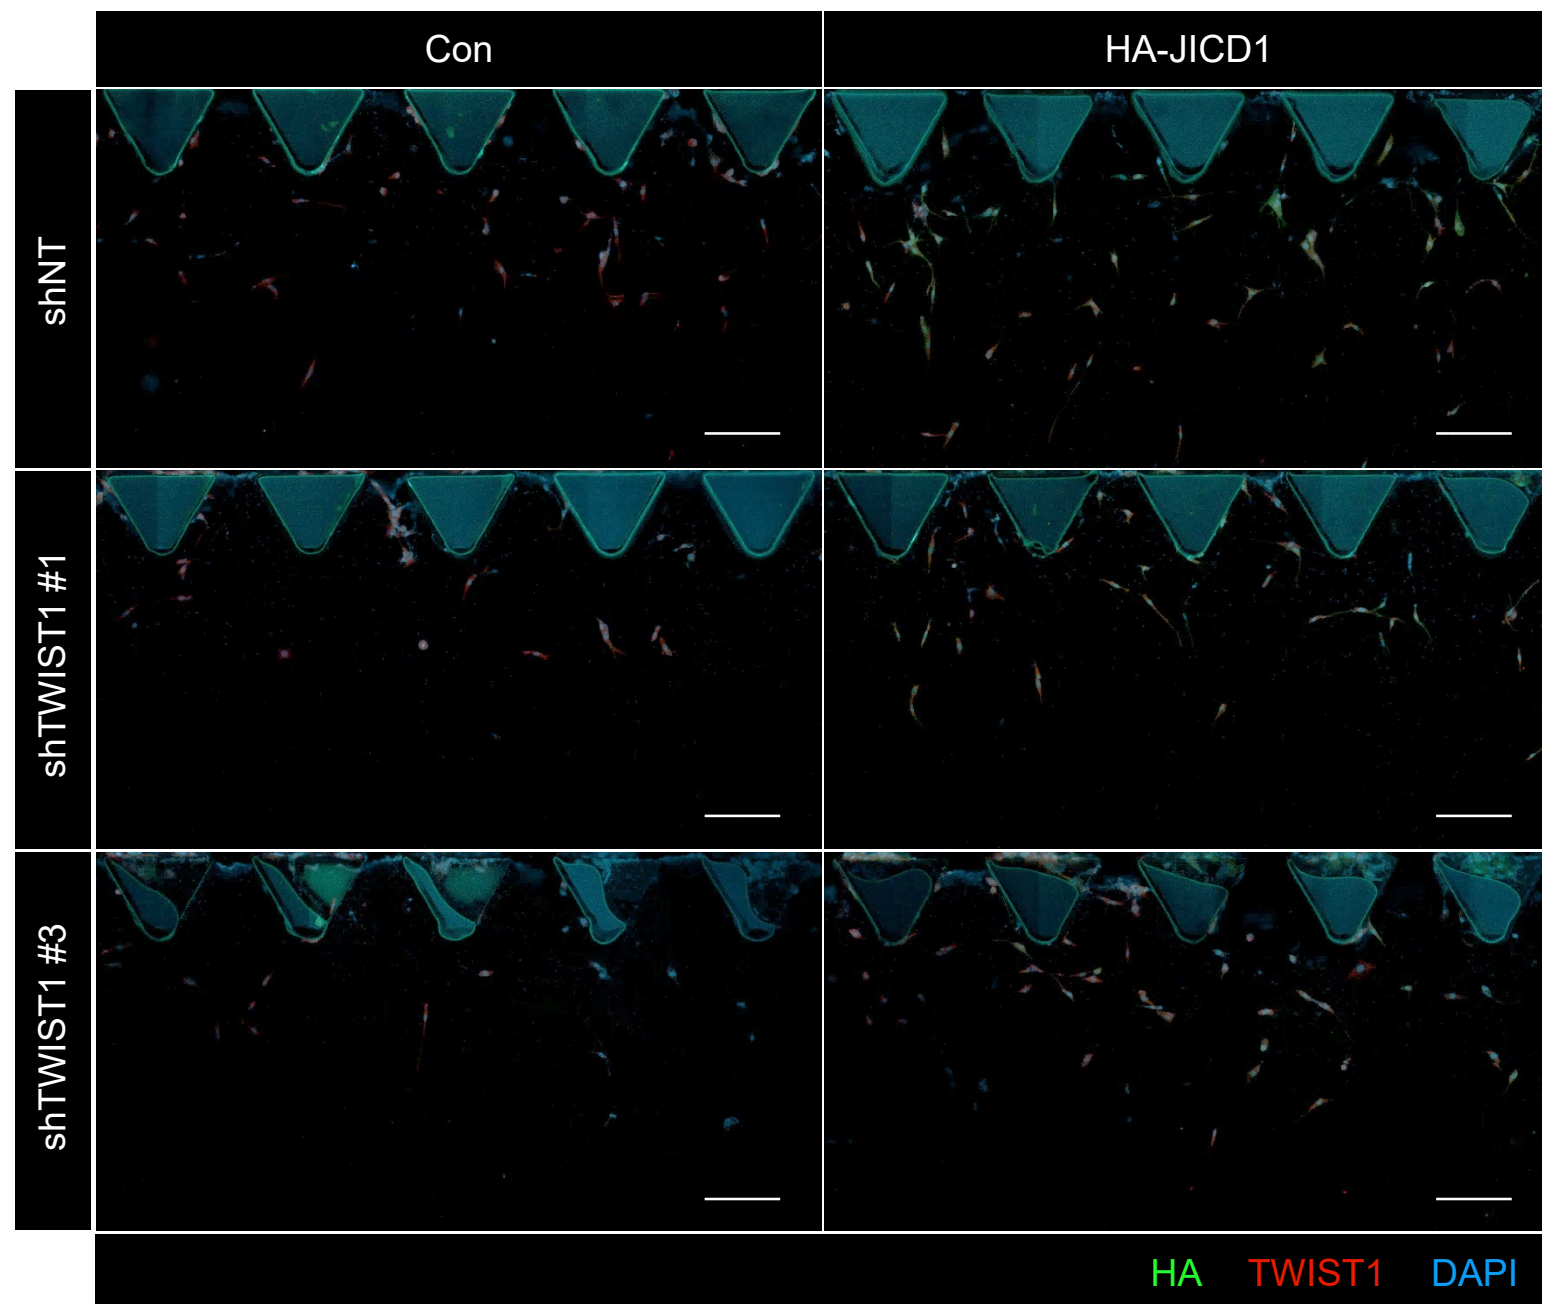

**Supplementary Fig. S12** 3D cell migration assay of control and JICD1-overexpressing cells after TWIST1 knockdown, Related to Fig. 4

Immunofluorescence showing HA-JICD1 expression of migrated cells in A172 (A) and U87MG (B) control and HA-JICD1-overexpressing cells with TWIST1 knockdown, using 3D cell culture chips. Scale bar = 200  $\mu$ m.

**A**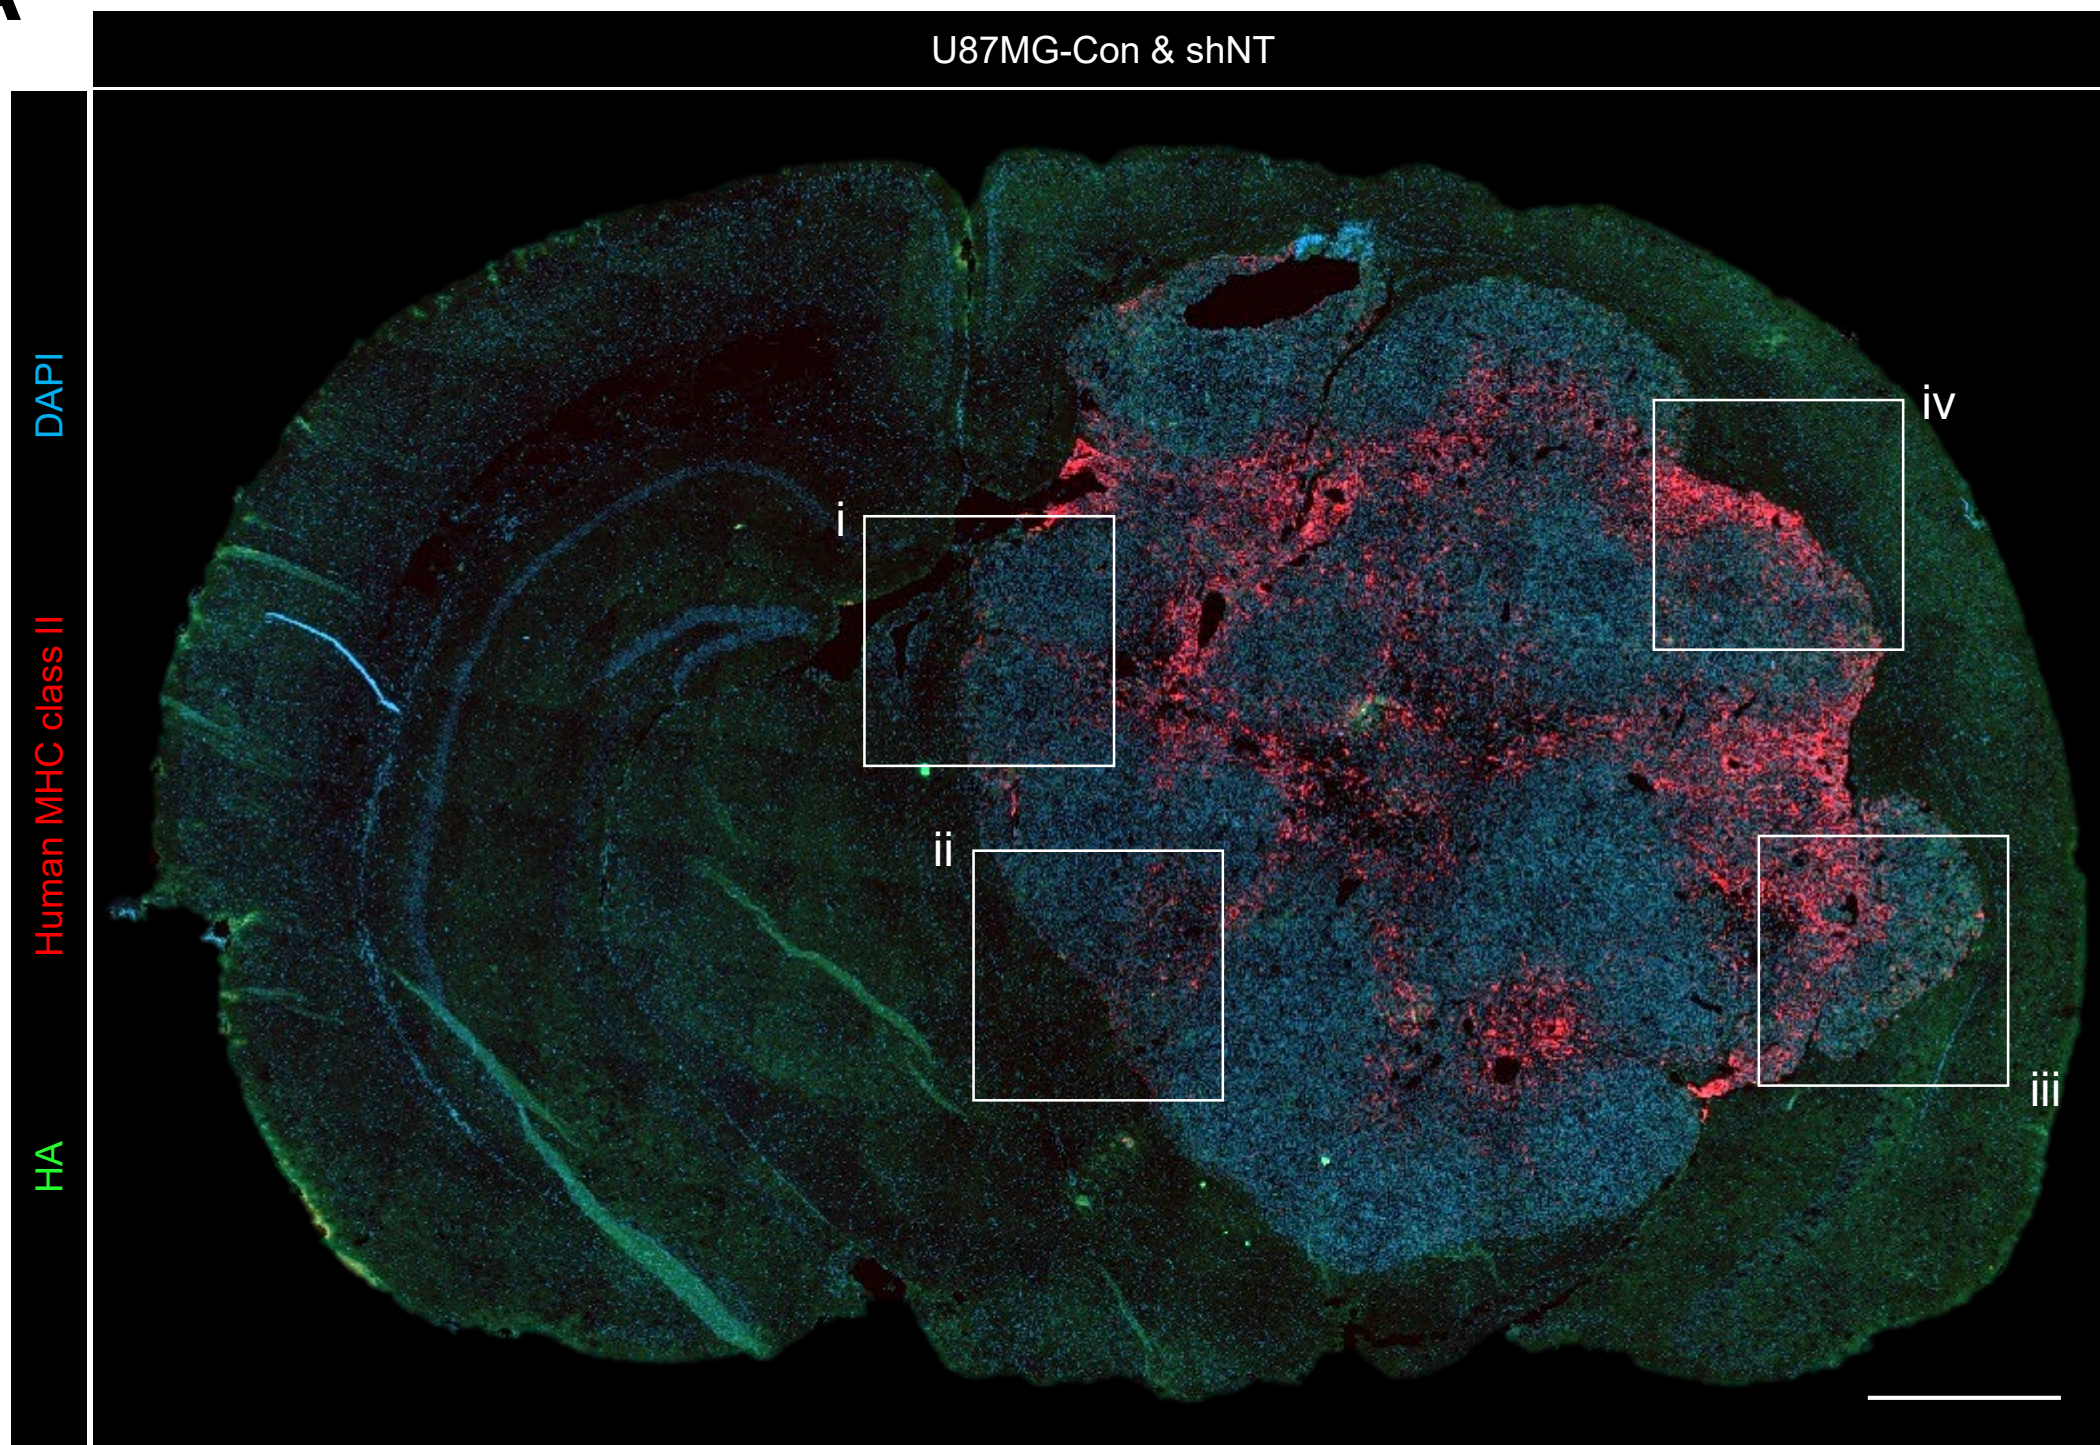**B**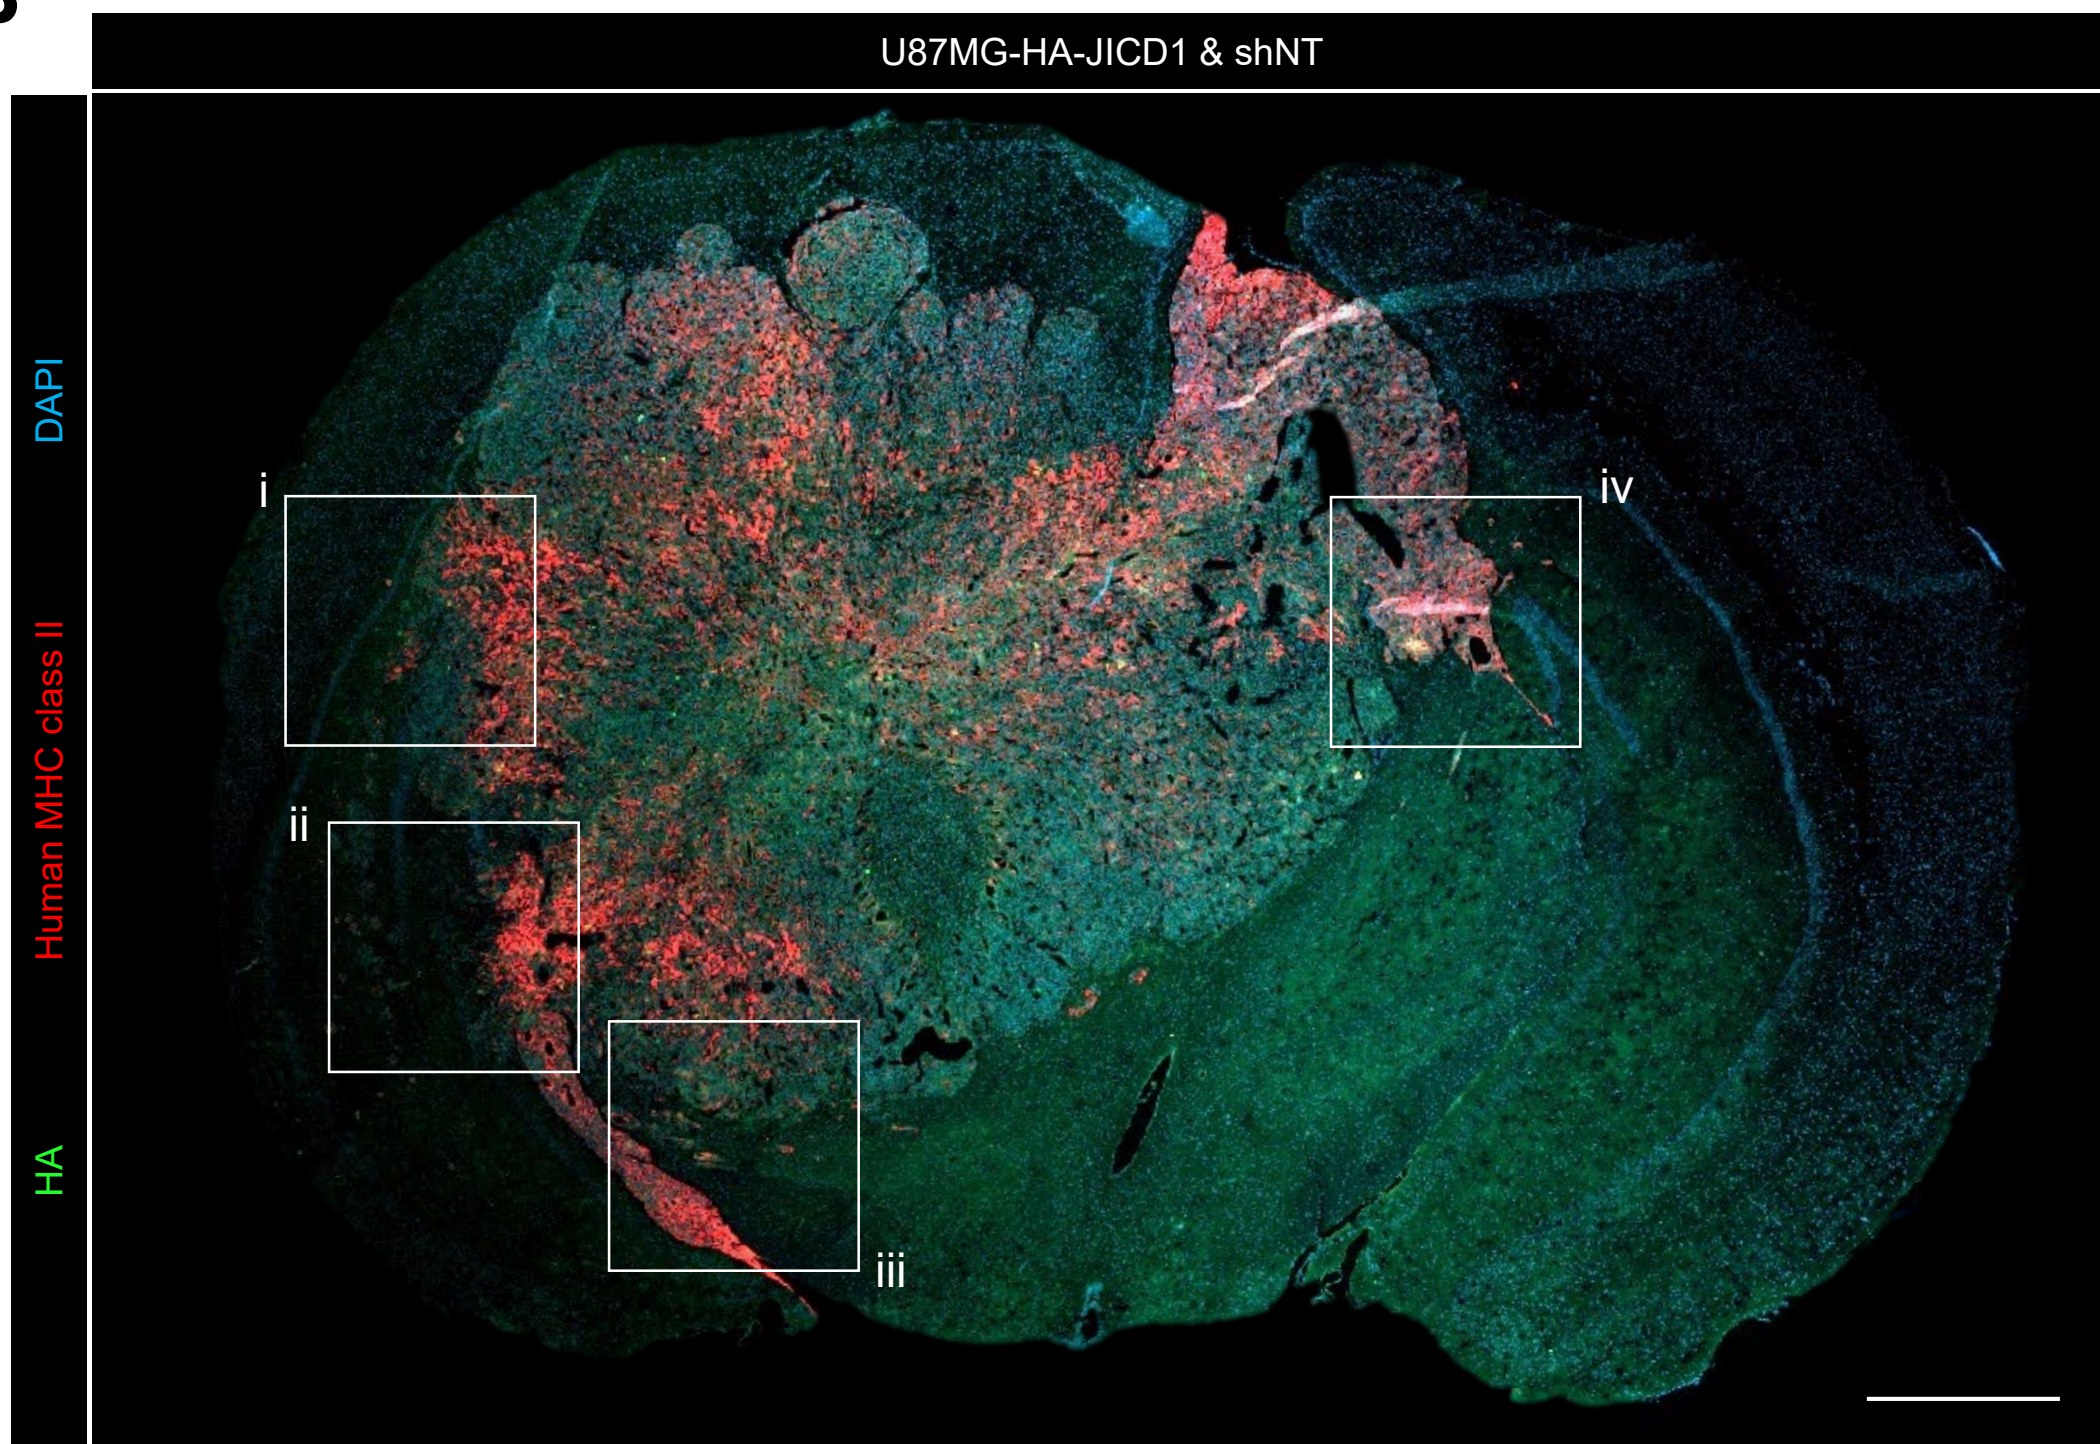

**C**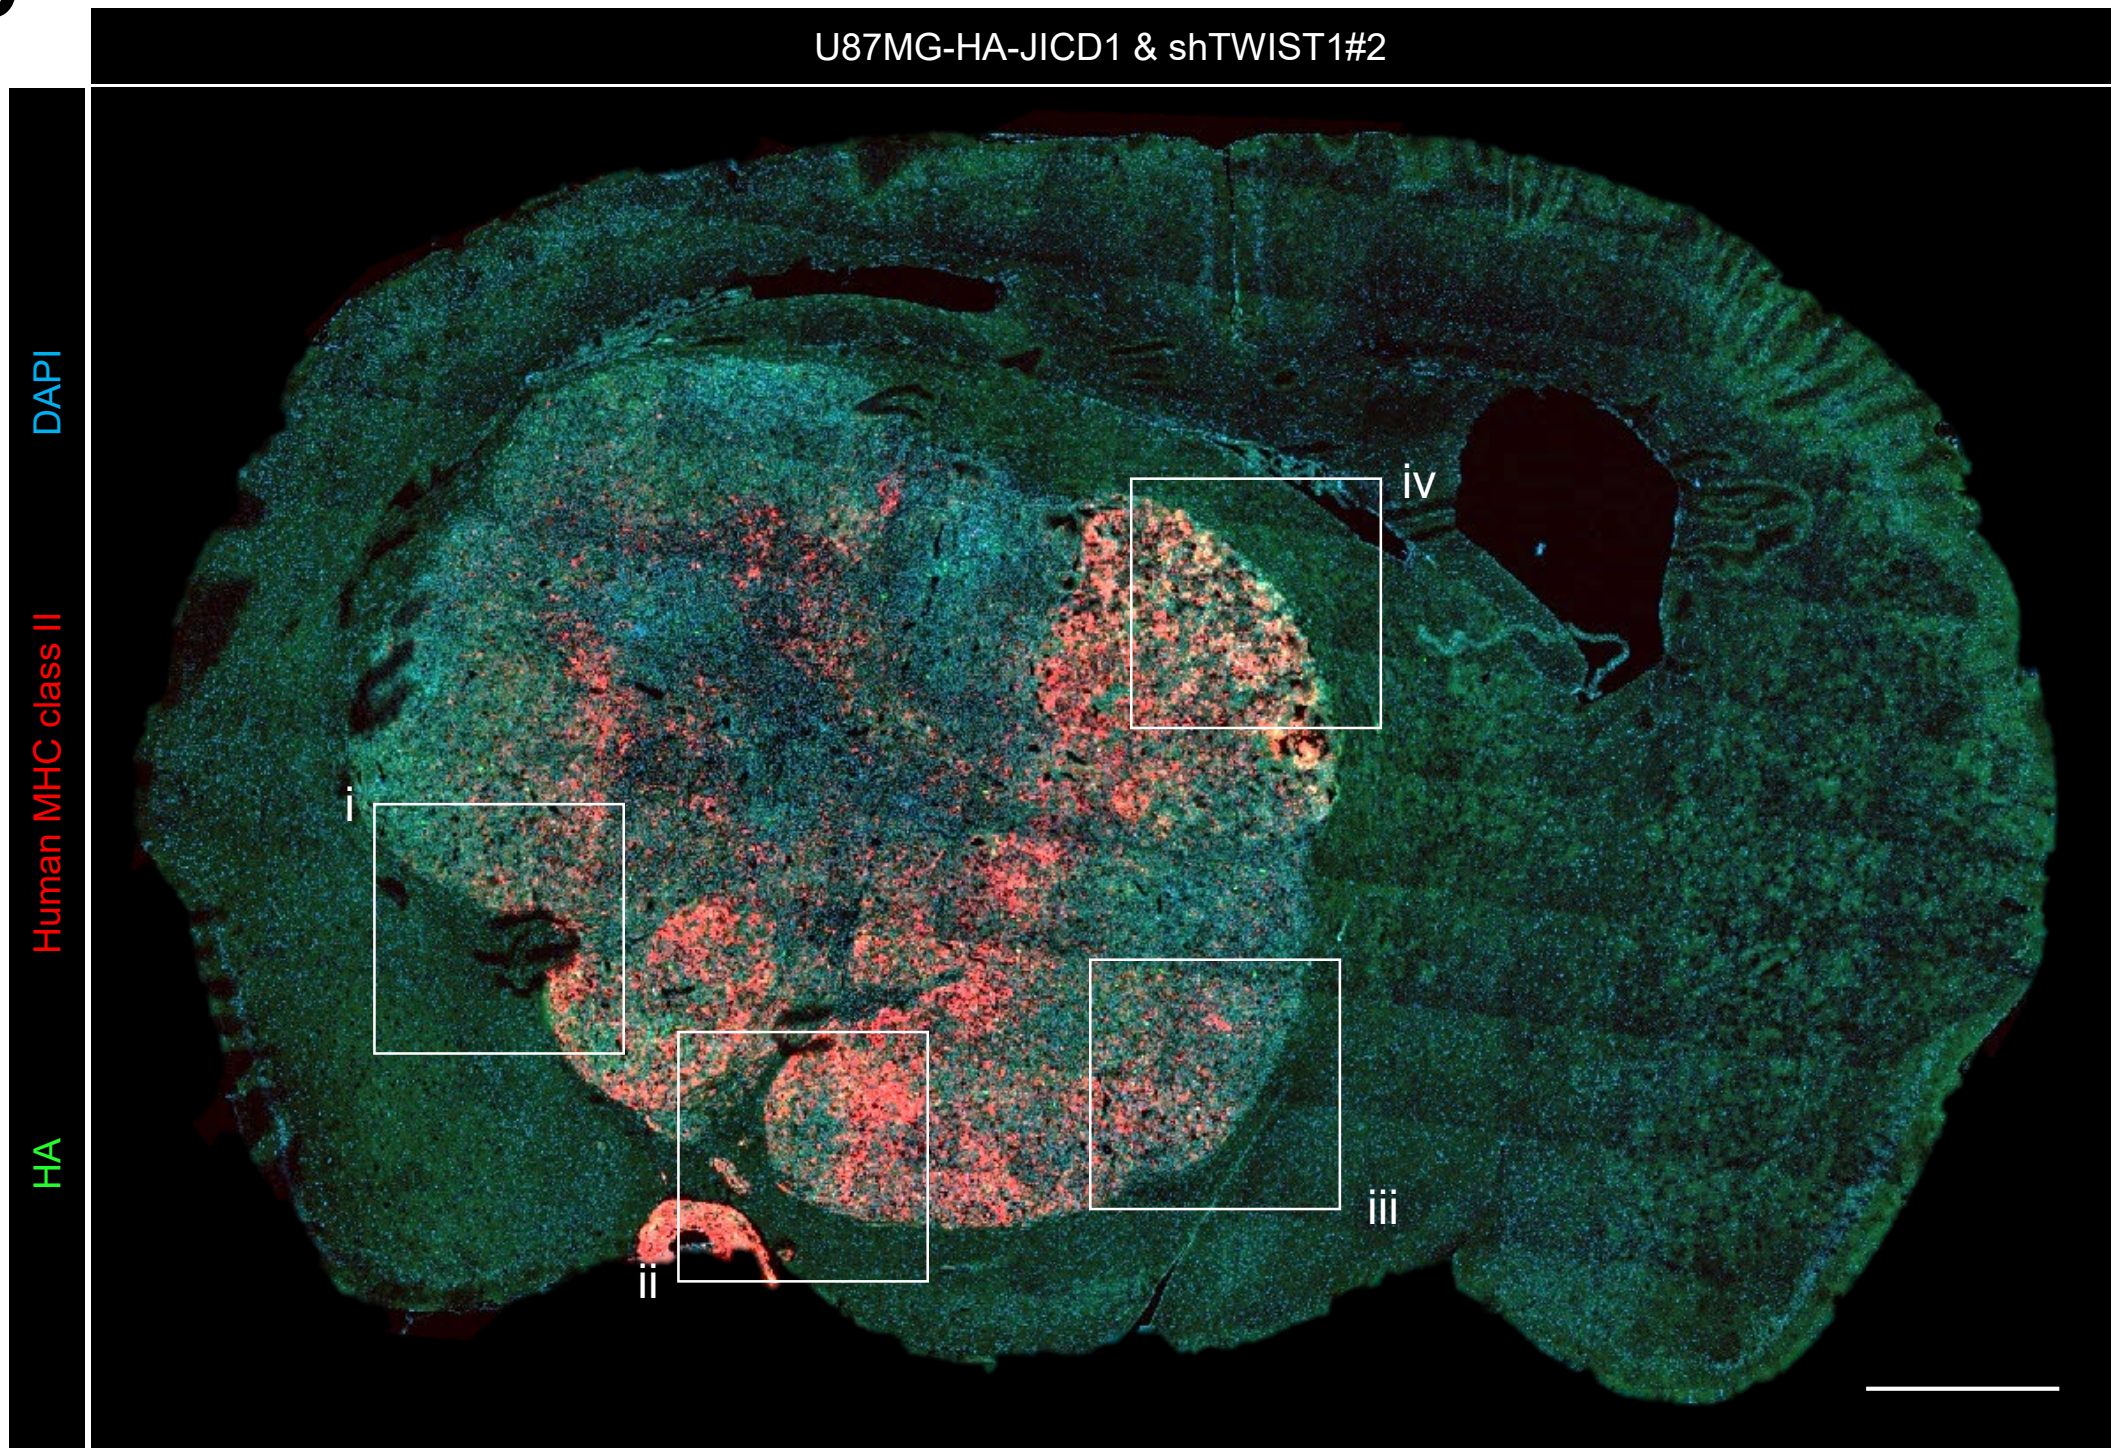

**Supplementary Fig. S13** Immunofluorescence of mouse whole-brain section showing invasive tumor margin, Related to Fig. 5

Immunofluorescence showing mouse whole-brain sections after intracranial injection of U87MG control (A), HA-JICD1-overexpressing cells without (B) and with TWIST1 knockdown (C). White squares indicate the tumor margin regions in Figure 5C. Scale bar = 1000  $\mu$ m.

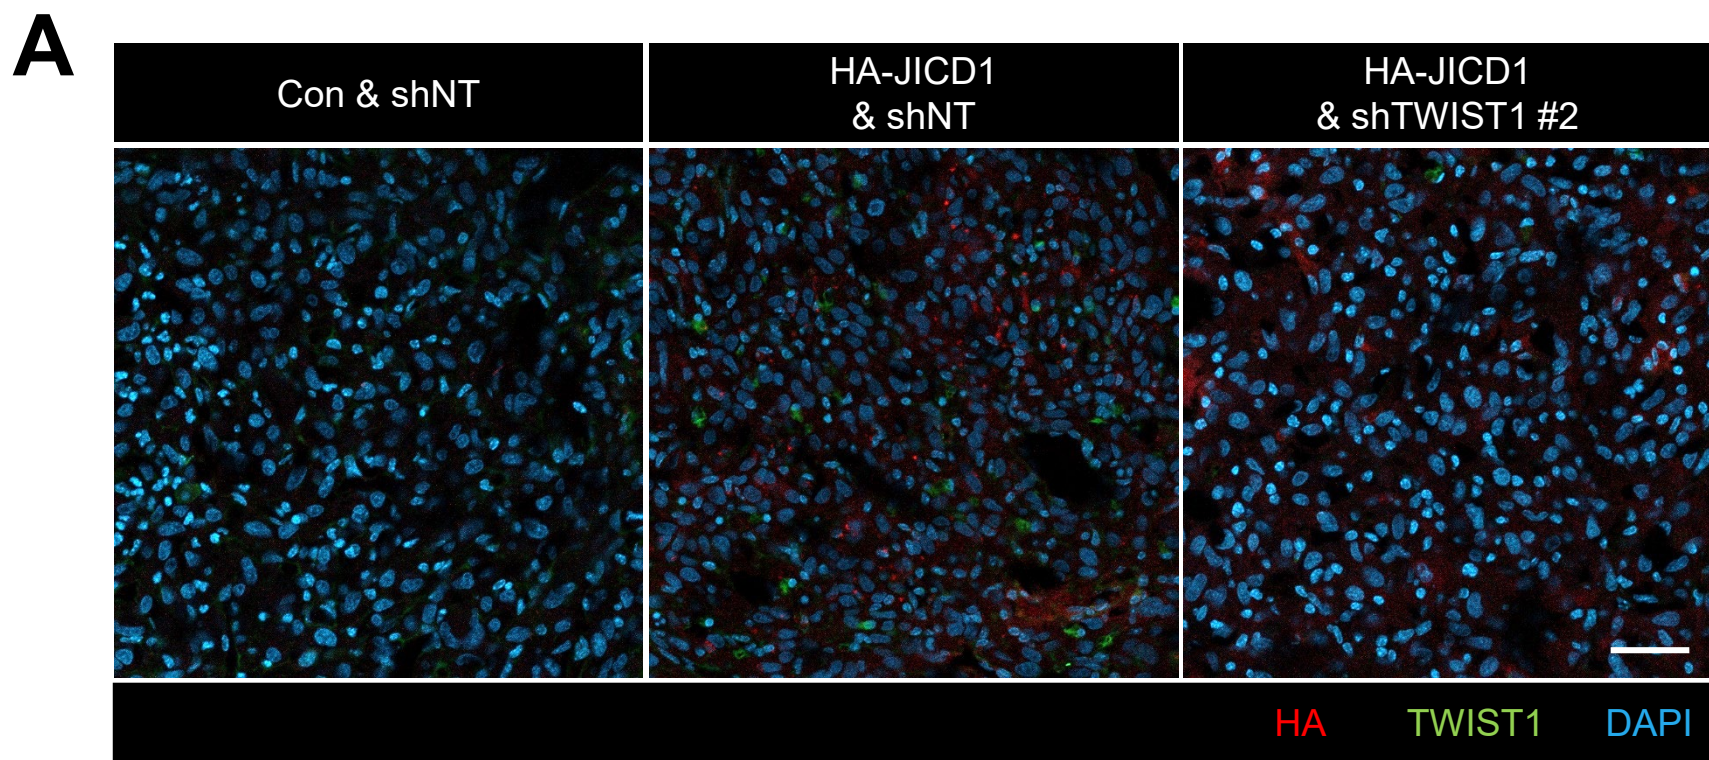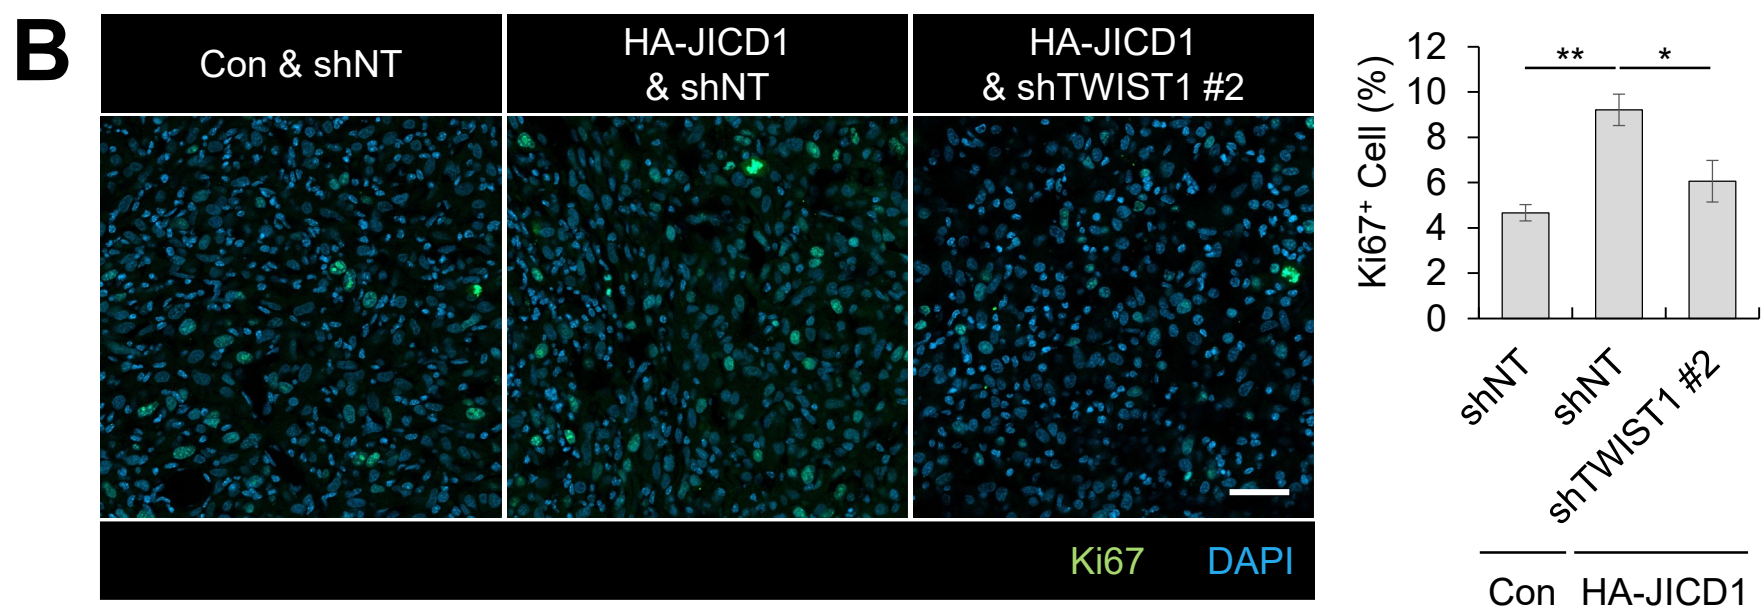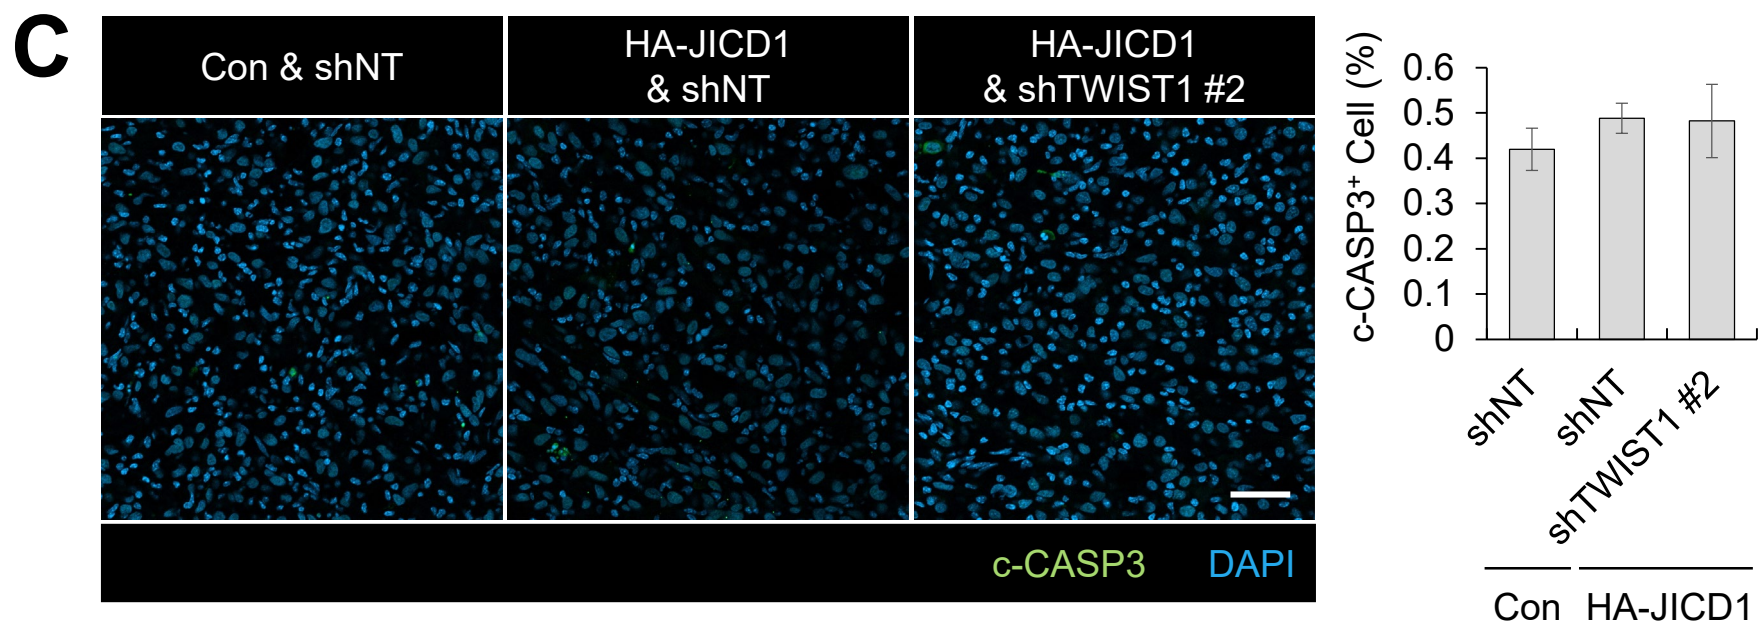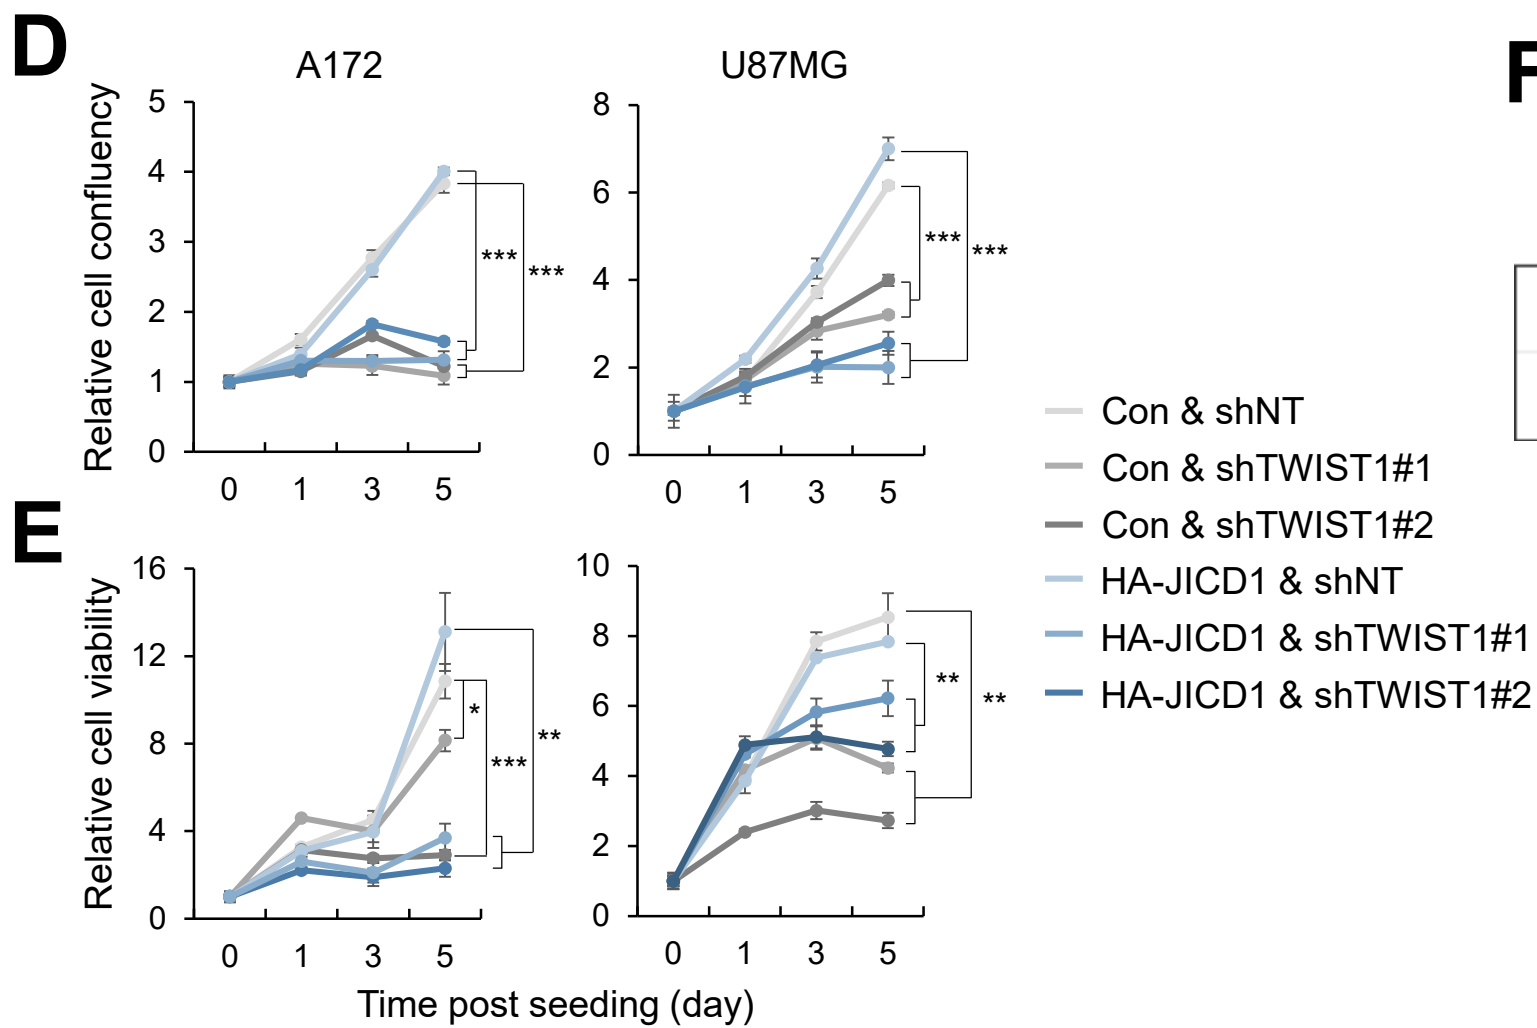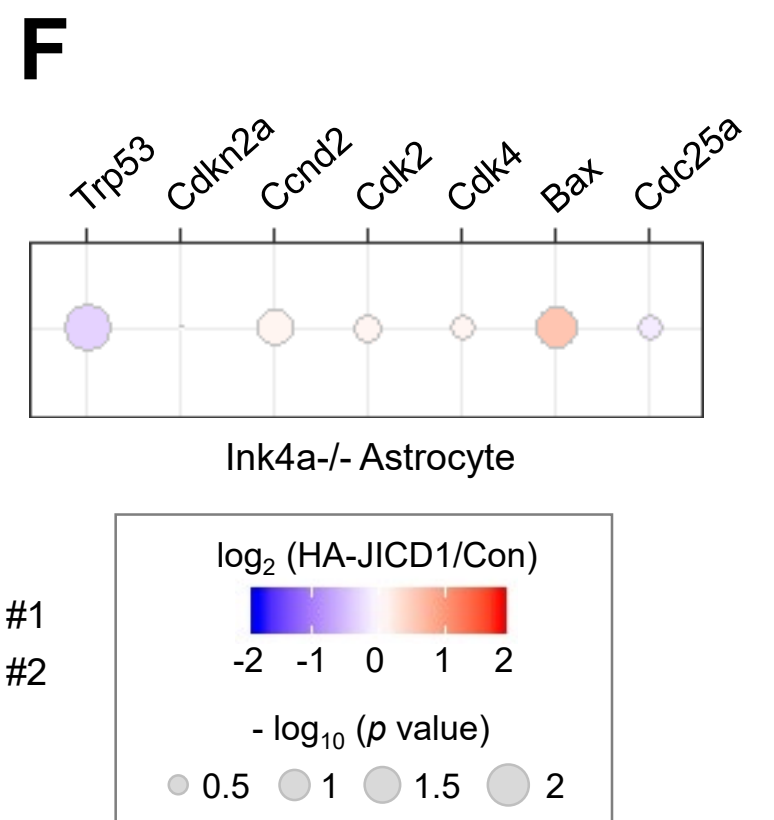

**Supplementary Fig. S14** Histological characteristics of JICD1-overexpressing cells with or without TWIST1 knockdown, Related to Fig. 5

(A) Immunofluorescence showing TWIST1 expression in mouse brain sections after intracranial injections of U87MG control and HA-JICD1-overexpressing cells with TWIST1 knockdown. Scale bar = 100  $\mu$ m.

(B-C) Immunofluorescence images for Ki67 (B) and cleaved caspase3 (c-CASP3) (C). Scale bar = 100  $\mu$ m. The bar graphs represent means  $\pm$  SEM.

(D) Relative cell confluency of A172 and U87MG control and HA-JICD1-overexpressing cells with shTWIST1. \*\*\* $p < 0.001$ .

(E) Relative cell viability of A172 and U87MG control and HA-JICD1-overexpressing cells with shTWIST1. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

(F) A heatmap showing the mRNA expression of TWIST1-regulated cell proliferation and cell death gene in control and HA-JICD1-overexpressing Ink4a/Arf<sup>-/-</sup> astrocytes.

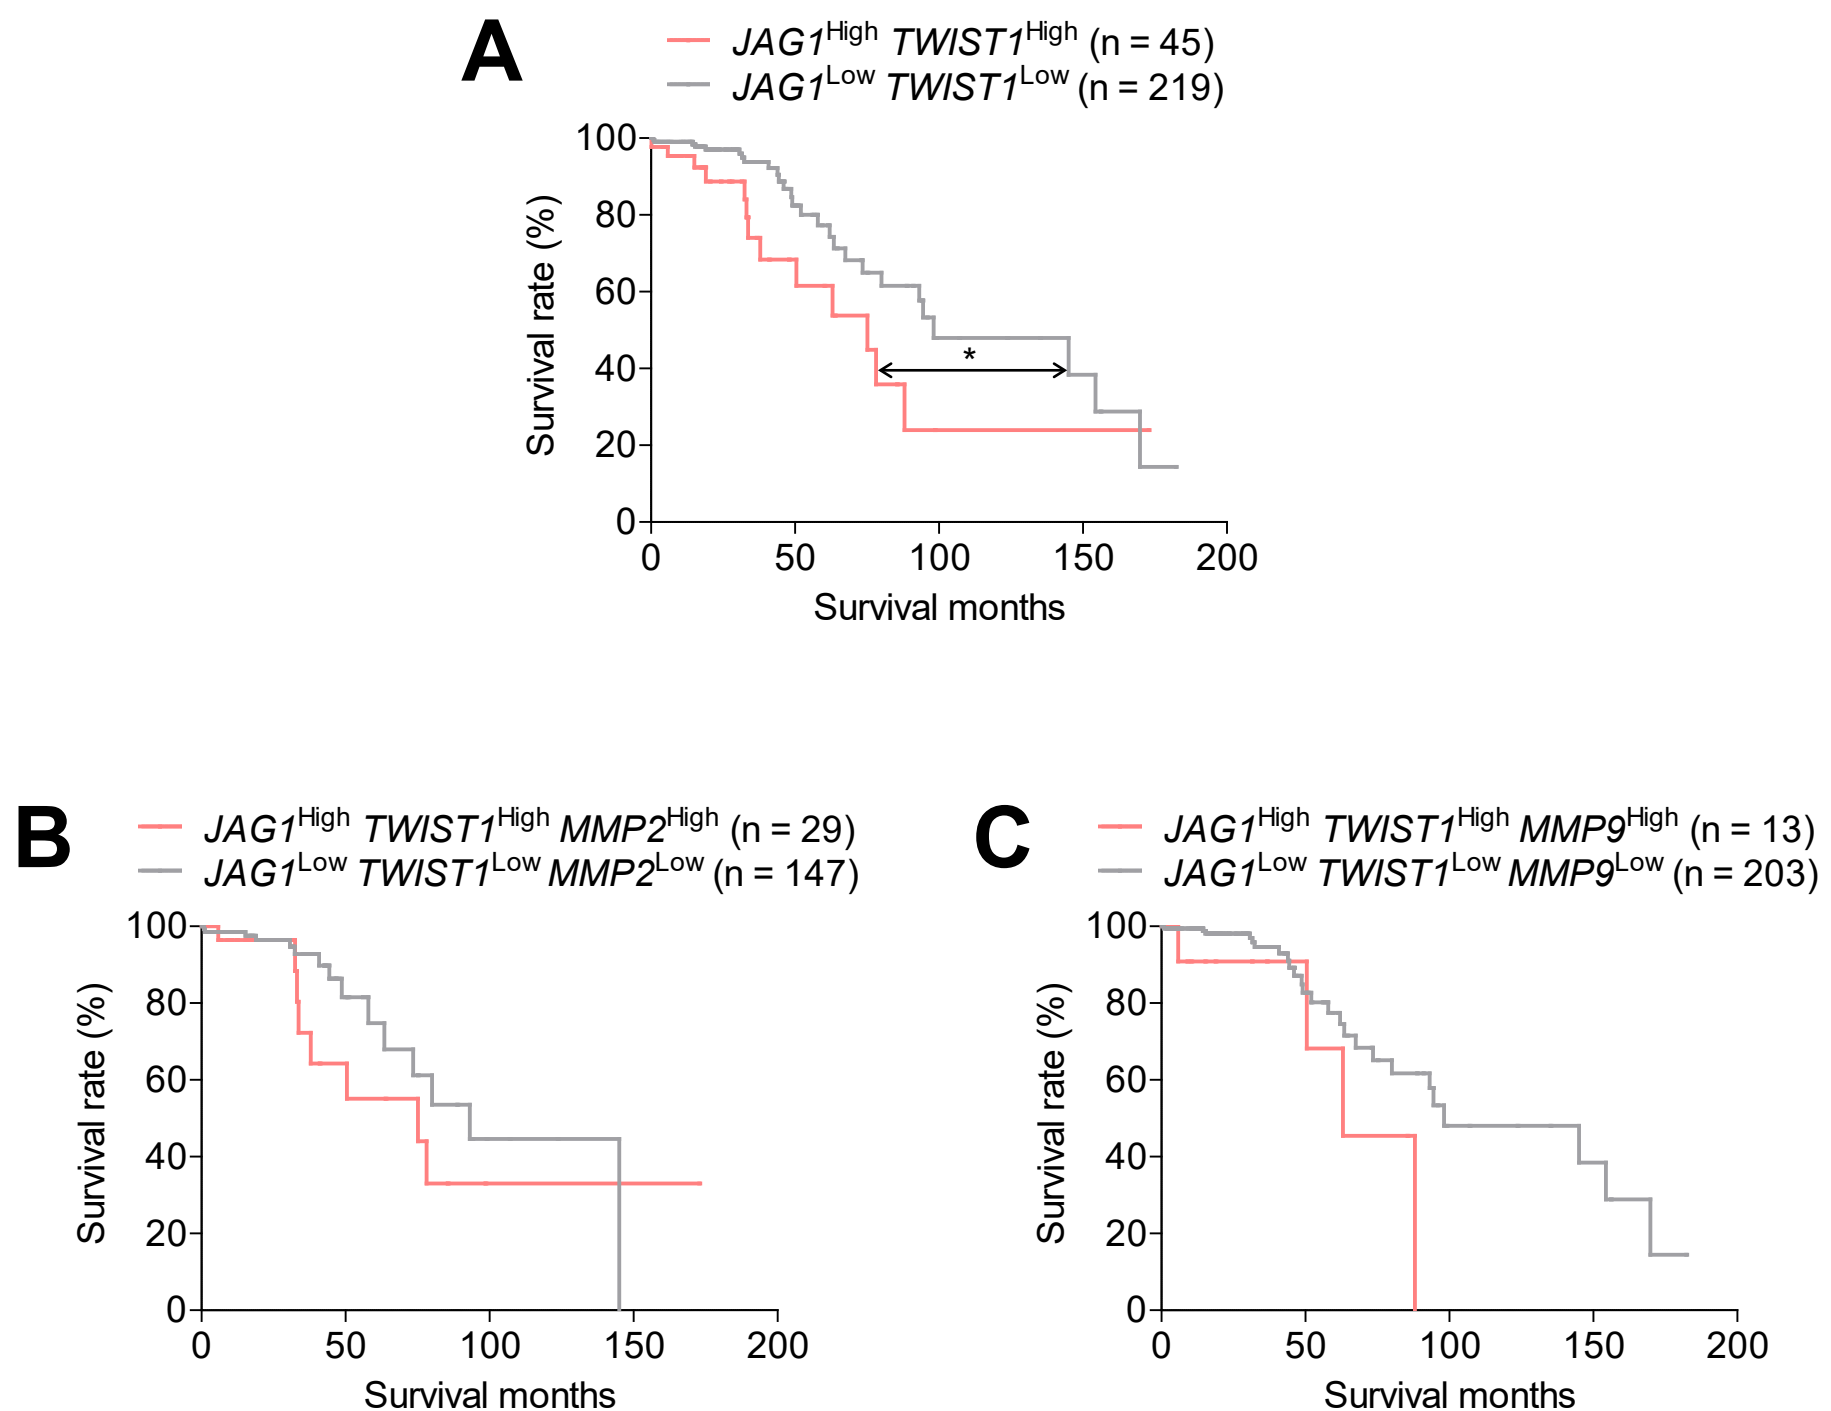

**Supplementary Fig. S15** Survival rate of patients with IDH-mutant glioma according to JAG1, TWIST1, MMP2 and MMP9 expression. Related to Fig. 6

(A) Survival rate of patients with IDH-mutant glioma according to JAG1 and TWIST1 expression. The patients were divided into two groups: JAG1-high and TWIST1-high vs JAG1-low and TWIST1-low, based on mRNA expression levels (mean  $\pm$  SEM). *P*-values were calculated using a log-rank (Mantel-Cox) test. \**p* < 0.05.

(B, C) Survival rate of patients with IDH-mutant glioma according to JAG1, TWIST1, MMP2, and MMP9 expression. The patients were divided into two groups: JAG1-high, TWIST1-high, and MMP2-high vs JAG1-low, TWIST1-low, and MMP2-low (B) and JAG1-high, TWIST1-high, and MMP9-high vs JAG1-low, TWIST1-low, and MMP9-low (C) based on mRNA expression (mean  $\pm$  SEM). *P*-values were calculated by a log-rank (Mantel-Cox) test.

# Supplementary material for: Jagged1 intracellular domain/SMAD3 complex transcriptionally regulates TWIST1 to drive glioma invasion
**Source:** Cell Death Dis. 2023 Dec 13;14(12):822. doi: 10.1038/s41419-023-06356-0

# Original Data File

## Original scans of western blots

Fig. 2B

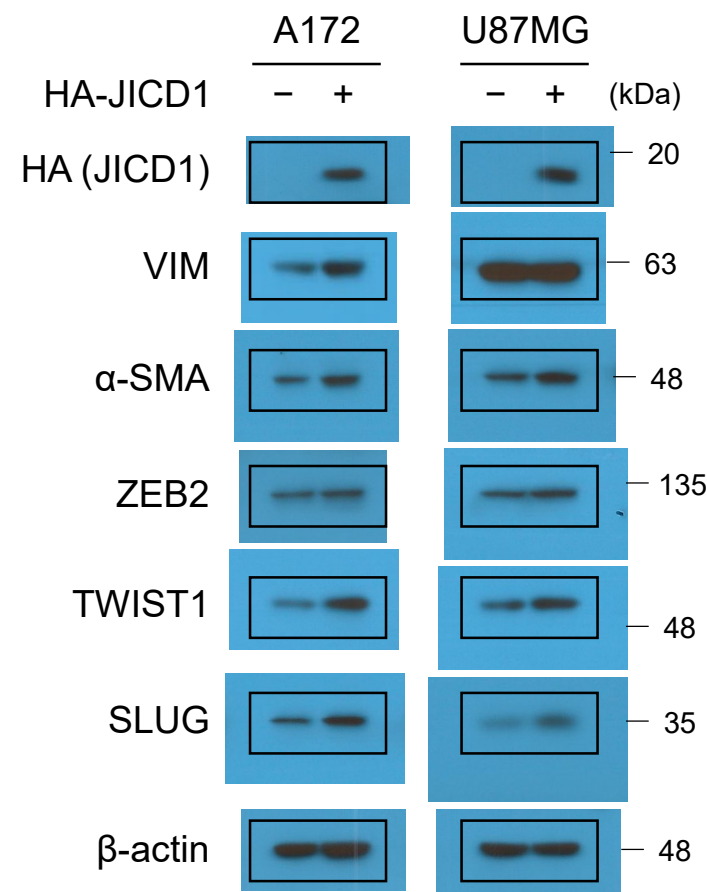

Fig. 2D

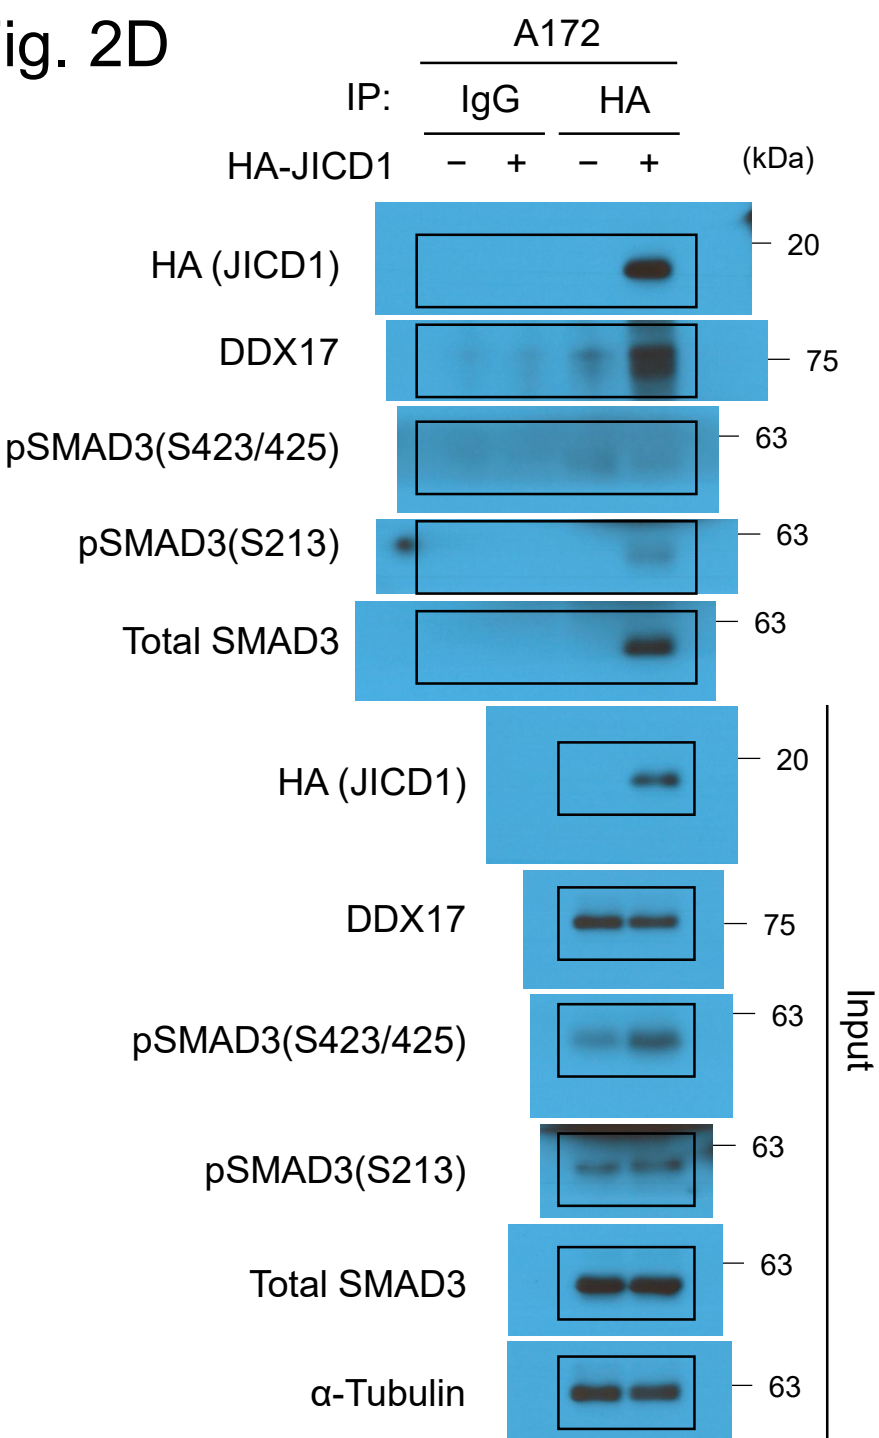

Fig. 2E

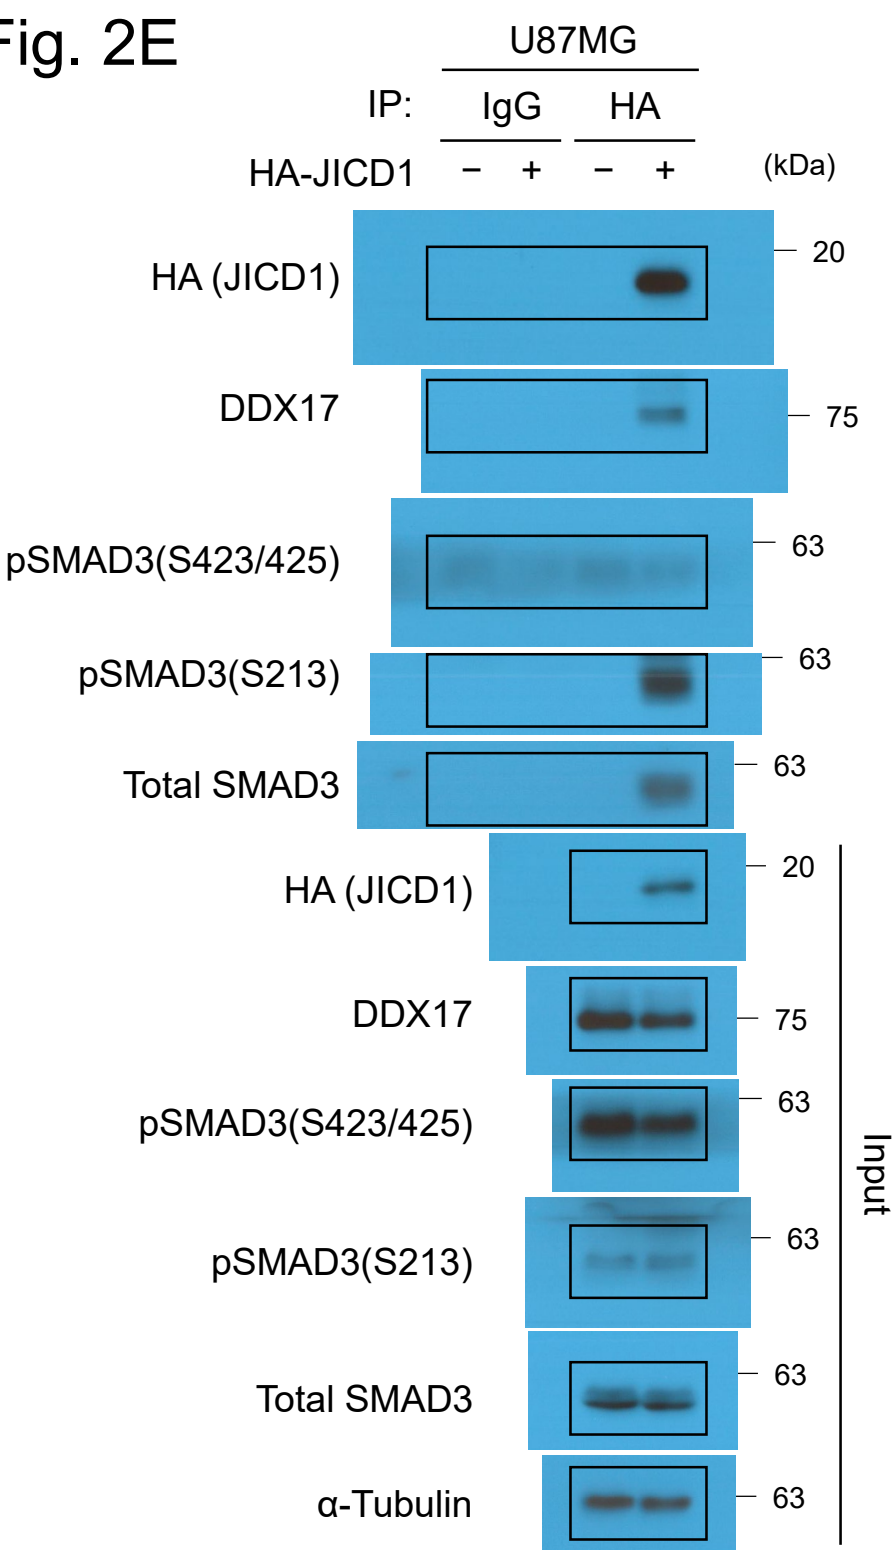

Fig. 3C

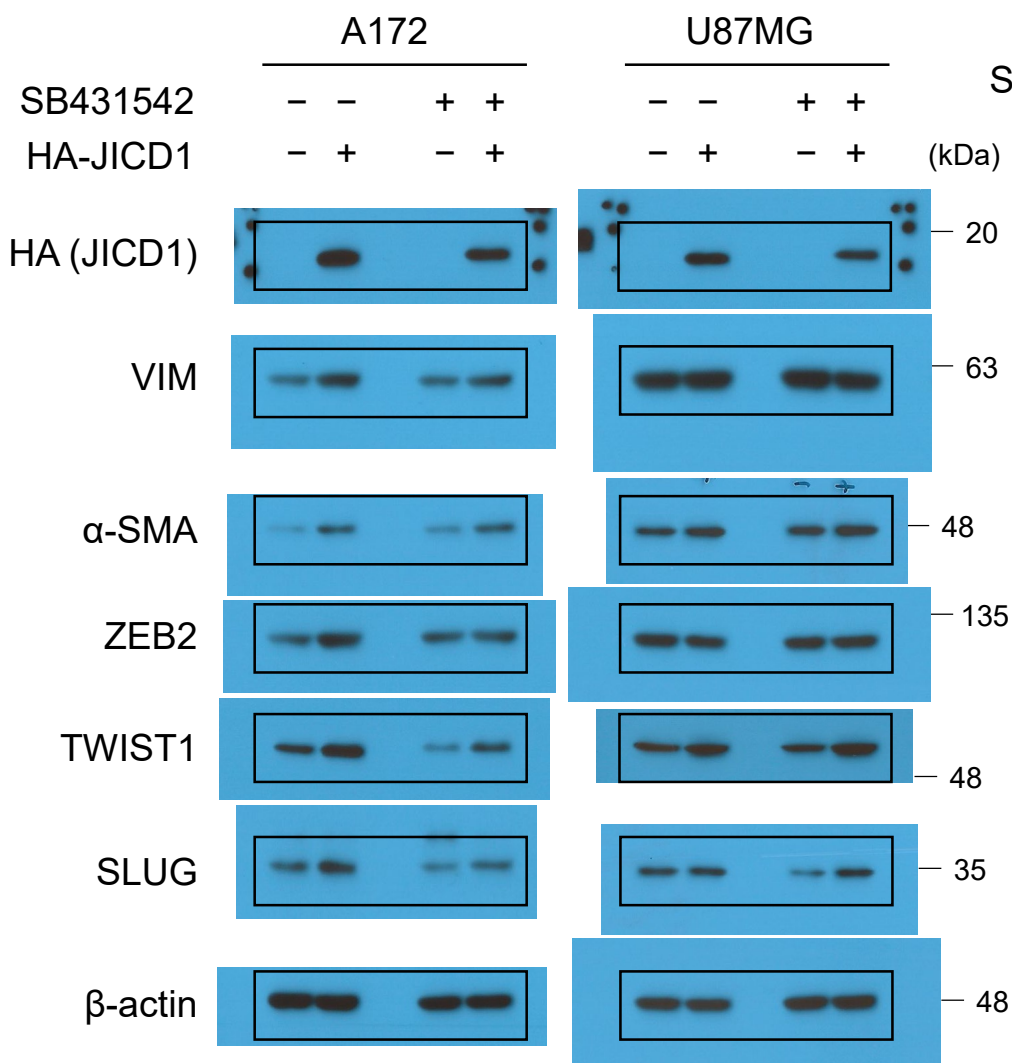

Fig. 3D

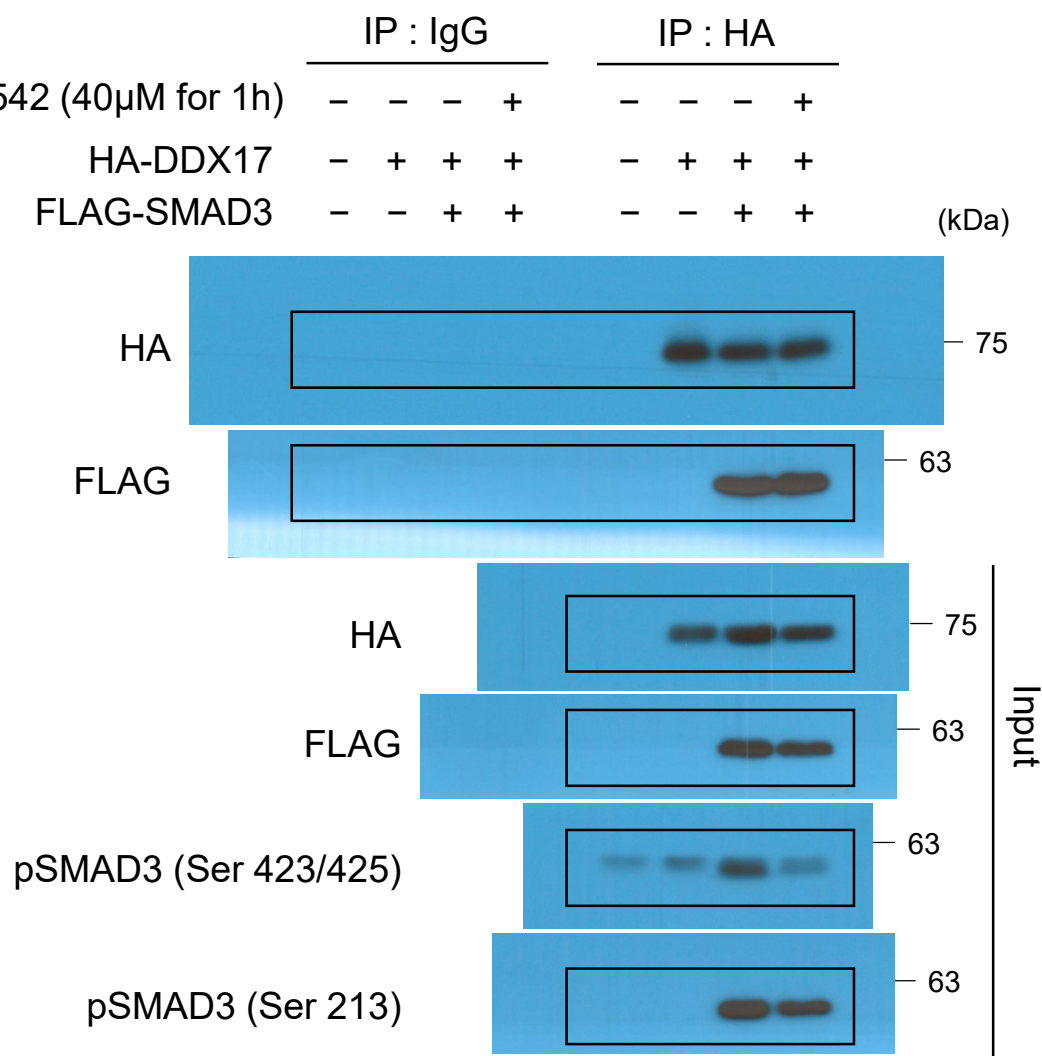

Fig. 3E

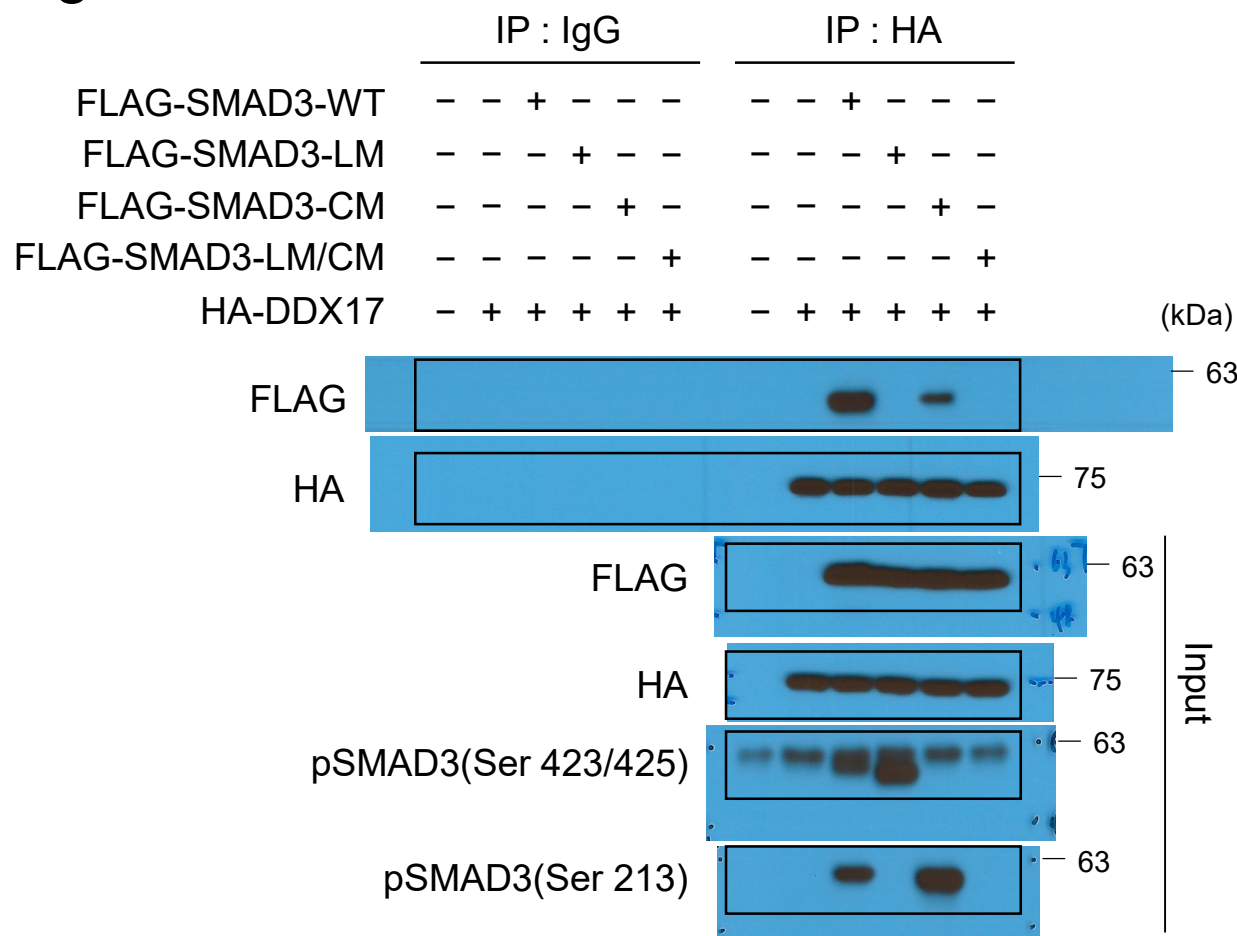

Supplementary fig. 2A

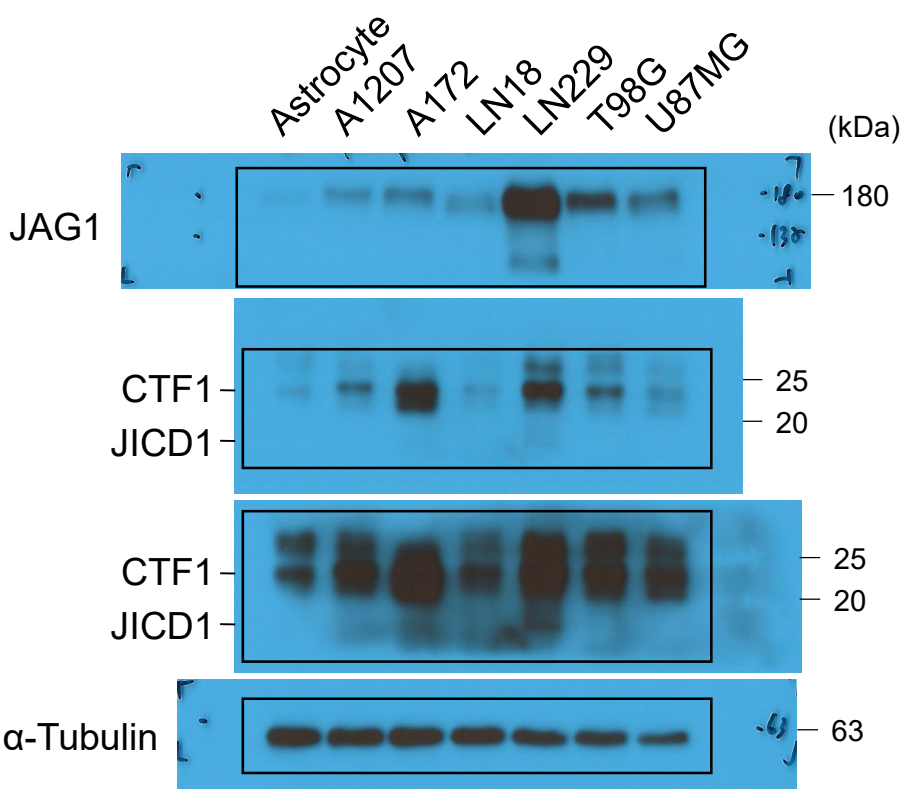

Supplementary fig. 2B

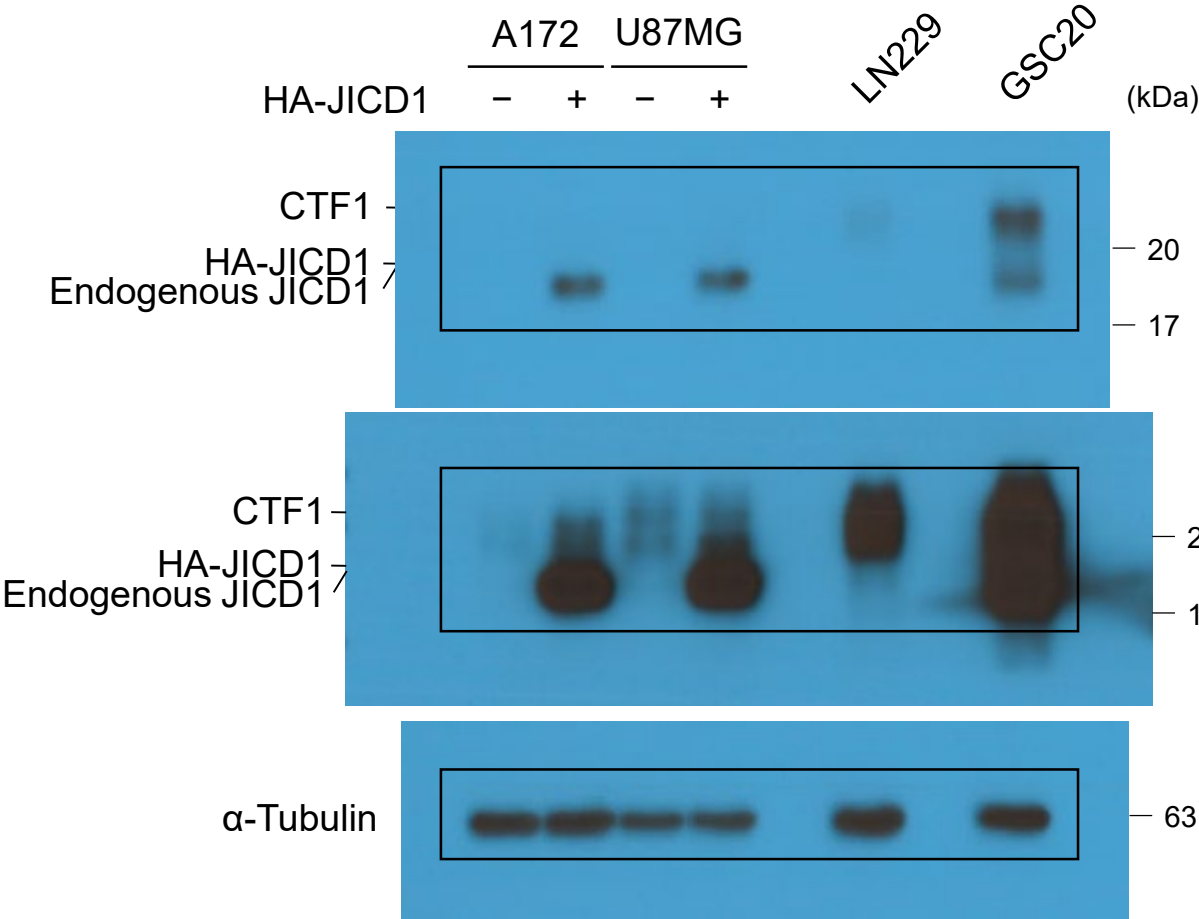

Supplementary fig. 5C

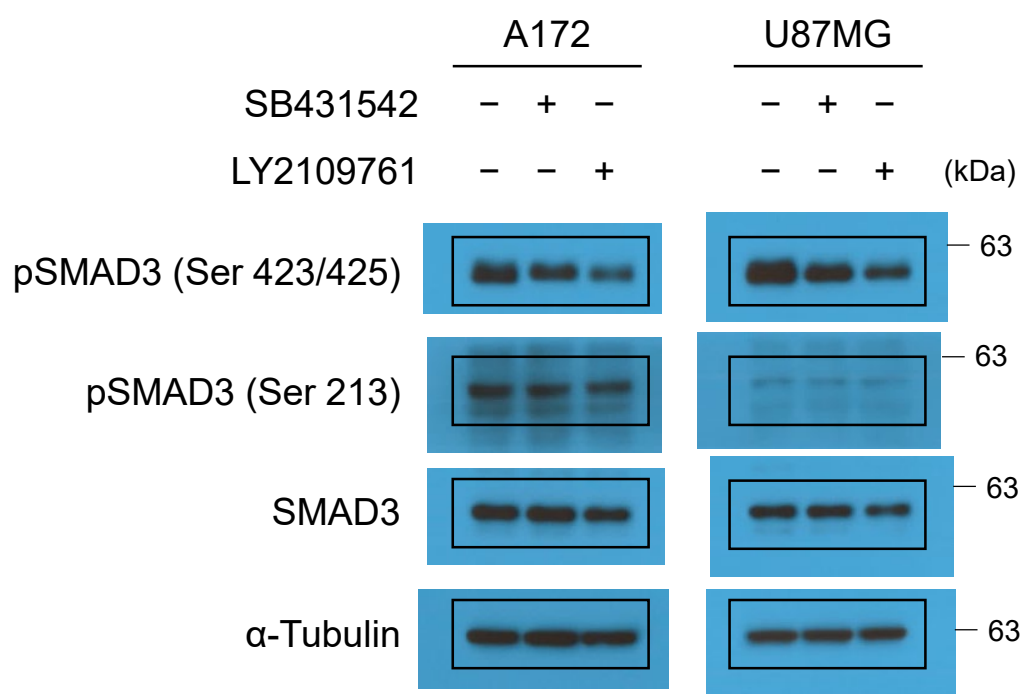

Supplementary fig. 5F

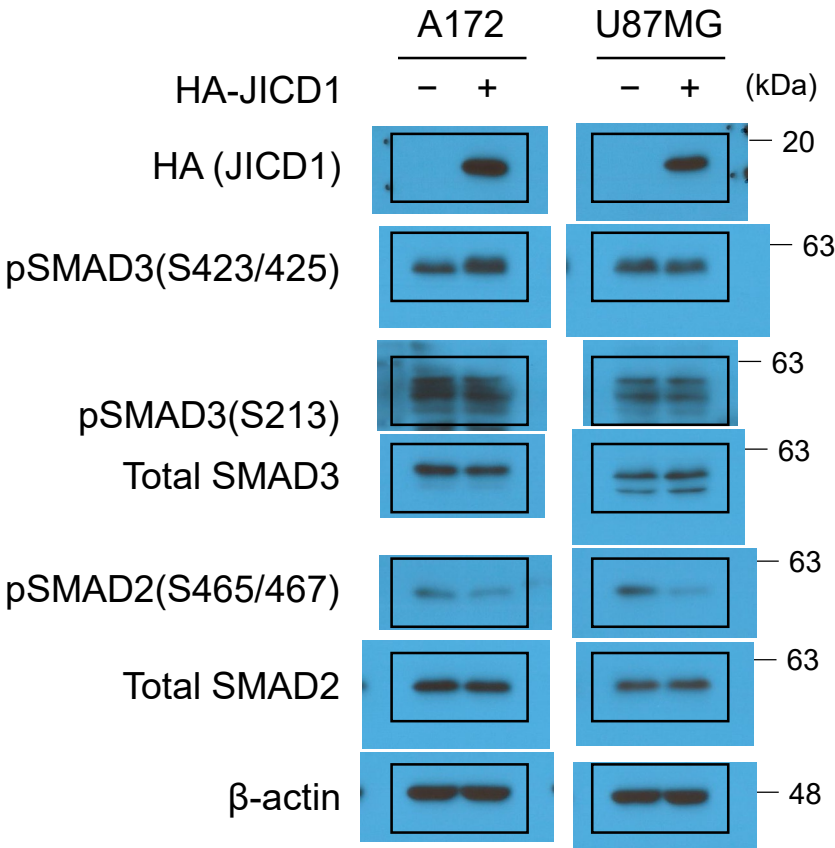

**Supplement:** Supplementary file 2 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

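RNA was sequenced from Ink4a/Arf-/- mouse astrocytes transfected with an empty vector (control, 3 libraries) or with a vector that expresses JAG1 (JAG1-overexpressing, 3 libraries), as the sample labels and the paper's data availability section state. The labels also give the control libraries the genotype WT, although they name an Ink4a-/- cell line for every library. WT was read as without JAG1. The libraries were made by the QuantSeq 3' mRNA method. The authors deposited 1 table per library with 23282 rows, each a gene symbol with the authors' raw read counts and the log2 of their normalized read count. The tables sum to between 14341634 and 20489062 counts per library. The aligner, counting tool, genome build, annotation and normalization of the authors are not named in the paper's text or in the labels. The raw counts were used for all results, and the authors' normalized log2 values only for an alternative.

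Gene symbols were matched to the NCBI RefSeq annotation of GRCm38.p6: 22059 matched a symbol, 1072 a synonym and the rest neither, 27 of the symbols being written as dates. As the build the authors used is not known, the annotation was used for names and chromosomes and for the order of genes along a chromosome, and no coordinates are given. For 37 symbols found on more than 1 row, rows were tested separately, and lists used the row with the most reads. GC content was taken over the last 300 bases of transcripts of GENCODE mouse release M21, with the length of the transcripts.

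The analysis was run in R 4.3.3. Counts were analysed with edgeR 4.0.16: filterByExpr with a minimum count of 10 left 11712 genes, TMM normalization was applied, and the groups were compared with the quasi-likelihood test without further terms. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Such a value does not measure the spread of a fold change against a group with few reads. For those genes, the range with each library left out in turn is given instead. Values per gene are TMM-normalized CPM, with the SD over 3 libraries. Exact permutation tests with 3 libraries per group cannot give a two-sided p under 0.1. A count of 3 was taken as the limit of detection, and folds against a group at or under it in every library are given as lower bounds.

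Sets of genes were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01; fry and an estimated correlation were alternatives. Reactome sets came from the mouse file of fgsea 1.28.0: 18 sets, of which 2 are comparison sets outside the themes of Supplementary Fig. 1A and the others were chosen for these themes, and a scan of the 634 sets with 15 to 500 tested genes. The list of cell migration genes, 297 genes, was written from general knowledge, as were the lists of NOTCH targets, interferon-induced genes, proliferation genes and astrocyte markers; the lists of EMT-TFs, EMT markers, TGF-β factors, EMT genes induced by TGF-β, the JICD1 complex, NOTCH receptors and ligands, and TWIST1 targets came from the paper's text and figures. Lists with at least 5 tested genes were tested as sets. Shares were compared by Fisher's exact test with all tested genes as background, and by 10000 random lists matched on mean expression.

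The genes named in the text were chosen by a rule: Jag1; from the migration list the 5 called genes with the largest rise and the 3 with the largest fall; from all genes past the threshold with a mean of at least 10 CPM and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall; and the genes of the paper's lists on which an observation bears. The Y-linked genes, Xist, Gfap and Cdkn2a were added after their values were seen.

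The alternatives were DESeq2's size factors with its Wald test (DESeq2 1.42.0), library size alone, upper-quartile normalization, no filter, a filter on a mean of 10 counts, a replicate block, limma-voom, fold limits of 1.5 and 2, each at an adjusted and at an unadjusted p under 0.05, Student's test on each gene with a fold limit of 2, and leaving out each library in turn. These alternatives, the tests of genes, sets of genes and shares described above, the gene lists and the naming rule were set before the data were examined; the tests and alternatives that the text gives as chosen later were not. The test was checked on simulated data. With 200 changed genes among 11592, 98% were recovered, and 7.98% of the calls were on unchanged genes, above the threshold of 0.05. These 200 genes had at least 10 CPM and changed by at least 1.5-fold, evenly in both directions. In the real data 6458 of 11712 genes were called, weakly expressed genes and smaller changes included, which this simulation did not cover. A known shift of 0.5 on chromosome 19 was recovered as 0.488. The RNA sequencing data of JICD1-overexpressing astrocytes, which belong to another study, were not analysed here.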

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

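All tests in this part were chosen after the shift of the chromosomes was seen, and those of expression level, of GC content and transcript length, of single libraries and of other splits of the libraries were written before their own values were seen.

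The paper does not report on the chromosomes of the genes that changed. In JAG1-overexpressing astrocytes, the 422 tested genes of chromosome 19 had a median log2 fold change of 0.61, with 313 genes higher and 31 lower, and the 459 tested genes of chromosome 15 had a median of −0.53, with 346 lower and 32 higher. The medians of the other autosomes and of chromosome X lay between −0.12 and 0.05. Relative to the other chromosomes, the median level of chromosome 19 was between 0.29 and 0.31 in the JAG1-overexpressing libraries and between −0.30 and −0.29 in the control libraries, on a log2 scale centred over the 6 libraries; for chromosome 15 it was between −0.28 and −0.27 and between 0.25 and 0.29.

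Several technical explanations were argued against by the values. A bias that depends on the level of expression would be confined to part of the genes, but in the lowest, middle and highest expressed genes of both chromosomes the median was at least 0.51 in size. After the trend on the GC content of the last 300 bases and on the length of transcripts was subtracted, the median was 0.61 for chromosome 19 and −0.53 for chromosome 15; 97.9% and 99.6% of their tested genes had a value for both properties. A difference in library size, in normalization or in the share of reads taken by a few genes moves the genes of all chromosomes alike, but relative to the other chromosomes the median of chromosome 15 was −0.54, on the opposite side from chromosome 19. A single mixed or mislabelled library was argued against by the gap of 0.58 between the lowest JAG1-overexpressing and the highest control library for chromosome 19, and of −0.52 for chromosome 15. Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave medians of the 2 chromosomes as far apart; the largest distance in another split was 0.39. With 10 splits this share cannot fall under 0.1.

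A candidate explanation that stays open is a different number of copies of chromosomes 15 and 19 in the cells of the 2 groups. In windows of 20 neighbouring tested genes, 21 of 21 windows of chromosome 19 had a median above 0.3 and 21 of 22 windows of chromosome 15 had a median under −0.3, together 97.7% of the windows, against 2.08% of the 530 windows of the other chromosomes past 0.3 in either direction. For comparison, the log2 of 3 copies over 2 is 0.58 and that of 2 copies over 3 is −0.58. DNA was not measured. A response of transcription to JAG1 gene by gene is argued against for these 2 chromosomes as sets. It would not shift neighbouring genes along 97.7% of their windows against 2.08% elsewhere, and 87.0% of the genes of chromosome 19 had a log2 fold change above 0. A response of whole chromosomes is not excluded without DNA. A copy number that changed because of JAG1 would give the same values as one that differed between the groups of cells for another reason, and no library separates these.

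The single-copy genes of chromosome Y, on which the paper does not report either, were also higher in JAG1-overexpressing astrocytes, with a median log2 fold change of 1.18. All 4 that had enough reads to be tested were higher in each JAG1-overexpressing library than in each control library: Ddx3y (log2 fold change 1.00), Eif2s3y (1.35), Kdm5d (0.98) and Uty (1.60). Usp9y had 0 reads in every library. Female cells mixed into the control cells were argued against by Xist, the transcript of the inactive X chromosome, which reached at most 7 reads, or 0.369 CPM, in a control library. A different number of Y chromosomes per cell may explain the rise, since the lowest of the 4 log2 fold changes was 0.98 and all had the same direction; the range from 0.98 to 1.60 is wider than a single factor gives without noise. The loss of chromosome Y from part of the control cells and a gain in the JAG1-overexpressing cells would give the same values, and a response of these genes to JAG1 was not tested separately.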

How the results depend on the processing

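Results were recomputed under those of 26 settings that apply to them. The alternatives that leave out chromosomes 15, 19 and Y, and those on the authors' normalized values, were chosen after seeing the data. The alternatives for a pseudocount and a filter on normalized values were not run, since counts were used.

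The numbers of higher and lower genes stayed within 1.5 times 3211 and 3247 under DESeq2's size factors, library size alone, upper-quartile normalization, both other filters, a replicate block, limma-voom, each library left out and without chromosomes 15, 19 and Y. Under these settings, no gene called in 1 direction was called in the other, limma-voom not being compared gene by gene. A limit on the fold change lowered the numbers by its construction, and Student's test was run only with one: at 1.5-fold 1395 higher and 1711 lower (1427 and 1751 at an unadjusted p), at 2-fold 639 and 994 (642 and 1006 at an unadjusted p), and 598 and 933 with Student's test on each gene. On the authors' normalized values, Student's test gave 799 and 1317 genes at 2-fold, or 465 and 720 with a mean of at least 4 on their log2 scale.

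The set of cell migration genes was lower under all settings, but its camera p passed 0.05 with upper-quartile normalization (0.0586), without the filter (0.0648), with a replicate block (0.0547) and with an estimated correlation (0.358), and ran from 0.0268 to 0.107 across the 6 fits that each left out one replicate, with 0.0530 without control replicate 2 and 0.107 without control replicate 3. The share of higher genes in the migration list was above that of the other genes under all settings. It was 27.1% without the filter and 10.2% with at least 2-fold, and there Fisher's exact p fell below 0.05; it ran from 28.5% to 33.6% across the fits that each left out one replicate, with an exact p under 0.05 in 3 of the 6. The share of lower genes kept its direction and side of the threshold under all settings. Apart from the fold limits, the causes of these changes were not tested.

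Under fry, 15 of the 18 Reactome sets adjusted together (the theme sets and 2 comparison sets), 392 of the 634 Reactome sets of the scan and 9 of 11 lists were past the threshold; with an estimated correlation, 0 lists were, and 3 had an unadjusted p under 0.05. Unlike camera, fry does not compare a set with the other genes. Without the filter, the median of chromosome 19 was 0.55, and the difference between the mean correlation within and between groups was 0.0275; it was 0.0765 with all libraries and ran from 0.0725 to 0.0754 across the fits that each left out one replicate. The causes were not tested.

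Cdh2 and Vim, neither past the threshold, reversed when 1 library was left out: the log2 fold change ran from −0.00443 to 0.0631 for Cdh2, the lowest without JAG1-overexpressing replicate 1, and from −0.00614 to 0.0894 for Vim, the lowest without control replicate 1. Counted with these, 18 of the comparisons for 38 named genes and lists changed, 11 weaker, 5 stronger and 2 reversed. The depth limits genes at or under 3 reads in a group: their fold changes are lower bounds.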

Differences from the paper's values

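The alternatives on the authors' normalized values were chosen after seeing the data. No other test in this part was chosen to explain a difference.

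For the genes upregulated upon JAG1 expression, the paper's text gives 250 out of 385 genes related to cell migration. The number 385 can be read as the total of upregulated genes or as the size of a list of cell migration genes of which 250 were upregulated. Under the second reading the paper gives no total, the numbers of this paragraph have no counterpart in it, and its 250 of 385 stands beside the 72 of 235 below. What follows takes 385 as the total. Here, 3211 genes were higher in JAG1-overexpressing astrocytes at an adjusted p under 0.05. None of the alternatives set before the data were examined closed the gap: they gave between 598 genes (Student's test on each gene, unadjusted, at least 2-fold) and 3388 genes (no filter on low counts). With an adjusted p under 0.05 and at least 2-fold, 639 genes were higher, against the paper's 385. With the authors' normalized values, Student's test, at least 2-fold and a mean of at least 4 on their log2 scale, 465 genes were higher, which lies within 1.5 times the paper's value; this alternative was chosen after seeing the values.

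The paper states that migration was enriched in JAG1-overexpressing astrocytes. Here, 72 genes of the 235 tested in a list of cell migration genes were higher and 110 were lower, and as a set the list was lower (camera p = 0.0435; in an exact permutation, 2 of the 10 splits of the libraries gave a p as small). The share of higher genes in the list was 30.6% against 27.4% among the other genes (Fisher's exact test, p = 0.268). It was past the threshold, in the direction the paper states, with at least 2-fold (10.2% against 5.36%, Fisher's exact test, p = 0.00318), without the filter on low counts (27.1% against 20.1%, p = 0.00517 from the same exact test) and in 3 of the 6 fits that each left out a library. The share of lower genes was 46.8% against 27.3% (Fisher's exact test, p = 3.40e-10). With at least 2-fold, this share was 25.5% against 8.14% (p = 3.04e-15 from the same exact test). Fisher's exact test takes genes as independent of each other. With a correlation between genes estimated from the data, camera gave p = 0.358 for the list, in the lower direction. The list is not the one the paper used.

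The paper states that cell signaling was enriched in JAG1-overexpressing astrocytes. For 6 of the Reactome sets tested, which concern signaling, none was past an adjusted p of 0.05 with camera; the smallest unadjusted p of these 6 was 0.152. Under fry, the NOTCH and TGF-beta sets were higher, with adjusted p-values of 0.00324 and 0.0402, and the Signal Transduction and Wnt sets were lower, with at most 0.00977.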

Other observations

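The tests on the small rise of Jag1, on the genes outside chromosomes 15, 19 and Y, on NOTCH target genes and on the genes drawn lower under JICD1 were chosen after the result was seen; those on the splits of the libraries were written before the values of the other splits were seen.

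Jag1 was 1.38-fold higher in astrocytes transfected with the JAG1 plasmid. A candidate explanation for so small a rise is a plasmid transcript that lacks the 3' end of the mouse gene, which 3' sequencing would not count on Jag1; the same holds for a plasmid that carries the human gene, whose reads need not be counted on the mouse gene. The value leaves this open, since counts per gene do not show which transcript a read came from, the paper's text does not name the species of the JAG1 in this plasmid, and its sequence was not used here. The 1.38-fold rise is therefore not a measure of how much JAG1 the plasmid expressed.

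Outside chromosomes 15, 19 and Y, 5671 of 10824 tested genes were past the threshold, 2764 higher and 2907 lower, so that most of the calls lay on other chromosomes. Leaving genes out removes only the shift of those genes themselves. It cannot tell a response to JAG1 from indirect effects of a changed copy number or from other differences between the 2 groups of cells. In the cell migration list outside these chromosomes, 29.7% of the genes were higher against 25.4% of the others (two-sided Fisher's exact test, p = 0.161), the same direction and side of the threshold as with all genes.

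The 6 libraries can be split into groups of 3 in 10 ways, so that the share of splits as extreme as the real one cannot fall under 0.1. Of these, 1, the real split, gave as many genes past the threshold; the others gave 0 genes at the same adjusted p. A Fisher p as small for the share of higher migration genes was found in 1 of the 10 splits, the real one, the others having no genes past the threshold to count. In the same exact permutation, a camera p as small for the migration genes as a set was found in 2 of the 10; the other split set control replicate 1 with JAG1-overexpressing replicates 2 and 3, with p = 0.00837. For the 18 Reactome sets adjusted together and for the scan of Reactome sets, all 10 splits gave as many sets past the threshold. The real split gave 0, beside 3 and 55 sets at an unadjusted p under 0.05, so that this share is fixed. In the scan, some mixed splits gave more, with 6, 17, 5 and 25 sets past the threshold, and the rest gave 0. Of the 18 sets, the split of control replicate 1 with JAG1-overexpressing replicates 2 and 3 gave 1, and the others gave 0. As many lists past the threshold as in the real split were found in 1 of the 10 splits.

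The paper reports EMT-TFs, EMT markers and TGF-β signaling for JICD1-overexpressing cells and not for JAG1-overexpressing astrocytes. In patients with IDH wild-type glioblastoma, it reports a weak correlation of JAG1 with TWIST1 and an association of JAG1 with MMP2 and MMP9. The values in JAG1-overexpressing astrocytes follow. Twist1 had a log2 fold change of 0.26 (adjusted p = 0.128), which was 0.37 (adjusted p = 0.0451) without JAG1-overexpressing replicate 2; over the alternatives, its adjusted p ran from 0.0451 to 0.363. Snai2 (1.80) and Zeb2 (1.17) were higher, and Twist2 (−0.68), Snai1 (−1.39) and Zeb1 (−1.31) were lower, each past the threshold with no overlap between the groups. For JICD1, the paper states that Twist1, Snai2 and Zeb2 were upregulated. Of the markers, Acta2 (−2.98, on chromosome 19), Mmp2 (−2.94) and Fn1 (−0.22) were lower and Mmp9 was at least 14.3-fold lower; without JAG1-overexpressing replicate 3, Fn1 had −0.15 (adjusted p = 0.0689, from 0.00359 to 0.0689 over the alternatives). Cdh2 (0.03) and Vim (0.05) were not past the threshold, and Cdh1 and Il6 had too few reads to be tested. Notch1 (1.74) was higher and Notch2 (−0.50) lower.

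Hand-written lists and lists from the paper's figures were compared as sets with the other tested genes by camera, with p-values adjusted over 11 lists. The 53 EMT genes of Supplementary Fig. 5B were lower (22 lower and 10 higher of 50 tested, median log2 fold change −0.17, adjusted p = 0.0477), with an adjusted p from 2.99e-05 to 0.156 over the alternatives and above 0.05 in 5 of the 6 fits that each left out a library, all but that without JAG1-overexpressing replicate 2. For these genes, it was also above 0.05 with a replicate block (0.0622), without chromosomes 15, 19 and Y (0.0866) and with an estimated correlation (0.156). It stayed under 0.05 with the other normalizations and filters and under fry. Astrocyte markers were lower (7 lower of 8 tested, median −1.30, adjusted p = 0.00825, from 2.99e-05 to 0.156); Gfap had 0 reads in all 6 libraries. Of the 11 lists, 3 were past the threshold, the other being the genes drawn lower under JICD1 in Supplementary Fig. 5B, which are given in the last paragraph. Those 27 genes are part of the 53 and held 19 of their 22 lower and 2 of their 10 higher genes. The results of these 2 lists are therefore not independent, and the fall of the 53 lay mostly in the 27. The remaining lists were not past the threshold. The EMT markers had 4 lower of 6 tested (median −1.58, which was −0.23 without chromosomes 15, 19 and Y, camera adjusted p = 0.0524, from 1.57e-05 to 0.225). They passed the threshold with upper-quartile normalization, under fry, and without JAG1-overexpressing replicate 1 (0.0491) or 2 (0.0466). The EMT-TFs had 2 higher and 3 lower of 6 (adjusted p = 0.719), the TGF-β factors of the paper's primer list 3 and 3 of 10 (0.719), the cell cycle and apoptosis genes the paper names for TWIST1 2 and 2 of 6 (0.800), the genes induced by interferon 3 and 6 of 17 (0.316), and the genes of proliferation 17 and 8 of 40 (0.316), or 18 and 9 when adjusted over the list alone; for the other lists, the numbers adjusted over the list alone were the same. The genes at the top of Supplementary Fig. 5B had 6 higher and 1 lower of 14 (0.304). Of the 3 genes of the JICD1 complex, 1 was lower, and of the NOTCH receptors and ligands 3 were tested, with 2 higher, Jag1 among them, and 1 lower; both lists were too short for a set test. With an estimated correlation no list was past the threshold and 3 had an unadjusted p under 0.05, and under fry 9 were past it.

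A list of 23 NOTCH target genes was used to ask whether canonical NOTCH signaling was higher in JAG1-overexpressing astrocytes. Of 14 tested, 5 were higher and 4 lower, with a median log2 fold change of 0.03 and an adjusted p of 0.610 (from 0.0511 to 0.811 over the alternatives). The 5 higher genes included Nrarp (2.43) and Hes1 (1.91), and the 4 lower genes included Sox9 (−3.33) and Hes6 (−1.21). The median was 0.56 without the filter on low counts (adjusted p = 0.264) and lay between −0.01 and 0.07 under the other alternatives. Genes that move in both directions leave this open.

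The 27 EMT genes drawn lower under JICD1 in Supplementary Fig. 5B, which are part of the 53 and were chosen by the paper in other libraries, were also lower in JAG1-overexpressing astrocytes: 19 were lower and 2 higher, with a median log2 fold change of −0.57 and an adjusted p of 3.47e-05 (from 5.34e-06 to 0.0701 over the alternatives, the highest with an estimated correlation, which was not past the threshold). This is consistent with a fall of the same genes under JAG1 and JICD1, as a hypothesis; the list was drawn as lower in the paper's figure and read from the picture by eye, and the libraries of JICD1-overexpressing cells were not analysed here.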
